# Adipocyte-specific *Mlkl* knockout mitigates obesity-induced metabolic dysfunction by enhancing mitochondrial functions

**DOI:** 10.1038/s41419-025-08004-1

**Published:** 2025-10-06

**Authors:** Juliette Tokgozoglu, Valeria Pistorio, Mirko Minini, Pierre-Antoine Soret, Virginie Steunou, Jean-Louis Delaunay, Julien Castel, Serge Luquet, Ivan Nemazanyy, Carine Beaupère, Laetitia Dinard, Tatiana Ledent, Aurore L’honoré, Sara Lemoinne, Chantal Housset, Philippe Lesnik, Vlad Ratziu, Bruno Fève, Tounsia Aït-Slimane, Axelle Cadoret, Nicolas Chignard, Jérémie Gautheron

**Keywords:** Obesity, Non-alcoholic fatty liver disease

## Abstract

Obesity is a global epidemic characterized by chronic low-grade inflammation and metabolic dysfunction, with adipose tissue playing a pivotal role in these processes. The mixed lineage kinase domain-like pseudokinase (MLKL) is a critical mediator of necroptosis but also exhibits noncanonical roles in metabolic regulation. This study aimed to investigate the adipocyte-specific functions of MLKL in obesity. Using adipocyte-specific *Mlkl* knockout (*Mlkl*^Adi-KO^) mice, we observed reduced susceptibility to high-fat diet (HFD)-induced obesity, enhanced glucose tolerance, and improved insulin sensitivity. *Mlkl*^Adi-KO^ mice showed elevated energy expenditure independent of changes in food intake or locomotor activity, correlating with increased mitochondrial function and reduced lipid accumulation in white adipose tissue (WAT). Transcriptomic analyses of WAT revealed significant modulation of pathways linked to oxidative phosphorylation, inflammation, and lipid metabolism. Furthermore, metabolomic profiling highlighted reductions in TCA cycle intermediates, acylcarnitines, and pro-inflammatory amino acids in *Mlkl*^Adi-KO^ mice under HFD conditions. These findings were accompanied by improved hepatic lipid profiles and decreased steatosis, underscoring systemic benefits of adipocyte-specific *Mlkl* deletion. Mechanistically, *Mlkl* deficiency altered adipocyte differentiation. These results position MLKL as a promising therapeutic target for obesity and related metabolic disorders, emphasizing the need for future studies using conditional knockout and overexpression models to explore its cell-specific and noncanonical functions in metabolic regulation.

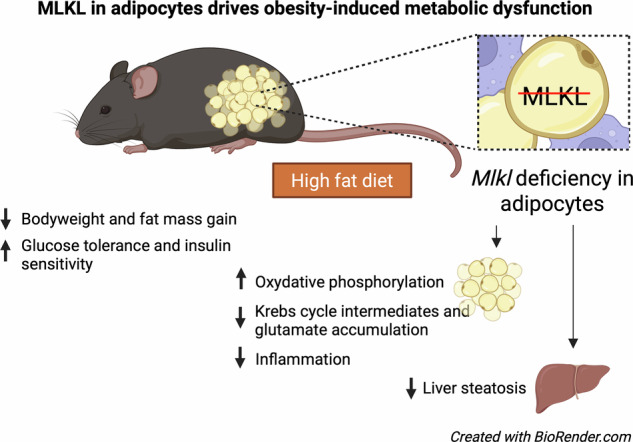

## Introduction

The prevalence of obesity has risen dramatically worldwide, contributing to insulin resistance, type-2 diabetes (T2D), and cardiovascular disorders [1]. Central to the pathophysiology of obesity is chronic low-grade inflammation coupled with metabolic dysregulation [2]. Adipose tissue, once considered merely an energy reservoir, is now recognized as a dynamic metabolic organ pivotal for energy balance and secretion of adipokines that modulate systemic inflammation, insulin sensitivity, and metabolic homeostasis [3]. The pathogenesis of obesity also involves complex interactions between adipocyte death and immune responses [4, 5], as dying adipocyte surrounded by macrophages form crown-like structures (CLS), exhibiting morphological features of both necrosis and apoptosis [4, 5].

Necroptosis–a regulated form of necrotic cell death mediated by receptor-interacting protein kinases (RIPK1, RIPK3) and their substrate, mixed lineage kinase domain-like pseudokinase (MLKL)–has garnered attention recently [6]. Upon activation, RIPK1 and RIPK3 assemble into a necrosome complex, resulting in MLKL phosphorylation. Phosphorylated MLKL then oligomerizes and translocates to the plasma membrane, where it disrupts membrane integrity and triggers lytic cell death [6]. Necroptosis participates in diverse pathological contexts, including metabolic-associated steatotic liver disease (MASLD) and cardiovascular diseases [7, 8]. In MASLD, necroptosis exacerbates hepatocyte death, inflammation, and fibrosis [7, 9], while in cardiac pathologies, it drives cardiomyocyte injury during ischemia-reperfusion episodes [8]. Although necroptosis is well-established in these settings, its role in adipocyte death remains poorly understood. Recent findings suggest conditions like elevated de novo fatty acid synthesis and oxidative stress promote necroptosis in adipocytes [10]. Under these conditions, increased phosphorylation of RIPK1, RIPK3, and MLKL driven by heightened reactive oxygen species (ROS) levels and reduced NADPH availability leads to cell death [10], raising the possibility that necroptosis contributes to obesity-related adipocyte death and inflammation.

Consistent with this, overexpression of RIPK3 in white adipose tissue (WAT) of mice and humans mitigates adipocyte apoptosis and inflammation, preserving insulin signaling and glucose tolerance [11]. Similarly, adipocyte-specific *Caspase-8* deletion improves glucose homeostasis and limits high-fat diet (HFD)-induced weight gain [12]. Human genetic variants in *RIPK1* are linked to obesity [13], and RIPK1 inhibitors, including antisense oligonucleotides (ASOs) and small-kinase inhibitors like RIPA-56, reduce adiposity in murine models [13, 14]. Interestingly, these interventions correlate with reduced MLKL levels, suggesting crosstalk between RIPK1 and MLKL signaling pathways in adipose tissue [14, 15].

Beyond its role in necroptosis, MLKL has emerged as a metabolic regulator [16]. *Mlkl*-deficient mice exhibit resistance to obesity, enhanced insulin sensitivity, and improved metabolic profiles [17–19]. Transcriptomic and lipidomic analyses of these mice indicate decreased hepatic steatosis, adipocyte hypertrophy, and systemic lipid accumulation, implicating MLKL in lipid metabolism [16, 20]. Notably, MLKL may also regulate adipocyte differentiation [21]. In our previous work, *Mlkl* deficiency specifically impaired white adipogenesis in 3T3-L1 cells, likely through upregulation of Wnt10b and concomitant downregulation of pro-adipogenic genes [21]. Wnt10b is a well-established inhibitor of adipogenesis, that suppresses the expression of key transcription factors such as PPARγ and C/EBPα *via* activation of the Wnt/β-catenin signaling pathway [22]. Furthermore, the anti-adipogenic effect observed in *Mlkl*-deficient mice was associated with enhanced mitochondrial function and increased energy expenditure [18]. However, the use of global knockout models asked for adipocyte-specific investigations.

Given the critical role of adipose tissue in obesity-associated metabolic dysfunction and its crosstalk with the liver, we investigated adipocyte-specific MLKL functions. We generated adipocyte-specific *Mlkl* knockout (*Mlkl*^Adi-KO^) mice and characterized their response to HFD. *Mlkl*^Adi-KO^ mice exhibited resistance to HFD-induced obesity, improved glucose tolerance and insulin sensitivity. Transcriptomic and metabolomic analyses of visceral WAT (visWAT) revealed modulation of pathways involved in lipid metabolism, energy homeostasis, inflammation, mitochondrial function, and energy expenditure. Moreover, *Mlkl* deficiency in adipocytes indirectly reduced hepatic steatosis and triglyceride accumulation through systemic metabolic remodeling. Finally, reconstitution experiments in *Mlkl*-KO 3T3-L1 preadipocytes, which resist white adipocyte differentiation [21], partially restored adipogenic capacity. Collectively, these findings identify MLKL as a critical regulator of obesity-induced metabolic dysregulation and a promising therapeutic target for metabolic diseases.

## Results

### MLKL in adipocytes drives HFD-induced obesity

To validate the specific depletion of MLKL in adipocytes, Western blot (WB) analysis was performed on whole visWAT lysates from *Mlkl*^Adi-KO^ and WT mice, as well as on mature adipocytes isolated from the same tissue. As expected, MLKL protein levels were significantly lower in lysates from *Mlkl*^Adi-KO^ mice compared to WT controls, confirming efficient deletion in adipocytes (Fig. S1a–c). We next examined the impact of *Mlkl* deficiency in adipocytes on body weight regulation under HFD conditions. Impressively, *Mlkl*^Adi-KO^ mice exhibited significantly reduced weight gain compared to WT controls over the 16-week HFD feeding period (Fig. 1a, b). In contrast, no significant differences in body weight gain were observed between WT and *Mlkl*^Adi-KO^ mice under NCD conditions (Fig. 1a, b). To ensure reproducibility, this experiment was repeated with an independent cohort of mice six months later, yielding consistent results of reduced weight gain in HFD-fed *Mlkl*^Adi-KO^ mice (Fig. S2). EchoMRI analysis revealed that the reduced weight gain in *Mlkl*^Adi-KO^ mice under HFD was primarily attributable to lower fat mass accumulation (Fig. 1c), while lean mass remained comparable between both groups under HFD (Fig. 1d). Furthermore, body mass composition was unchanged between WT and *Mlkl*^Adi-KO^ mice under NCD conditions (Fig. 1c, d). These findings align with previous observations in global *Mlkl* knockout (*Mlkl*^-/-^) mice, suggesting that at least part of the protective effect on weight gain stems from the specific role of MLKL in adipose tissue [16–20]. Collectively, these findings confirm that *Mlkl* deficiency specifically in adipocytes mitigates HFD-induced obesity by reducing fat mass accumulation, without affecting body weight or composition under baseline conditions.

**Fig. 1:**
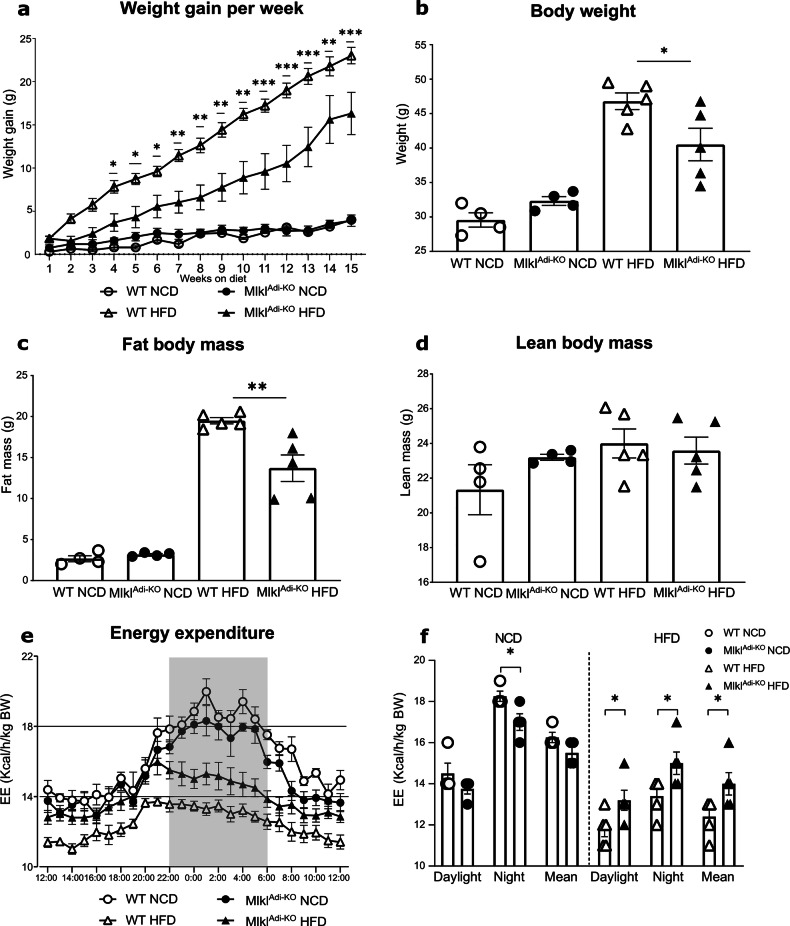
*Mlkl*^Adi-KO^ mice display reduced obesity and increased energy expenditure under HFD conditions. Experimental setup: *Mlkl*^Adi-KO^ and WT mice were fed either a NCD (*n* = 4 per group) or an HFD (*n* = 5 per group) for 15 weeks. Following this period, mice were transferred to metabolic cages for 1 week of monitoring. **a** Weekly body weight gain throughout the 15-week intervention. **b** Final body weight (end-point) after 16 weeks of feeding under HFD and NCD conditions. **c** Fat mass assessed *via* EchoMRI analysis. **d** Lean mass assessed *via* EchoMRI analysis. **e** Whole energy expenditure and (**f**) average energy expenditure (EE), measured in metabolic cages during both the daylight (inactive) and nighttime (active) periods. Energy expenditure is expressed as kilocalories expended per hour per kilogram of body weight (kcal/h/kg BW). Statistical analysis: results are presented as mean ± SEM. Comparisons were analyzed using multiple *t* tests (**a**–**e**) and unpaired *t* tests (**b**–**d** and **f**). Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test. *p < 0.05, **p < 0.01, ***p < 0.001.

### MLKL in adipocytes modulates energy expenditure under HFD

To investigate potential differences in energy balance, we measured whole energy expenditure during both daylight and nighttime periods. *Mlkl*^Adi-KO^ mice exhibited significantly higher energy expenditure than WT controls under HFD conditions during both the light (i.e., inactive) and dark (i.e., active) cycles (Fig. 1e, f). Interestingly, this increase in energy expenditure was not observed under NCD conditions, emphasizing the interaction between HFD-induced metabolic stress and MLKL function in adipocytes. To identify potential contributors to the observed differences in energy expenditure, we evaluated food intake and locomotor activity (Fig. S3a, b). No significant differences were detected in either parameter between *Mlkl*^Adi-KO^ and WT mice, indicating that the increase in energy expenditure was not attributable to changes in these behaviors. Furthermore, the respiratory exchange ratio (RER), a measure of substrate utilization, displayed distinct differences between NCD and HFD conditions (Fig. S3c). Under NCD, RER values were consistently around 1.05, reflecting predominant carbohydrate utilization. In contrast, RER values decreased to approximately 0.75 under HFD, indicative of a metabolic shift towards lipid oxidation as the primary energy source (Fig. S3c). Importantly, no significant differences in RER were observed between *Mlkl*^Adi-KO^ and WT mice within each dietary condition, suggesting that *Mlkl* deficiency does not alter substrate preference but instead influences other aspects of metabolic regulation (Fig. S3c).

Because increased energy expenditure often reflects adaptive thermogenesis, we quantified *Ucp1*, a canonical thermogenic marker, in visWAT. Under HFD, *Ucp1* mRNA was lower in *Mlkl*^Adi-KO^ than in WT mice, and Western blot did not reveal a corresponding change in UCP1 protein (Fig. S3d, e). Moreover, neither visWAT nor subcutaneous WAT (subWAT) showed multilocular adipocytes indicative of browning (Fig. S3f**)**. Thus, the heightened energy expenditure in *Mlkl*^Adi-KO^ mice appears to be UCP1-independent, aligning with reports that global *Mlkl* deficiency improves metabolic health *via* enhanced lipid utilization and mitochondrial oxidative capacity rather than classical UCP1-driven thermogenesis [16, 20]. Collectively, these findings highlight the critical role of MLKL in regulating energy expenditure and fat mass accumulation under obesogenic conditions. The observed effects on energy expenditure appear to be independent of food intake, locomotor activity, substrate preference, or UCP1-driven thermogenesis, suggesting that MLKL influences adipose tissue function and systemic metabolism through distinct mechanisms under HFD.

### MLKL in adipocytes drives obesity-induced metabolic dysfunction and insulin resistance

To evaluate the role of MLKL in obesity-induced metabolic dysfunction, we assessed glucose homeostasis and insulin sensitivity in *Mlkl*^Adi-KO^ and WT mice after 16 weeks of feeding with either NCD or HFD. Oral glucose tolerance tests (oGTT) revealed no significant differences in glucose levels between *Mlkl*^Adi-KO^ and WT mice under NCD conditions (Fig. 2a). In contrast, under HFD conditions, *Mlkl*^Adi-KO^ mice exhibited significantly improved glucose tolerance compared to WT controls, as evidenced by lower glucose levels throughout the test and a reduced area under the curve (AUC) (Fig. 2a, b). Insulin tolerance tests (ITT) further corroborated these findings, showing that insulin sensitivity was enhanced in *Mlkl*^Adi-KO^ mice under HFD conditions. *Mlkl*^Adi-KO^ mice displayed significantly lower glucose levels during the test, with a reduced AUC for glucose levels compared to WT controls (Fig. 2c, d). Interestingly, fasting glucose levels remained comparable between *Mlkl*^Adi-KO^ and WT mice under HFD conditions (Fig. 2e). However, fasting insulin levels were significantly lower in *Mlkl*^Adi-KO^ mice compared to WT controls (Fig. 2f), suggesting reduced insulin resistance in the absence of MLKL in adipocytes. During the oGTT, insulin levels were also markedly lower in *Mlkl*^Adi-KO^ mice compared to WT controls under HFD conditions (Fig. 2g). This observation indicates that the improved glucose tolerance in *Mlkl*^Adi-KO^ mice is not due to compensatory hyperinsulinemia, a hallmark of insulin resistance. Consistently, the reduced fasting insulin levels and enhanced insulin sensitivity were reflected by a significantly lower HOMA-IR index in *Mlkl*^Adi-KO^ mice compared to WT controls under HFD conditions (Fig. 2h). Collectively, these findings demonstrate that MLKL in adipocytes is a critical mediator of obesity-induced metabolic dysfunction and insulin resistance. By reducing fasting insulin levels and improving systemic insulin sensitivity, *Mlkl* deficiency in adipocytes alleviates key features of HFD-induced metabolic dysregulation.

**Fig. 2:**
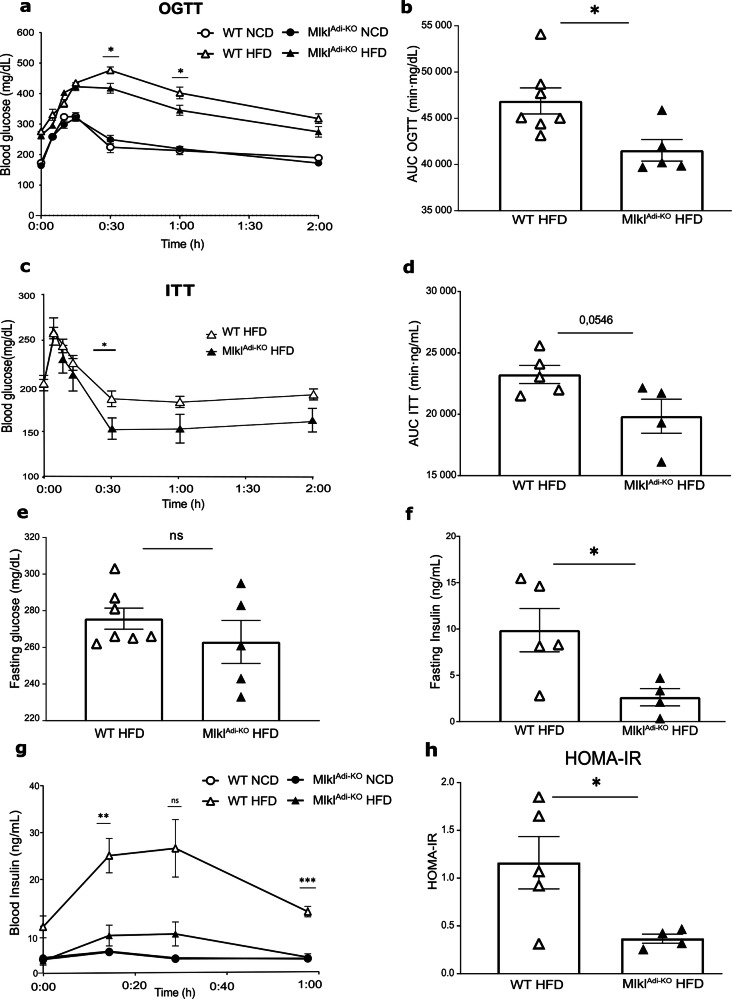
*Mlkl*^Adi-KO^ mice display improved glucose homeostasis and insulin sensitivity under HFD conditions. Experimental setup: *Mlkl*^Adi-KO^ and WT mice were fed either a NCD (*n* = 4 per group) or an HFD for 16 weeks. An oral glucose-tolerance test (oGTT) was performed in all diet groups (NCD: WT = 4, KO = 4; HFD cohort 1: WT = 7, KO = 5), with concurrent measurements of fasting glucose, insulin levels, and HOMA-IR calculations. A separate HFD Cohort 2 (WT *n* = 5, KO *n* = 4) was used for the insulin-tolerance test (ITT). One *Mlkl*^Adi-KO^ mouse in cohort 2 was excluded from the ITT due to severe hypoglycemia immediately after insulin injection and required glucose rescue. For insulin measurements (Panels f and g), two WT and one KO samples were excluded due to hemolyzed serum after centrifugation. **a** Blood glucose levels during the oGTT in *Mlkl*^Adi-KO^ and WT mice fed a HFD or NCD. **b** Area under the curve (AUC) for oGTT in HFD-fed mice. **c** Blood glucose levels during the ITT in HFD-fed mice. **d** AUC of the ITT. **e** Fasting blood glucose levels in HFD-fed mice. **f** Fasting insulin levels in HFD-fed mice. **g** Blood insulin levels during the oGTT in mice under HFD and NCD. **h** HOMA-IR index in HFD-fed mice. Statistical analysis: results are presented as mean ± SEM. Statistical differences were analyzed using multiple *t* tests (**a**, **c**, **g**) or unpaired *t* tests (**b**, **d**, **e**, **f**, **h**). Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test. *p < 0.05; **p < 0.01; ***p < 0,001; ns, not significant.

### MLKL in adipocytes alters the transcriptional landscape of WAT under HFD

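RNA of visceral white adipose tissue (visWAT) was sequenced from 18 male mice fed a normal chow diet (NCD) or a high-fat diet (HFD) for 16 weeks. *Mlkl* Adi-KO mice carry loxP-flanked *Mlkl* alleles and a Cre transgene expressed in mature adipocytes, and their WT littermates carry the loxP-flanked alleles without Cre. There were 4 mice per genotype on NCD and 5 per genotype on HFD, with 1 library per mouse and no pooling. The authors selected polyadenylated RNA, trimmed the reads with fastp, mapped them to mm39 (GRCm39) with HISAT2 and counted them on genes with featureCounts. They deposited these data as FPKM (fragments per kilobase of gene length, scaled to a library size) for 56748 genes. For 100% of the values, the FPKM corresponded to a whole number of reads, which gives the depth of each library. Reads on genes ranged from 22114243 to 26523339 per mouse (median 24787550) in HFD-fed *Mlkl* Adi-KO mice and from 21580696 to 29473670 (median 22792178) in HFD-fed WT mice. On NCD they ranged from 21967199 to 24991216 (median 23476286) in *Mlkl* Adi-KO mice and from 23895612 to 30322171 (median 25520586) in WT mice. The paper states a sequencing depth of 52240102 to 73079884 reads per sample over both tissues, whereas the expression values use the reads on genes. FPKM were taken as deposited and tested as log2(FPKM + 1), a scale with a pseudocount of 1 that understates the change of genes with low values. Genes with a mean FPKM of at least 0.5 over the mice compared were kept, and each test used the mice of the 2 groups compared. Rescaling the FPKM to an equal sum in every library (TPM scale) shifted the median log2 fold change of all genes between genotypes. The shift was −0.10 on HFD and 0.35 on NCD, so that changes of this size depend on the scaling. On NCD the WT group includes mouse 183, with 31.5% of its reads on genes on seminal vesicle transcripts. These enter the sum that sets its TPM scale, and their part in the shift was not tested.
*Mlkl* (ENSMUSG00000012519, chromosome 8 of GRCm39, 112038429 to 112064809, minus strand) was examined first, as it checks the genotype of each library. On HFD it was 2.53 ± 0.172 FPKM in *Mlkl* Adi-KO visWAT and 5.29 ± 0.652 FPKM in WT visWAT (SD, n = 5 mice each), from 172 to 458 reads per library. This is a log2 fold change of −0.83 (standard error 0.072, adjusted p = 0.00162, limma with Benjamini-Hochberg adjustment). Each of the 5 *Mlkl* Adi-KO mice was below each of the 5 WT mice (two-sided exact permutation test, p = 0.00794, the smallest p that 5 against 5 allow). On NCD the 4 *Mlkl* Adi-KO mice had 1.96 to 2.49 FPKM, and WT mice 165, 180 and 183 had 5.11, 4.63 and 3.91 FPKM. The library labelled WT NCD mouse 182 had 2.29 FPKM (143 reads), within the range of the *Mlkl* Adi-KO mice and against its label. It was kept in its labelled group, so that every comparison with the NCD-fed WT group includes it. On NCD the log2 fold change of *Mlkl* was −0.61 (standard error 0.18, adjusted p = 0.916, limma with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.0571, where 0.0286 is the smallest p that 4 against 4 allow).

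**Figure D1:**
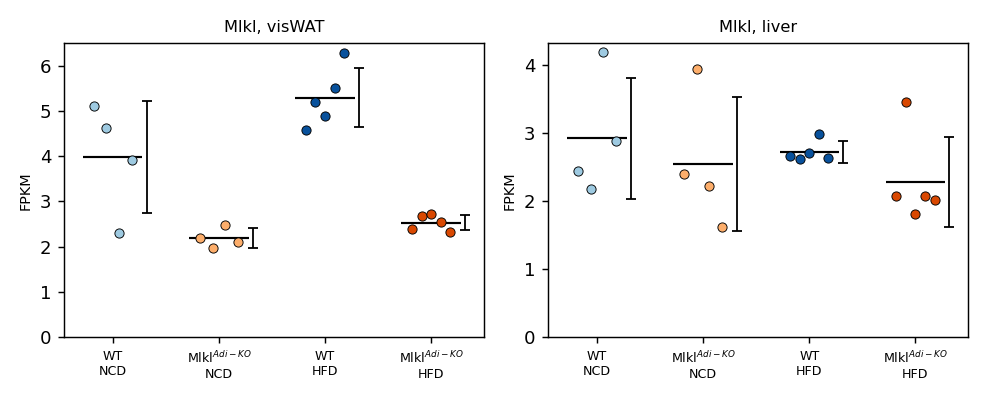
*Mlkl* expression in FPKM (vertical axes, from 0) in visWAT and liver of WT and *Mlkl* Adi-KO mice on NCD and HFD. Each point is 1 mouse, the horizontal line is the group mean and the bar is the SD (n = 4 per group on NCD, n = 5 on HFD). In visWAT the library labelled WT NCD mouse 182 (2.29 FPKM) sits among the *Mlkl* Adi-KO mice, and in liver the groups overlap on both diets.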

To uncover molecular mechanisms underlying metabolic improvements observed in *Mlkl*^Adi-KO^ mice under HFD, we performed transcriptomic analyses on visWAT from *Mlkl*^Adi-KO^ and WT mice fed either NCD or HFD. Principal component analysis (PCA) showed tight clustering of NCD-fed mice irrespective of genotype, whereas HFD-fed *Mlkl*^Adi-KO^ mice distinctly separated from WT mice, highlighting a significant genotype-specific transcriptional response to HFD (Fig. 3a). 

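Principal components were computed from log2(FPKM + 1) of the 14136 genes with a mean FPKM of at least 0.5 over the 18 visWAT libraries, centred and not scaled. PC1 held 53.3% of the variance and PC2 14.5%. On PC1, the NCD-fed mice lay between −42.0 and −31.3. *Mlkl* Adi-KO and WT mice overlapped there, at −36.6 to −31.3 and −42.0 to −33.8, the second range including the library labelled WT NCD mouse 182 at −39.0. On PC2, WT NCD mouse 183 was at 70.2, while all other NCD-fed mice were between −13.8 and −3.92. PC3 held 7.78% of the variance. The library labelled WT NCD mouse 182 stood apart there at 46.8, while all other visWAT libraries were between −23.2 and 6.69. HFD-fed WT mice spanned 29.4 to 46.3 on PC1. Among HFD-fed *Mlkl* Adi-KO mice, mice 156, 157 and 151 were at 0.693, 3.36 and 23.2, outside that span, and mice 152 and 153 were at 38.7 and 39.9, inside it.
Over all of these genes, genotype accounted for a share of 0.208 of the sum of squares between HFD-fed mice (R², one-sided exact permutation test over 126 splits, p = 0.111), so the separation did not pass the 0.05 level. Over the alternatives, p ranged from 0.0476, with each gene scaled to unit variance (R² = 0.247), to 0.214, with the 500 most variable genes (R² = 0.161). R² was 0.291 without *Mlkl* Adi-KO mouse 152 and 0.295 without mouse 153 (exact permutation p = 0.0317 each). On NCD, genotype accounted for a share of 0.147 (one-sided exact permutation test over 35 splits, p = 0.457).

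**Figure D2:**
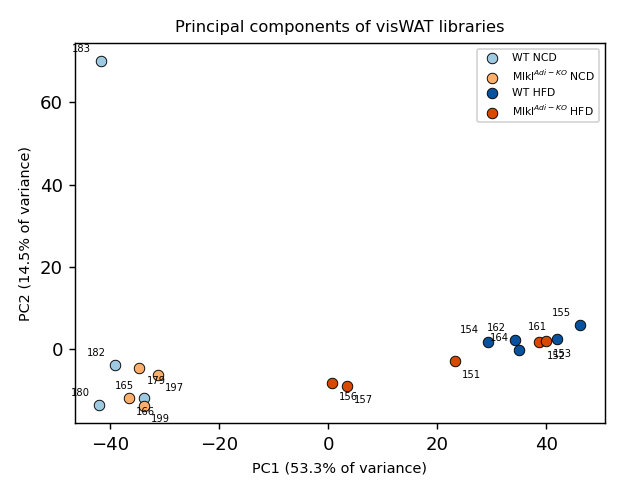
Principal components of the visWAT libraries. The horizontal axis is PC1 (53.3% of variance) and the vertical axis is PC2 (14.5% of variance), each point is 1 mouse with its number, and colours mark genotype and diet. NCD-fed mice sit at or below −31.3 on PC1, WT NCD mouse 183 sits apart at 70.2 on PC2, and HFD-fed *Mlkl* Adi-KO mice spread from 0.693 to 39.9 on PC1.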

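Diet and genotype effects on visWAT were compared by the number of genes with an adjusted p-value under 0.05. Between HFD- and NCD-fed WT mice, 5347 of 14161 genes tested differed (limma with Benjamini-Hochberg adjustment), 3108 higher and 2239 lower on HFD, with the library labelled WT NCD mouse 182 in its group. Requiring also an absolute log2 fold change of at least 1 left 1179 genes, 912 higher and 267 lower, the largest move among the alternatives. The split between directions depended on the scaling: the TPM scale, on which the median of all genes rose by 0.42, gave 3805 genes higher and 227 lower. The NCD-fed WT group also includes mouse 183, whose seminal vesicle reads enter the sum that sets its TPM scale. Without mouse 183, 6287 genes differed with the FPKM as deposited (limma with Benjamini-Hochberg adjustment), 3558 higher and 2729 lower on HFD. Whether the genotype effect differed between the diets was tested with an interaction term over all 18 mice. None of 14136 genes had an adjusted p-value under 0.05 for it (limma with Benjamini-Hochberg adjustment), and 1867 had an unadjusted p under 0.05. Without WT NCD mouse 165 the interaction reached the threshold for 14 genes, and without *Mlkl* Adi-KO HFD mouse 153 for 4 genes. DESeq2 on the reads recovered from the FPKM moved the count most, to 19 genes, 2 with a positive and 17 with a negative interaction.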

Hierarchical clustering for differentially expressed genes (DEGs) confirmed marked diet-dependent and genotype-dependent transcriptional differences (Fig. 3b). Volcano plots of DEGs comparing HFD-fed *Mlkl*^Adi-KO^ and WT mice identified major gene expression changes (Fig. 3c). 

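Between HFD-fed *Mlkl* Adi-KO and WT visWAT, 13963 genes were tested. The adjusted p-value was under 0.05 for 3 genes (limma with Benjamini-Hochberg adjustment), 2 higher and 1 lower, and 3003 genes had an unadjusted p under 0.05. The 3 genes were *Zfp949*, *Mlkl* and the predicted gene *Gm11868*, which was named after its values were seen. *Zfp949* (ENSMUSG00000032425, chromosome 9, 88430073 to 88453114) was 5.10 ± 0.696 FPKM in *Mlkl* Adi-KO and 1.73 ± 0.148 FPKM in WT mice (SD, n = 5 each). Its log2 fold change was 1.16 (standard error 0.077, adjusted p = 0.000211, limma with Benjamini-Hochberg adjustment), and it kept an adjusted p under 0.05 in each of the 10 fits that left out 1 mouse. *Gm11868* had a log2 fold change of 1.37 (adjusted p = 0.000211, limma with Benjamini-Hochberg adjustment). The alternative that moved the count most was DESeq2 on the recovered reads, which called 146 genes, 85 higher and 61 lower, and included 2 of the 3 genes. The other alternatives gave between 2 and 9 genes, and leaving out *Mlkl* Adi-KO mouse 153 gave 16 genes, 8 in each direction.
Besides those named in the text, Fig. 3c marks *Bckdhb*, *Eif4a2*, *Morf4l1-ps1*, *Egfl7* and *Nr1d1* among genes higher in *Mlkl* Adi-KO mice and *Wee1*, *Resf1*, *Cep85*, *Irf2bp2*, *Rcsd1*, *Tsc22d3* and *Tent5a* among genes lower. Each of them separated all 5 *Mlkl* Adi-KO mice from all 5 WT mice in these directions (two-sided exact permutation test, p = 0.00794 for each gene). DESeq2 called each of them. They were picked by the authors' test of these same mice, so neither the separation nor the DESeq2 call is independent support. With limma their adjusted p-values ranged from 0.0998 to 0.221. *Bckdhb*, which encodes a subunit of the branched-chain keto acid dehydrogenase, was 51.7 ± 13.3 FPKM in *Mlkl* Adi-KO and 24.4 ± 1.99 FPKM in WT mice (SD, n = 5 each), a log2 fold change of 1.02 (standard error 0.16, adjusted p = 0.113, limma with Benjamini-Hochberg adjustment). *Wee1* had a log2 fold change of −0.69 (adjusted p = 0.0998, limma with Benjamini-Hochberg adjustment). *Eif4a2*, which lies within 250 kb of *Adipoq*, had a log2 fold change of 0.76 (adjusted p = 0.0998, limma with Benjamini-Hochberg adjustment).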

Among significantly upregulated genes, *Gsta4* emerged as the most increased in *Mlkl*^Adi-KO^ mice under HFD. 

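*Gsta4* (ENSMUSG00000032348) lies on chromosome 9 of GRCm39 from 78090056 to 78116631 on the plus strand. In HFD-fed visWAT it was 20.3 ± 9.34 FPKM in *Mlkl* Adi-KO mice and 3.71 ± 1.38 FPKM in WT mice (SD, n = 5 each), from 113 to 1147 reads per library. The log2 fold change was 2.10 (standard error 0.33), and the adjusted p was 0.0998 (limma with Benjamini-Hochberg adjustment). All 5 *Mlkl* Adi-KO mice, at 9.08 to 30.3 FPKM, were above all 5 WT mice, at 2.31 to 5.31 FPKM (two-sided exact permutation test, p = 0.00794). The difference was thus larger than the spread between mice for this gene taken alone, while it did not pass the adjustment over all genes tested. With 1 mouse left out, the log2 fold change stayed between 1.93 and 2.34, and the adjusted p was under 0.05 only without *Mlkl* Adi-KO mouse 153 (0.0338). DESeq2 on the recovered reads gave a log2 fold change of 2.46 (adjusted p = 5.51e-09 after Benjamini-Hochberg adjustment, within a range of 5.51e-09 to 0.381 over all alternatives). In the authors' deposited table, *Gsta4* ranks 1 by log2 fold change among the genes with an adjusted p-value under 0.05, at 2.47 (adjusted p = 8.85e-10). On NCD the gene was 49.1 ± 5.05 FPKM in *Mlkl* Adi-KO mice and 36.1 ± 23.5 FPKM in WT mice (SD, n = 4 each, with the library labelled WT NCD mouse 182), a difference within the spread (two-sided exact permutation test, p = 0.171). The interaction of genotype with diet had a log2 value of 1.49 (adjusted p = 0.326, limma with Benjamini-Hochberg adjustment). *Gsta4* and *Bckdhb* lie within 10 Mb of each other, and 1 other gene of the 79 tested within 10 Mb of *Gsta4* had an unadjusted p under 0.001.

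**Figure D3:**
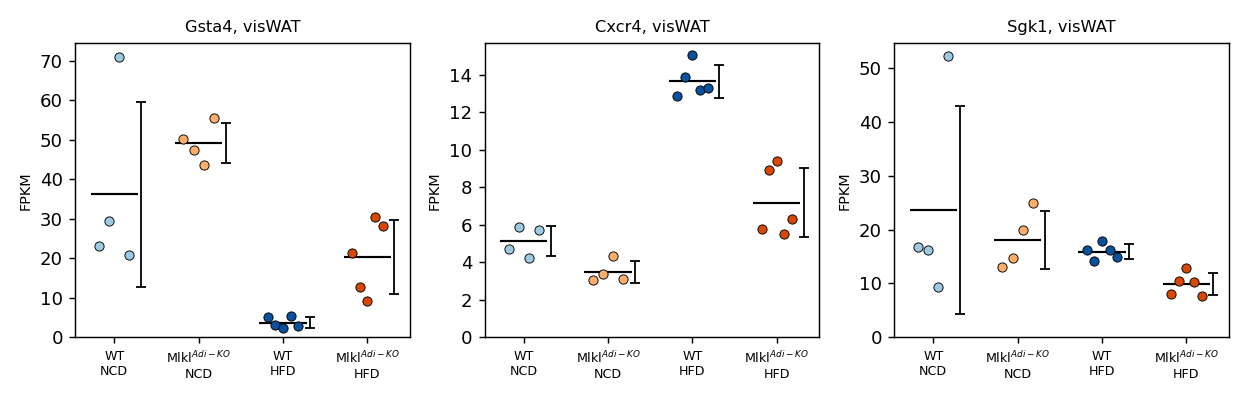
*Gsta4*, *Cxcr4* and *Sgk1* expression in FPKM (vertical axes, from 0) in visWAT of WT and *Mlkl* Adi-KO mice on NCD and HFD. Each point is 1 mouse, the horizontal line is the group mean and the bar is the SD (n = 4 per group on NCD, n = 5 on HFD). On HFD the *Mlkl* Adi-KO mice lie above the WT mice for *Gsta4* (9.08 to 30.3 against 2.31 to 5.31 FPKM) and below them for *Cxcr4* and *Sgk1*.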

*Gsta4* encodes glutathione S-transferase A4, crucial for mitigating oxidative stress and preserving mitochondrial function [23], typically suppressed in obesity [24] (Fig. 3d). Thus, robust induction of *Gsta4* suggests enhanced oxidative stress protection and mitochondrial integrity in *Mlkl*^Adi-KO^ visWAT. Conversely, among the most downregulated genes were *Sgk1* and *Cxcr4*, both implicated in adipocyte biology and obesity-associated pathways (Fig. 3d). 

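*Cxcr4* (ENSMUSG00000045382, chromosome 1 of GRCm39, 128515936 to 128520030, minus strand) encodes a chemokine receptor. In HFD-fed visWAT it was 7.18 ± 1.82 FPKM in *Mlkl* Adi-KO mice and 13.6 ± 0.868 FPKM in WT mice (SD, n = 5 each). The log2 fold change was −0.87 (standard error 0.13, adjusted p = 0.0998, limma with Benjamini-Hochberg adjustment). *Sgk1* (ENSMUSG00000019970, chromosome 10, 21758083 to 21875802, plus strand) was 9.88 ± 2.10 FPKM in *Mlkl* Adi-KO mice and 15.9 ± 1.38 FPKM in WT mice (SD, n = 5 each), a log2 fold change of −0.65 (standard error 0.12, adjusted p = 0.190, limma with Benjamini-Hochberg adjustment). For both genes every *Mlkl* Adi-KO mouse was below every WT mouse (two-sided exact permutation test, p = 0.00794 each). Leaving out *Mlkl* Adi-KO mouse 153 brought the adjusted p to 0.0338 for *Cxcr4* and 0.0398 for *Sgk1*, and the other fits that left out 1 mouse stayed above 0.05. With DESeq2, *Cxcr4* had a log2 fold change of −0.92 (adjusted p = 1.05e-05) and *Sgk1* of −0.68 (adjusted p = 0.00155), both after Benjamini-Hochberg adjustment. Over all alternatives the adjusted p ranged from 1.05e-05 to 0.362 for *Cxcr4* and from 0.00155 to 0.387 for *Sgk1*. In the authors' deposited table, the log2 fold changes are −0.91 for *Cxcr4* and −0.67 for *Sgk1*.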

*Sgk1*, encoding serum- and glucocorticoid-inducible kinase 1, involved in adipocyte differentiation [25] and known to exacerbate diet-induced obesity and metabolic dysfunction [26, 27]. Similarly, reduced expression of *Cxcr4*, linked to the exhaustion of proliferating PPARγ-labeled cells and a shift to a more quiescent state in adipose tissue [28], may contribute to impaired adipogenesis and reduced fat accumulation observed in *Mlkl*^Adi-KO^ mice (Fig. 3d). 

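On NCD, the chemokine receptor gene *Cxcr4* was 3.47 ± 0.585 FPKM in *Mlkl* Adi-KO visWAT and 5.14 ± 0.785 FPKM in WT visWAT (SD, n = 4 each), from 163 to 330 reads per library. Of the 4 *Mlkl* Adi-KO mice, 3 were below all WT mice. The library labelled WT NCD mouse 182, at 4.25 FPKM, is among the WT values. The log2 fold change was −0.46 (standard error 0.12, adjusted p = 0.916, limma with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.0571). It stayed between −0.54 and −0.40 with 1 mouse left out, and the adjusted p was above 0.05 under all alternatives, between 0.338 and 0.999. The diet interaction had a log2 value of −0.41 (adjusted p = 0.375, limma with Benjamini-Hochberg adjustment), so the effect was not shown to differ between NCD and HFD.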

*Cxcr4* expression was also reduced under NCD conditions in *Mlkl*^Adi-KO^ mice, further highlighting the role of MLKL in adipogenesis (Fig. S4a).

**Fig. 3:**
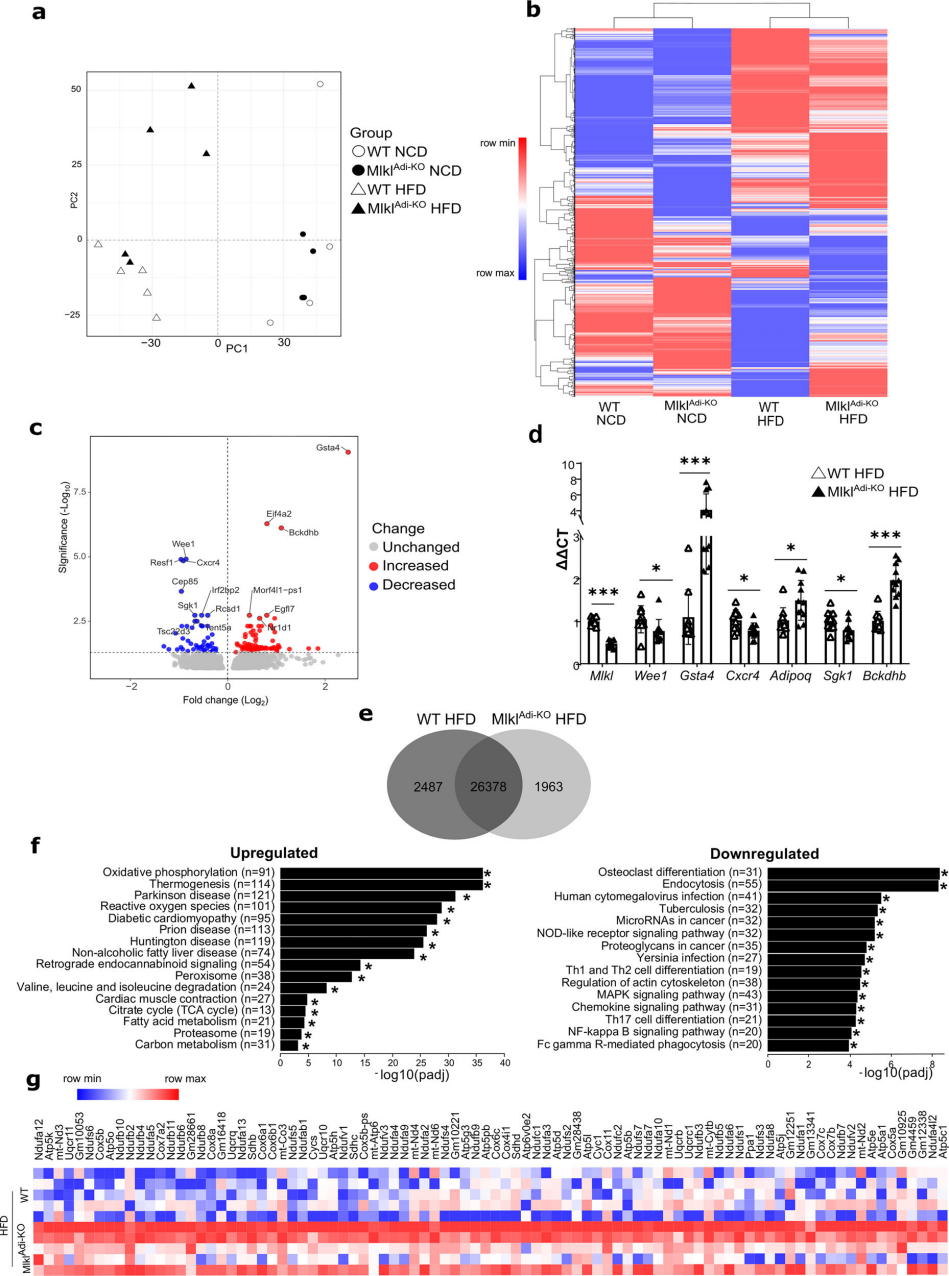
*Mlkl*^Adi-KO^ mice alleviate mitochondrial dysfunction and reduce inflammatory signaling in visceral WAT under HFD conditions. Experimental setup: Transcriptomic analysis was performed on visceral WAT collected from *Mlkl*^Adi-KO^ and WT mice fed either a NCD (*n* = 4 per group) or an HFD (*n* = 5 per group) for 16 weeks. Differentially expressed genes (DEGs) were identified and subjected to pathway enrichment analyses. **a** Principal component analysis (PCA) plot of transcriptomic profiles for *Mlkl*^Adi-KO^ and WT mice under NCD and HFD conditions. **b** Hierarchical clustering heatmap of z-scores of FPKM values for DEGs across NCD- and HFD-fed *Mlkl*^Adi-KO^ and WT mice. **c** Volcano plot of DEGs comparing HFD-fed mice. Red and blue dots indicate significantly upregulated and downregulated DEGs, respectively. **d** Validation of RNAseq data with RT-qPCR (*Mlkl*, *Wee1*, *Gst4*, *Cxcr4*, *Adipoq*, *Sgk1*, *Bckdhb*). Results are expressed as mean ± SD. **e** Venn diagram showing the number of uniquely expressed genes in mice under HFD conditions. **f** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of upregulated and downregulated DEGs in HFD-fed *Mlkl*^Adi-KO^ mice. **g** Heatmap of oxidative phosphorylation-related DEGs in HFD-fed mice. Statistical analysis: DEGs were identified using a false discovery rate (FDR) threshold of < 0.05. Volcano plot was generated using VolcanoseR, while pathway enrichment analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Heatmaps were created using Morpheus after applying log₂ transformation (log₂ [FPKM + 1]) and Z-score normalization. Statistical differences in the RT-qPCR were analyzed using unpaired *t* tests. Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test. *p < 0.05; ***p < 0.001.

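In NCD-fed visWAT, none of 14063 genes tested had an adjusted p-value under 0.05 between *Mlkl* Adi-KO and WT mice (limma with Benjamini-Hochberg adjustment), and 528 had an unadjusted p under 0.05. The library labelled WT NCD mouse 182 is in the WT group, and without it 1 gene reached the threshold. DESeq2 on the recovered reads moved this count most, to 8 genes, 7 higher and 1 lower in *Mlkl* Adi-KO mice. Without the filter on low values 2 genes were called, both lower.
The forkhead factor gene *Foxa1* (ENSMUSG00000035451, chromosome 12 of GRCm39, 57587414 to 57593702, minus strand) is listed at 0 FPKM in all 4 *Mlkl* Adi-KO mice and in WT mice 165 and 180. WT mouse 183 had 3.76 FPKM (383 reads) and the library labelled WT NCD mouse 182 had 0.377 FPKM (34 reads). On the log2(FPKM + 1) scale its log2 fold change was −0.68 (standard error 0.46, adjusted p = 0.916, limma with Benjamini-Hochberg adjustment), within the spread between mice (two-sided exact permutation test, p = 0.429). *Foxa1* was called by DESeq2 (adjusted p = 1.35e-08 after Benjamini-Hochberg adjustment) and not by edgeR's quasi-likelihood test (adjusted p = 0.820). Without mouse 183, *Foxa1* fell below the filter and was not tested. The paper also measured *Foxa1* by RT-qPCR (Fig. S4), and those values were not analysed here. In the library of mouse 183, 31.5% of the reads on genes were on seminal vesicle transcripts, against 0.0371% in the library labelled WT NCD mouse 182 and 0.0140% at most in the *Mlkl* Adi-KO mice on NCD.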

Under NCD conditions, transcriptomic differences between genotypes were minimal, apart from genes such as *Foxa1*, a transcription factor implicated in early adipogenesis regulated by C/ebpβ [29]. The downregulation of *Foxa1* in *Mlkl*^Adi-KO^ mice may reflect altered adipogenic programming, influencing responses to dietary stress. 

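A gene was counted as expressed in a group of HFD-fed visWAT libraries when its mean FPKM over the 5 mice was above 0, so that 1 read in 1 mouse was enough. By this count, 26378 genes were shared by both genotypes, 2487 were expressed in WT mice only and 1963 in *Mlkl* Adi-KO mice only. Of the WT-only genes, 1882 (75.7%) were seen in 1 mouse, and of the *Mlkl* Adi-KO-only genes, 1530 (77.9%). The median number of reads in the whole group was 2 for WT-only genes and 1 for *Mlkl* Adi-KO-only genes. A mean FPKM of at least 0.5 was reached by 10 WT-only and 5 *Mlkl* Adi-KO-only genes. The threshold set the count: with a mean FPKM above 1, the alternative that moved it most, 340 genes were WT-only and 339 *Mlkl* Adi-KO-only. Regrouping the same 10 mice in all 126 possible ways into groups of 5 gave between 4387 and 4632 genes on one side only (median 4486), and 102 of the 126 splits, the real one included, gave at least as many as the real one.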

Venn diagram analyses identified 2487 and 1963 genes uniquely expressed in HFD-fed WT and *Mlkl*^Adi-KO^ visWAT, respectively (Fig. 3e). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of upregulated DEGs in *Mlkl*^Adi-KO^ mice revealed significant enrichment for pathways associated with oxidative phosphorylation and thermogenesis, indicative of improved mitochondrial function and energy metabolism (Fig. 3f). Conversely, downregulated genes were enriched for NF-kappaB and chemokine signaling pathways (Fig. 3f), suggesting reduced inflammation in HFD-fed *Mlkl*^Adi-KO^ mice. 

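A list of 103 oxidative phosphorylation genes, written from general knowledge of the respiratory complexes and fixed in advance, was tested as a set on HFD-fed visWAT. Of its 100 genes with a mean FPKM of at least 0.5, 97 were higher in *Mlkl* Adi-KO mice, with a median log2 fold change of 0.26 (two-sided camera test in limma with a preset correlation of 0.01, p = 7.93e-24, or 1.67e-22 after Benjamini-Hochberg adjustment over the lists tested in this comparison). The 87 nuclear genes had a median of 0.25 and the 13 mitochondrially encoded genes a median of 0.37 (camera with the preset correlation, p = 7.98e-23 and p = 1.49e-05). These calls held under the rotation test fry (p = 0.0109 for the whole list) and not when camera estimated the correlation between genes (p = 0.0886), the alternative that weakened the result most. For single genes, 0 of the 100 had an adjusted p-value under 0.05 over all genes tested, and 31 had one when adjusted over the list alone (limma with Benjamini-Hochberg adjustment in both cases). With 1 mouse left out, the median stayed between 0.20 and 0.34, and it was 0.16 on the TPM scale. Other splits of the same mice, tested after the results were seen, gave a median camera p of 2.78e-06 for the whole list. Its camera p is thus not to be read at face value.
For thermogenesis no list was tested. In the authors' deposited table of pathway enrichment, Thermogenesis has 127 genes, 114 higher and 13 lower (adjusted p = 3.81e-21), and Oxidative phosphorylation has 91 genes, all higher (adjusted p = 3.07e-18). The genes in the authors' deposited table are those with an unadjusted p under 0.05, of which 11 of the thermogenesis genes and 9 of the oxidative phosphorylation genes have an adjusted p-value under 0.05 there.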

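Lists for NF-kappaB signaling and for chemokines and their receptors were tested on HFD-fed visWAT in the same way. Of 74 NF-kappaB signaling genes tested (85 in the list), 58 were lower in *Mlkl* Adi-KO mice, with a median log2 fold change of −0.15 (two-sided camera test in limma, p = 1e-06, adjusted over the lists 5.27e-06; fry p = 0.0325; estimated correlation p = 0.149). Of 32 chemokine genes tested (57 in the list), 24 were lower, with a median of −0.11 (camera p = 0.00759, adjusted over the lists 0.0145; fry p = 0.0996; estimated correlation p = 0.271). On the TPM scale the chemokine median was −0.24 (camera with the preset correlation, p = 0.0911), no longer past 0.05. Taken as 1 value per mouse, the mean of the NF-kappaB list was −0.184 relative to WT on the log2 scale in *Mlkl* Adi-KO mice and that of the chemokine list −0.192. By this measure the 2 genotypes overlapped (two-sided exact permutation test, p = 0.0794 and p = 0.111, n = 5 each). When adjusted over the list alone, 1 NF-kappaB gene and 2 chemokine genes had an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), and over all genes tested 0 in either list, with 3003 of the 13963 genes at an unadjusted p under 0.05. All 18 genes of a macrophage list were lower as well, with a median log2 fold change of −0.70.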

A heatmap illustrating oxidative phosphorylation-related DEGs further confirmed enhanced mitochondrial activity in *Mlkl*^Adi-KO^ mice under HFD (Fig. 3g), likely contributing to their improved metabolic phenotype.

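For each HFD-fed mouse, log2(FPKM + 1) was averaged over the oxidative phosphorylation list and set relative to the WT mean on the same diet. *Mlkl* Adi-KO mice 151, 156 and 157 were at 0.314, 0.395 and 0.487, mouse 153 was at 0.146 and mouse 152 at 0.0539. The 5 WT mice lay between −0.0482 and 0.0593, so that 4 of 5 *Mlkl* Adi-KO mice were above all WT mice. The difference between the genotypes was 0.279 (two-sided exact permutation test, p = 0.0159). It was larger than the SD of either group (0.178 in *Mlkl* Adi-KO and 0.0438 in WT mice, n = 5 each). On NCD the difference was −0.120, with the library labelled WT NCD mouse 182 among the WT mice, and within the spread (two-sided exact permutation test, p = 0.714, n = 4 each). That library was at 0.546, the other WT mice were between −0.388 and 0.0817 and the *Mlkl* Adi-KO mice between −0.195 and −0.0131, so the direction on NCD rests on that library. From the higher expression of oxidative phosphorylation genes in HFD-fed *Mlkl* Adi-KO mice, the paper concludes that mitochondrial activity is enhanced, and it proposes that this contributes to their improved metabolic phenotype.

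**Figure D4:**
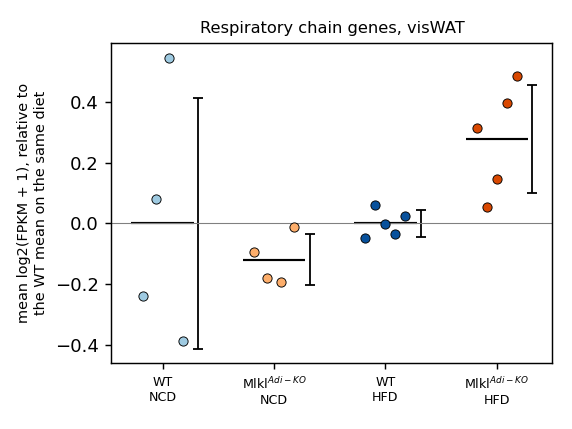
Mean expression of the oxidative phosphorylation list per mouse in visWAT, as log2(FPKM + 1) relative to the WT mean on the same diet (vertical axis), by genotype and diet. Each point is 1 mouse, the horizontal line is the group mean and the bar is the SD (n = 4 per group on NCD, n = 5 on HFD). On HFD, 4 of 5 *Mlkl* Adi-KO mice lie above the highest WT mouse (0.0593), and mouse 152 (0.0539) lies within the WT range.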

### MLKL in adipocytes alters metabolite profiles in WAT under HFD

To investigate the metabolic changes associated with *Mlkl* deficiency in adipocytes, we performed metabolomic analyses on visWAT from *Mlkl*^Adi-KO^ and WT mice fed either NCD or HFD. A heatmap of metabolite levels across all conditions revealed distinct clustering of profiles based on diet, with notable differences between *Mlkl*^Adi-KO^ and WT mice under HFD conditions (Fig. 4a). A focused analysis highlighted a cluster of metabolites significantly altered between HFD groups, including intermediates of the tricarboxylic acid (TCA) cycle and various acylcarnitines (Fig. 4a). PCA further demonstrated that while NCD-fed *Mlkl*^Adi-KO^ and WT mice clustered closely together, HFD-fed *Mlkl*^Adi-KO^ mice formed a distinct group separate from HFD-fed WT mice, emphasizing the impact of *Mlkl* deficiency on the metabolic response of visWAT to HFD (Fig. 4b). KEGG pathway enrichment analysis of the metabolites showed significant alterations in metabolic pathways related to branched-chain amino acids (BCAA), alanine, aspartate, glutamate metabolism, and the TCA cycle (Fig. 4c). Such pathways are critically involved in the pathogenesis of metabolic syndrome, suggesting important metabolic adaptations associated with *Mlkl* deficiency. Detailed analysis of specific metabolite groups provided further insights into the metabolic adaptations in *Mlkl*^Adi-KO^ mice under HFD conditions. Concentrations of TCA cycle intermediates, such as fumarate, and malate, were significantly reduced in *Mlkl*^Adi-KO^ mice compared to WT controls (Fig. 4d). This reduction aligns with previous findings showing that obesity is associated with the accumulation of TCA cycle intermediates, which contributes to mitochondrial dysfunction and inflammation in WAT [30]. In addition, significant reductions were observed in the levels of key amino acids, such as glutamate, in HFD-fed *Mlkl*^Adi-KO^ mice compared to WT controls (Fig. 4e). This amino acid is known to play crucial roles in WAT inflammation [31], and their reduction suggests that *Mlkl* deficiency may mitigate obesity-induced inflammatory signaling.

**Fig. 4:**
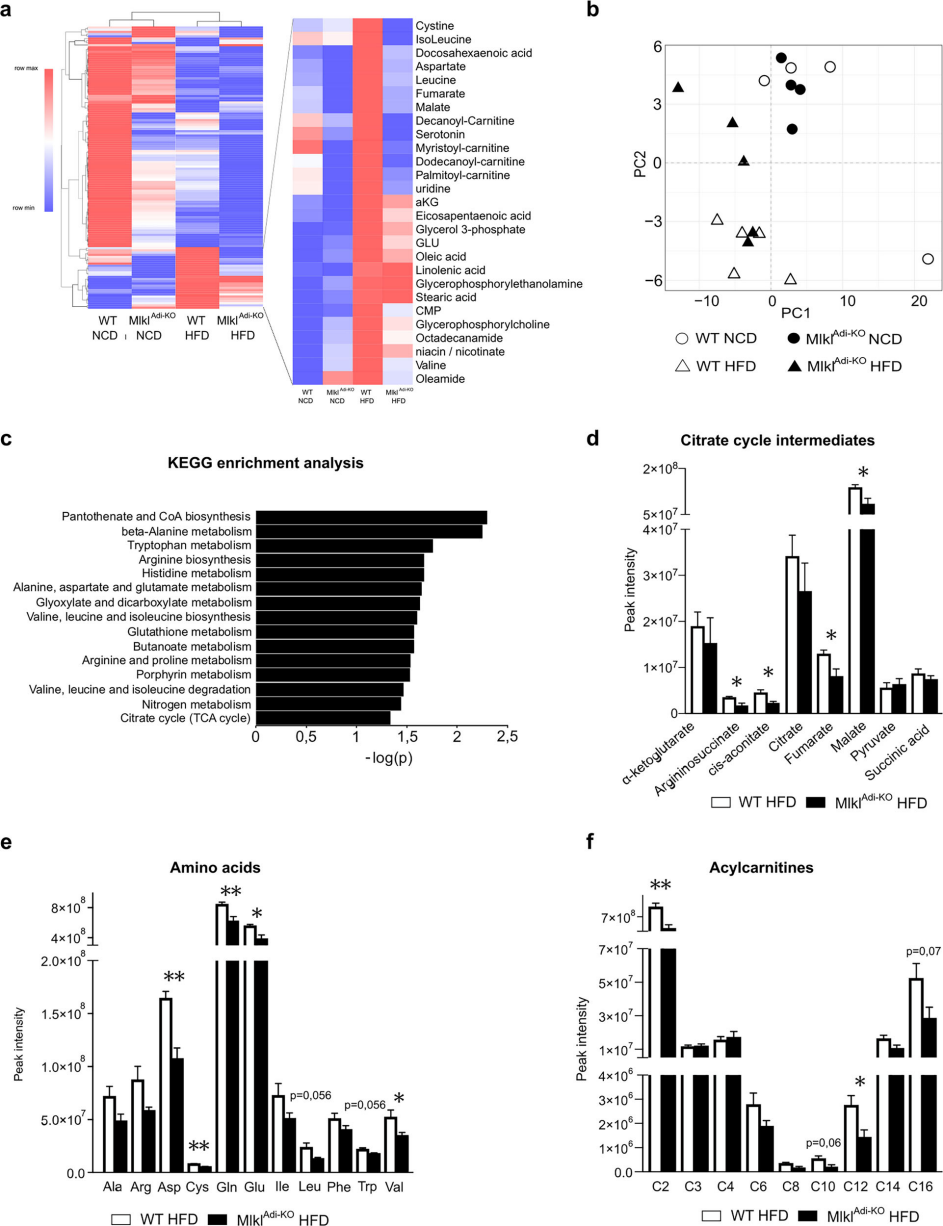
*Mlkl*^Adi-KO^ mice exhibit improved metabolic signatures in visceral WAT under HFD conditions. Experimental setup: Metabolomic analyses were performed on visceral WAT from *Mlkl*^Adi-KO^ and WT mice fed either a NCD (*n* = 4 per group) or an HFD (*n* = 5 per group) for 16 weeks. Significantly altered metabolites between groups were analyzed using pathway enrichment method. **a** Heatmap of metabolite levels in visceral WAT from *Mlkl*^Adi-KO^ and WT mice under NCD and HFD conditions. A focused view highlights a cluster of metabolites significantly altered between HFD groups, including tricarboxylic acid (TCA) cycle intermediates and acylcarnitines. **b** PCA plot of metabolomic profiles showing distinct clustering of HFD-fed mice. **c** KEGG pathway enrichment analysis of metabolites significantly altered between HFD groups. **d** Concentrations of TCA cycle intermediates in HFD-fed mice. **e** Levels of selected amino acids, including glutamine and glutamate, in HFD-fed mice. **f** Acylcarnitine profile in HFD-fed mice. Statistical analysis: results are presented as mean ± SEM. Pathway enrichment analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Group comparisons were determined using unpaired *t*-tests for normally distributed data with equal variance, or Mann-Whitney and Welch’s tests when assumptions of normality or homoscedasticity were not met. Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test. *p < 0.05; **p < 0.01.

BCAAs, particularly leucine, isoleucine, and valine, are well-established markers associated with insulin resistance, type 2 diabetes, and increased fat deposition [32, 33]. In HFD-fed Mlkl^Adi-KO^ mice, valine levels were significantly reduced compared to WT controls, while leucine showed a trend towards reduction that did not reach statistical significance (*p* = 0.056). Moreover, acylcarnitine profiling revealed lower levels short-chain acylcarnitines such as acetyl-carnitine (C2) and medium chain acylcarnitines such as lauroyl L-carnitine (C12) compared to WT controls (Fig. 4f). Elevated acylcarnitine are typically associated with obesity-related metabolic impairments, insulin resistance, and disrupted fatty acid oxidation [34]. These findings suggest that *Mlkl* deficiency improves lipid utilization and reduces lipid-associated metabolic stress in visWAT. Collectively, these metabolomic findings confirm and extend the transcriptomic data, highlighting the role of MLKL in regulating mitochondrial function, lipid metabolism, and inflammation in visWAT under HFD conditions. Further analyses of metabolomic profiles under NCD conditions are consistent with the minimal transcriptional differences observed under baseline dietary conditions (Fig. S5), reinforcing the diet-dependent effects of *Mlkl* deficiency.

### MLKL in adipocytes modulates hepatic responses to HFD-induced steatosis

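Liver RNA of the same 18 mice was sequenced and processed by the authors as for visWAT, with 4 mice per genotype on NCD and 5 per genotype on HFD. Reads on genes ranged from 20875463 to 24203577 per mouse (median 21763843) in HFD-fed *Mlkl* Adi-KO mice and from 20946091 to 25371396 (median 23022825) in HFD-fed WT mice. On NCD they ranged from 21567225 to 23431783 (median 23034953) in *Mlkl* Adi-KO mice and from 21626407 to 25530574 (median 24461830) in WT mice. The deposited FPKM were tested as in visWAT, over 13215 genes on HFD and 13193 on NCD. On the TPM scale the median of all genes moved by less than 0.1 in each liver comparison.
Cre is expressed in adipocytes and not directed to the liver, and *Mlkl* was read here as a check of the labels. On HFD it was 2.29 ± 0.667 FPKM in *Mlkl* Adi-KO liver and 2.72 ± 0.155 FPKM in WT liver (SD, n = 5 each; two-sided exact permutation test, p = 0.175). On NCD it was 2.55 ± 0.987 FPKM in *Mlkl* Adi-KO mice and 2.93 ± 0.893 FPKM in WT mice (SD, n = 4 each; p = 0.514 from the same exact test). Hepatic *Mlkl* therefore does not tell the genotypes apart. The liver library labelled WT NCD mouse 182, whose visWAT *Mlkl* went against its label, was kept in its labelled group.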

To evaluate the indirect effects of adipocyte-specific *Mlkl* deletion on liver metabolism, hepatic morphology and gene expression were analyzed in *Mlkl*^Adi-KO^ and WT mice under NCD and HFD conditions. Hematoxylin and eosin (H&E) staining showed significantly reduced hepatic steatosis in HFD-fed *Mlkl*^Adi-KO^ mice compared to WT controls, while no histological differences were observed between genotypes under NCD conditions (Fig. 5a). Consistently, intrahepatic triglycerides (TG) levels were approximately 50% lower in HFD-fed *Mlkl*^Adi-KO^ mice (Fig. 5b), highlighting the systemic metabolic impact of adipocyte-specific *Mlkl* deletion. Importantly, female *Mlkl*^Adi-KO^ mice likewise showed a significant reduction in hepatic triglyceride content under HFD compared with WT females, despite the known innate resistance to obesity of this sex (Fig. S6).

**Fig. 5:**
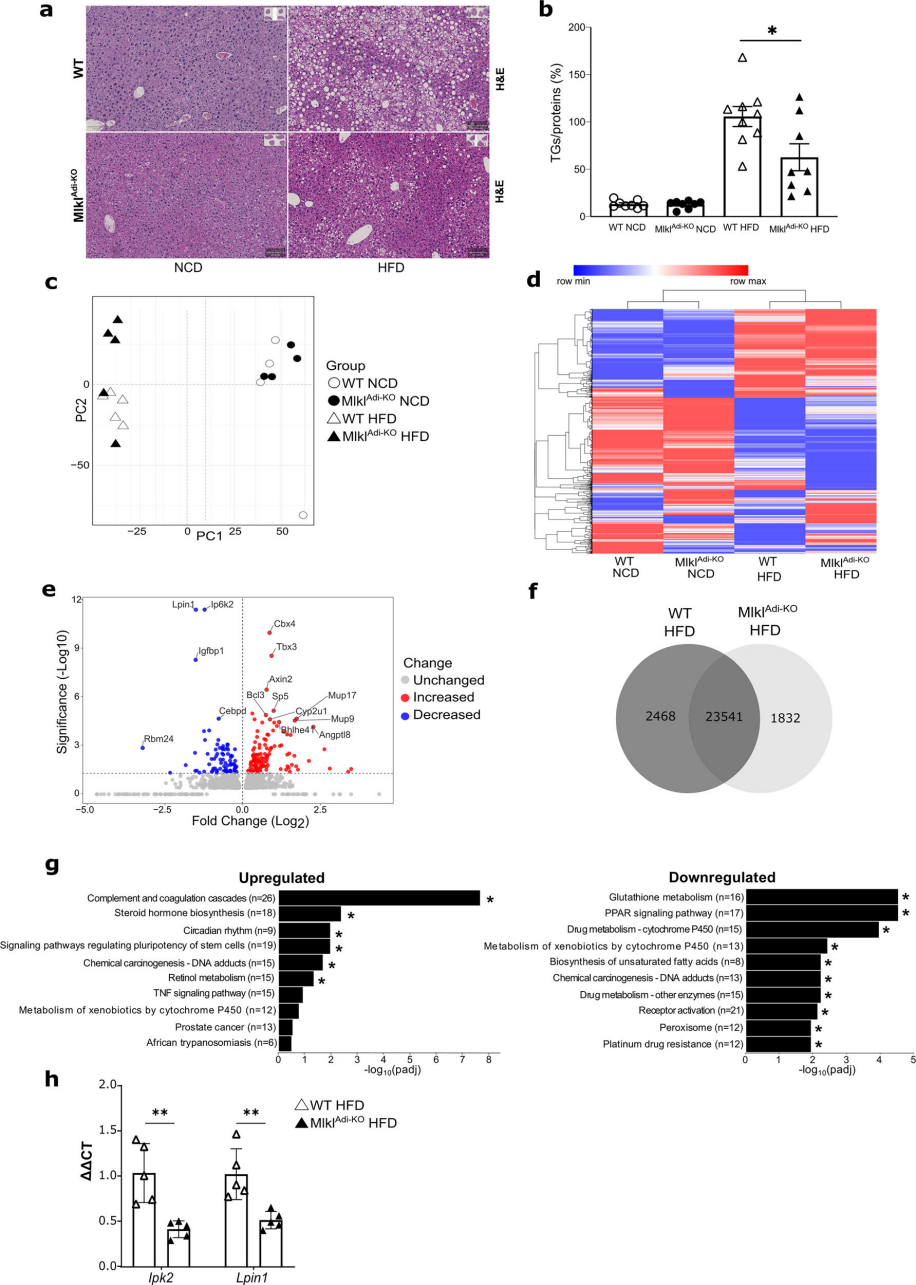
*Mlkl*^Adi-KO^ mice exhibit reduced hepatic steatosis and distinct transcriptional profiles under HFD conditions. Experimental setup: Transcriptomic analysis was performed on liver samples from *Mlkl*^Adi-KO^ and WT mice fed either a NCD (*n* = 4 per group) or an HFD (*n* = 5 per group) for 16 weeks. Triglycerides quantification was conducted on liver samples from WT and *Mlkl*^Adi-KO^ mice fed either NCD (*n* = 8 per group) or HFD (*n* = 8-9 per group) for 16 weeks. **a** Representative hematoxylin and eosin (H&E) staining of liver sections from *Mlkl*^Adi-KO^ and WT mice under NCD and HFD conditions. (Scale bar, 100 µm) (**b**) Intrahepatic triglycerides (TG) levels measured in *Mlkl*^Adi-KO^ and WT mice under NCD and HFD conditions. **c** PCA of RNA-seq data showing sample clustering based on diet and genotype. **d** Hierarchical clustering heatmap of differentially expressed genes (DEGs) in HFD- and NCD-fed mice. **e** Volcano plot of DEGs comparing HFD-fed mice. **f** Venn diagrams of DEGs unique to HFD-fed WT (2458 genes) and *Mlkl*^Adi-KO^ (1832 genes) livers. **g** KEGG pathway enrichment analysis of DEGs in *Mlkl*^Adi-KO^ livers under HFD conditions, showing enriched upregulated and downregulated pathways. **h** Validation of RNAseq data with RT-qPCR (*Ip6k2*, *Lpin1*). Statistical analysis: DEGs were identified using a false discovery rate (FDR) < 0.05. Pathway enrichment analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Results are shown as mean ± SEM. RT-qPCR data were analyzed using unpaired *t* tests. Normality was verified with the Shapiro-Wilk test and homoscedasticity with the F-test. *p < 0.05; **p < 0.01.

To probe the molecular basis of this protection, we first measured hepatic expression of key genes of lipid metabolism. RT-qPCR showed a downward, albeit non-significant, trend for *Ppara*, *Pparg*, *Acc* and *Chrebp* transcripts in HFD-fed *Mlkl*^Adi-KO^ mice compared with WT mice (Fig. S7). These data indicate that the hepatic lipogenic program governed by these transcriptional factors is unlikely to be the main determinant of the reduced TG load at this late time point. 

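Hepatic RNA-seq values were taken for the lipogenic regulators *Ppara*, *Pparg* and *Mlxipl* (which encodes ChREBP) and for *Acaca* (which encodes acetyl-CoA carboxylase) in 5 HFD-fed mice per genotype. *Ppara* (ENSMUSG00000022383, chromosome 15, 85619184 to 85687020) was 60.1 ± 14.2 FPKM in *Mlkl* Adi-KO and 60.5 ± 9.16 FPKM in WT liver (SD), a log2 fold change of −0.030 (standard error 0.17, adjusted p = 0.964, limma with Benjamini-Hochberg adjustment). Its direction was not stable: the log2 fold change was 0.093 without *Mlkl* Adi-KO mouse 151, 0.036 without *Mlkl* Adi-KO mouse 157, 0.031 without WT mouse 161 and 0.019 without WT mouse 162. *Pparg* (ENSMUSG00000000440, chromosome 6, 115337912 to 115467360) was 8.21 ± 3.53 FPKM in *Mlkl* Adi-KO and 11.6 ± 2.34 FPKM in WT liver (SD), a log2 fold change of −0.52 (standard error 0.25, adjusted p = 0.438, limma with Benjamini-Hochberg adjustment). Without 1 mouse it stayed between −0.71 and −0.30. *Acaca* (ENSMUSG00000020532, chromosome 11, 84020498 to 84292477) had 10.2 ± 2.57 FPKM against 11.0 ± 1.24 FPKM (SD), and *Mlxipl* (ENSMUSG00000005373, chromosome 5, 135118744 to 135167236) 99.2 ± 13.1 FPKM against 104 ± 12.7 FPKM (SD). Their log2 fold changes were −0.13 and −0.072. None of the 4 differences exceeded the spread between mice (two-sided exact permutation tests, p = 0.841 for *Ppara*, 0.103 for *Pparg*, 0.413 for *Acaca* and 0.540 for *Mlxipl*).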

Comprehensive RNA-seq analysis supported this interpretation. 

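Principal components of the 18 liver libraries were computed over 13248 genes, as for visWAT. PC1 held 38.0% of the variance and PC2 14.7%. PC1 separated the diets, with all HFD-fed mice between −24.1 and −15.5 and all NCD-fed mice between 19.4 and 43.8. On PC2, HFD-fed WT mice lay between 6.77 and 12.9. *Mlkl* Adi-KO mice 151, 156 and 157 were at −12.7, −11.1 and −10.6, mouse 153 was at 4.35, and mouse 152 was at 12.9, inside the WT range. The library labelled WT NCD mouse 182 stood apart at 43.8 on PC1 and 41.7 on PC2, while the other NCD-fed mice were between 19.4 and 24.2 on PC1. Genotype accounted for a share of 0.198 of the sum of squares between HFD-fed mice over all these genes (R², one-sided exact permutation test, p = 0.00794, the smallest p that 5 against 5 allow). Over the alternatives this p ranged from 0.00794 to 0.0317, and with 1 mouse left out from 0.00794 to 0.0476. On NCD the share was 0.142 (one-sided exact permutation test, p = 0.429, n = 4 each, with the library labelled WT NCD mouse 182).

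**Figure D5:**
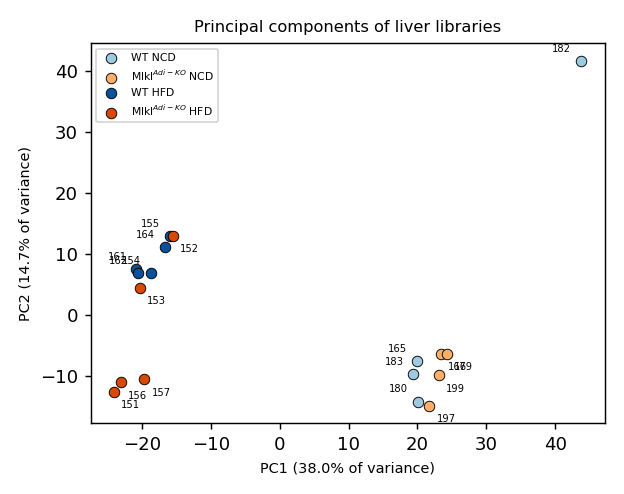
Principal components of the liver libraries. The horizontal axis is PC1 (38.0% of variance) and the vertical axis is PC2 (14.7% of variance), each point is 1 mouse with its number, and colours mark genotype and diet. HFD-fed WT mice sit between 6.77 and 12.9 on PC2, HFD-fed *Mlkl* Adi-KO mice spread from −12.7 to 12.9, and the library labelled WT NCD mouse 182 sits apart at 41.7.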

PCA revealed distinct clustering of HFD-fed *Mlkl*^Adi-KO^ mice separate from WT controls, whereas NCD-fed mice clustered similarly regardless of genotype (Fig. 5c). Hierarchical clustering confirmed significant transcriptional differences between HFD-fed *Mlkl*^Adi-KO^ and WT livers, reflecting inter-organ crosstalk driven by adipocyte *Mlkl* deletion (Fig. 5d). 

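In liver of WT mice, 3374 of 13330 genes tested differed between HFD and NCD with an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 1755 higher and 1619 lower on HFD, with the library labelled WT NCD mouse 182 in its group. With an absolute log2 fold change of at least 1 as a further requirement, 384 genes remained, 215 higher and 169 lower. The interaction of genotype with diet reached the threshold for 2 of 13248 genes (limma with Benjamini-Hochberg adjustment). The lowest adjusted p was that of the predicted gene *Gm5540*, named after its values were seen, with an interaction of 5.42 on the log2 scale (adjusted p = 0.00217, limma). *Gm5540* was higher in *Mlkl* Adi-KO than in WT liver on HFD (9.05 ± 0.750 against 2.40 ± 4.16 FPKM, SD, n = 5 each) and lower on NCD (0.565 ± 0.0911 against 14.8 ± 6.17 FPKM, SD, n = 4 each). The interaction was called for 5 genes without WT NCD mouse 165, for 4 genes with a mean FPKM of at least 1, for 1 gene with edgeR and for 58 genes with DESeq2.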

Volcano plots analysis identified significant changes in hepatic gene expression between HFD-fed *Mlkl*^Adi-KO^ and WT mice (Fig. 5e–h). 

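Between HFD-fed *Mlkl* Adi-KO and WT livers, 26 of 13215 genes tested had an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 17 higher and 9 lower, and 1664 had an unadjusted p under 0.05. For all 26 genes each *Mlkl* Adi-KO mouse lay on the same side of each WT mouse, an arrangement that has an exact two-sided probability of 0.00794 for a single gene. DESeq2 on the recovered reads moved the count most, to 259 genes, 146 higher and 113 lower, including 24 of the 26. Without the filter on low values 7 genes were called, all among the 26. Leaving out 1 mouse gave between 9 and 37 genes, and the count was 9 without *Mlkl* Adi-KO mouse 151 or without *Mlkl* Adi-KO mouse 153. On NCD, 1 of 13193 genes was called (limma with Benjamini-Hochberg adjustment), the predicted gene *Gm5540*, and 574 had an unadjusted p under 0.05. That group includes the library labelled WT NCD mouse 182, without which 7 genes were called.
Of the genes marked in Fig. 5e besides those named in the text, *Tbx3*, *Axin2*, *Sp5* and *Igfbp1* were among the 26. *Tbx3* had a log2 fold change of 0.80, *Sp5* of 0.66 and *Axin2* of 0.49, with adjusted p-values of 0.0188, 0.0145 and 0.0188 (limma with Benjamini-Hochberg adjustment). Of the 10 fits that left out 1 mouse, 6 called *Tbx3* and 5 called *Axin2*. *Igfbp1*, which encodes an insulin-like growth factor binding protein, was 12.7 ± 3.84 FPKM in *Mlkl* Adi-KO and 36.4 ± 8.19 FPKM in WT mice (SD, n = 5 each), a log2 fold change of −1.49 (adjusted p = 0.0401, limma with Benjamini-Hochberg adjustment) that was called in 2 of the 10 fits that left out 1 mouse. The marked genes *Cebpd*, *Bcl3*, *Cyp2u1*, *Mup17*, *Mup9*, *Bhlhe41* and *Angptl8* had adjusted p-values between 0.0551 and 0.0868 (limma with Benjamini-Hochberg adjustment). *Mup17* and *Mup9* belong to a family of near-identical genes between which the counting could have split reads, so their values are uncertain. *Rbm24*, at 0.0416 ± 0.0492 FPKM in *Mlkl* Adi-KO and 0.398 ± 0.196 FPKM in WT mice (SD, n = 5 each), was below the filter.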

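*Ip6k2* (ENSMUSG00000032599) lies on chromosome 9 of GRCm39 from 108660995 to 108683536 on the plus strand. In HFD-fed liver it was 8.34 ± 1.59 FPKM in *Mlkl* Adi-KO mice and 19.6 ± 3.44 FPKM in WT mice (SD, n = 5 each), from 374 to 1704 reads per library. The log2 fold change was −1.14 (standard error 0.15, adjusted p = 0.0161, limma with Benjamini-Hochberg adjustment), and all *Mlkl* Adi-KO mice were below all WT mice (two-sided exact permutation test, p = 0.00794). With 1 mouse left out the log2 fold change stayed between −1.20 and −1.02, and the gene was called in 9 of the 10 fits. The exception was the fit without WT mouse 161 (adjusted p = 0.0554, limma with Benjamini-Hochberg adjustment). The interaction with diet had a log2 value of −0.996 (adjusted p = 0.172, limma with Benjamini-Hochberg adjustment), so a difference from the NCD-fed mice, whose WT group includes the library labelled WT NCD mouse 182, was not shown.

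**Figure D6:**
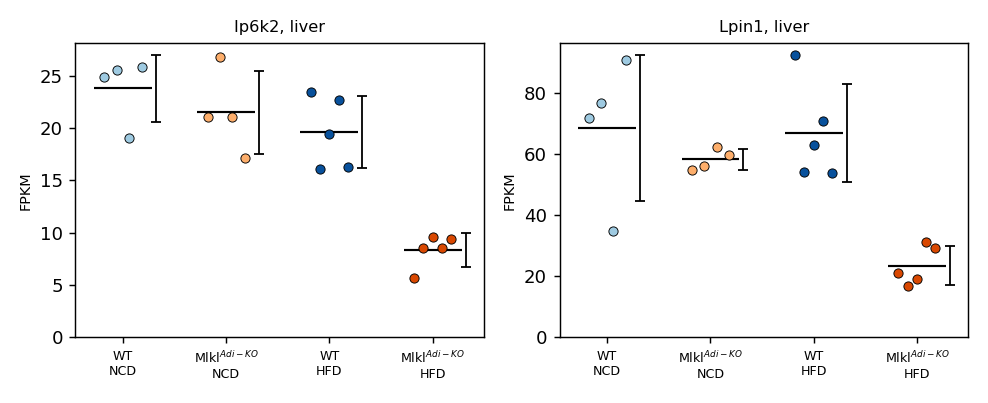
*Ip6k2* and *Lpin1* expression in FPKM (vertical axes, from 0) in liver of WT and *Mlkl* Adi-KO mice on NCD and HFD. Each point is 1 mouse, the horizontal line is the group mean and the bar is the SD (n = 4 per group on NCD, n = 5 on HFD). On HFD all *Mlkl* Adi-KO mice lie below all WT mice for both genes, with group means of 8.34 and 19.6 FPKM for *Ip6k2* and 23.4 and 66.8 FPKM for *Lpin1*.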

Among downregulated genes, *Ip6k2*, encoding inositol hexakisphosphate kinase type 2, emerged prominently. Ip6k2 regulates pyrophosphate metabolism and phosphate export, with recent studies showing its inhibition ameliorates diet-induced obesity, hyperglycemia and hepatic steatosis [35]. 

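*Lpin1* (ENSMUSG00000020593, chromosome 12 of GRCm39, 16585670 to 16696967, minus strand) was 23.4 ± 6.43 FPKM in *Mlkl* Adi-KO and 66.8 ± 15.9 FPKM in WT livers on HFD (SD, n = 5 each). Between 3039 and 16407 reads per library lay on the gene. Its log2 fold change was −1.48 (standard error 0.20, adjusted p = 0.0171, limma with Benjamini-Hochberg adjustment), among the 3 largest falls of the genes called. All *Mlkl* Adi-KO mice were below all WT mice (two-sided exact permutation test, p = 0.00794). With 1 mouse left out the log2 fold change stayed between −1.59 and −1.36 and the gene was called in 6 of the 10 fits. The adjusted p was above 0.05 without *Mlkl* Adi-KO mouse 151, *Mlkl* Adi-KO mouse 153, WT mouse 161 or WT mouse 162, and it was highest without *Mlkl* Adi-KO mouse 151 (0.0630, limma with Benjamini-Hochberg adjustment). The interaction with diet had a log2 value of −1.33 (adjusted p = 0.248, limma with Benjamini-Hochberg adjustment), which includes the library labelled WT NCD mouse 182.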

Another significantly downregulated gene was *Lpin1*, encoding lipin-1, a phosphatidic acid phosphatase critically involved in hepatic triglyceride synthesis and lipid accumulation [36, 37].

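By the rule used for visWAT, a mean FPKM above 0 over 5 mice, 23541 genes were expressed in liver of both genotypes on HFD. The WT-only genes numbered 2468, of which 1858 (75.3%) were seen in 1 mouse, and the *Mlkl* Adi-KO-only genes 1832, of which 1432 (78.2%) were. The median number of reads in the whole group was 2 for WT-only and 1 for *Mlkl* Adi-KO-only genes. With a mean FPKM above 1, 326 genes were WT-only and 223 *Mlkl* Adi-KO-only. All 126 splits of the 10 mice into groups of 5 gave between 4213 and 4372 genes on one side only (median 4287), and 36 of them, the real one included, gave at least as many as the real one.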

Venn diagram analyses revealed 2468 and 1832 uniquely expressed genes in HFD-fed WT and *Mlkl*^Adi-KO^ livers, respectively (Fig. 5f). KEGG pathway enrichment analysis showed significant downregulation of pathways associated with unsaturated fatty acids biosynthesis, glutathione metabolism, and PPAR signaling in *Mlkl*^Adi-KO^ livers under an HFD (Fig. 5g). 

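The 3 pathways were tested as gene lists on HFD-fed liver. Of 64 PPAR signaling genes tested (82 in the list), 49 were lower in *Mlkl* Adi-KO mice, with a median log2 fold change of −0.13 (two-sided camera test in limma, p = 1.87e-06, adjusted over the lists tested in this comparison 3.74e-05; fry p = 0.0461; estimated correlation p = 0.106). Of 27 genes of unsaturated fatty acid synthesis tested (31 in the list), 19 were lower, with a median of −0.20 (camera p = 0.00384, adjusted 0.0128; fry p = 0.102; estimated correlation p = 0.181). Of 53 glutathione metabolism genes tested (63 in the list), 34 were lower, with a median of −0.049 (camera p = 0.0553, adjusted 0.0848; fry p = 0.0685; estimated correlation p = 0.128). The PPAR signaling call thus held under fry and not under an estimated correlation, and the call for unsaturated fatty acid synthesis held under neither. Of all 3 lists, 0 genes had an adjusted p-value under 0.05, either over all 13215 genes tested or when adjusted over the list alone (limma with Benjamini-Hochberg adjustment), where 1664 genes had an unadjusted p under 0.05. With 1 mouse left out, the glutathione median stayed between −0.069 and −0.031. Its camera p was under 0.05 without *Mlkl* Adi-KO mouse 152 (0.0236), *Mlkl* Adi-KO mouse 153 (0.0431), WT mouse 154 (0.0407) or WT mouse 161 (0.0375), and highest without the filter on low values (0.312, median −0.021). It was 0.127 on the TPM scale, with a median of −0.11. Averaged per mouse, the glutathione list differed by −0.0994 between the genotypes (two-sided exact permutation test, p = 0.0317, n = 5 each) and the list of unsaturated fatty acid synthesis by −0.220 (p = 0.0714 from the same exact test). In the authors' deposited table of pathway enrichment, PPAR signaling has 17 genes lower and 4 higher (adjusted p = 0.00454), glutathione metabolism 16 lower and 10 higher (adjusted p = 8.55e-06), and unsaturated fatty acids 8 lower and 0 higher (adjusted p = 0.341).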

Although RT-qPCR revealed only a non-significant trend toward reduced *Ppara* and *Pparg* transcripts, the RNA-seq–based pathway analysis indicates that a broader set of PPAR-responsive genes is coordinately repressed, supporting an overall attenuation of hepatic PPAR signaling in *Mlkl*^Adi-KO^ livers. 

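Averaged per mouse over the PPAR signaling list, log2(FPKM + 1) differed by −0.200 between HFD-fed *Mlkl* Adi-KO and WT livers (SD 0.189 and 0.0453, n = 5 each). The difference did not pass the 0.05 level (two-sided exact permutation test, p = 0.0635). With 1 mouse left out, the median log2 fold change of the list stayed between −0.20 and −0.095. The same list was lower in *Mlkl* Adi-KO livers on NCD, by a mean of −0.114 (SD 0.0157 and 0.0425, n = 4 each; two-sided exact permutation test, p = 0.0286), where the library labelled WT NCD mouse 182 counts as WT. From the lower expression of the pathway in HFD-fed livers, the paper reads a broader repression of PPAR-responsive genes, which it takes as a sign of an overall attenuation of hepatic PPAR signaling in *Mlkl* Adi-KO mice.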

Reduced activity of fatty acid synthesis and PPAR signaling pathways aligns with decreased hepatic TG content and lower steatosis, reflecting diminished lipid accumulation capacity [20]. Likewise, decreased glutathione metabolism likely reflects reduced oxidative stress in the improved metabolic environment of *Mlkl*^Adi-KO^ mice. Collectively, these findings highlight systemic metabolic improvements following adipocyte-specific *Mlkl* deletion, illustrating critical adipose-liver crosstalk in metabolic regulation, particularly under conditions of dietary-induced metabolic stress.

### Transient MLKL re-expression recovers necroptotic sensitivity but fails to sustain adipocyte differentiation in 3T3-L1 cells

To explore the functional role of MLKL in adipocyte differentiation and necroptotic signaling, we employed 3T3-L1 preadipocytes genetically ablated for *Mlkl* (*Mlkl*-KO), which we previously characterized [21]. Transient re-expression of MLKL in these cells was achieved using the nucleofection method. WB analysis confirmed successful transient re-expression of MLKL (Fig. 6a). Functionally, re-expression of MLKL reinstated the sensitivity of *Mlkl*-KO cells to necroptotic stimuli, specifically TNF combined with BV6 (IAP inhibitor) and ZVAD (pan-caspase inhibitor), as evidenced by increased cell death upon stimulation (Fig. 6b). Next, we investigated whether MLKL re-expression could rescue the adipocyte differentiation defect observed in *Mlkl*-KO cells. Despite successful transient re-expression, the differentiation process remained largely impaired, with only sporadic lipid droplet accumulation (Fig. 6c). Notably, MLKL expression dropped rapidly in the days following transfection (Fig. 6d, e), limiting sustained re-expression during the recovery phase required for cell proliferation and preparation before differentiation. As a result, the few adipocytes that did differentiate were primarily those transiently expressing MLKL, albeit at low frequency (Fig. 6f). Nevertheless, RT-qPCR measurements of adipogenic markers, such as *Fabp4*, showed approximately a fivefold increase in cells transiently re-expressing MLKL compared with KO cells lacking re-expression, suggesting partial restoration of the adipogenic program (Fig. 6g). These observations indicate that although transient MLKL expression briefly augments adipogenic marker levels and restores necroptotic sensitivity, the rapid loss of MLKL over time prevents full rescue of the differentiation process.

**Fig. 6:**
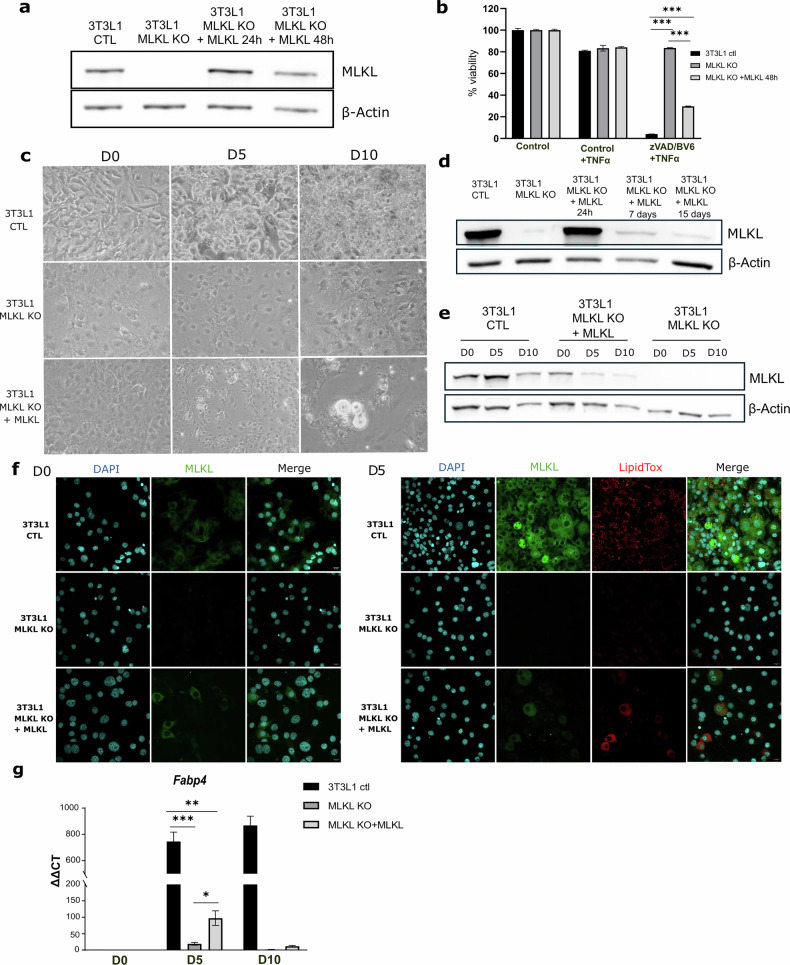
MLKL re-expression partially restores necroptotic sensitivity and adipocyte differentiation in 3T3-L1 cells. Experimental setup: Functional analyses were performed on 3T3-L1 preadipocytes genetically ablated for *Mlkl* (*Mlkl*-KO). Transient MLKL re-expression was achieved using nucleofection method. **a** Western blot analysis of MLKL protein level following transient re-expression in *Mlkl*-KO cells *via* nucleofection. **b** Necroptotic sensitivity restored in transiently re-expressing *Mlkl*-KO cells upon stimulation with TNF, BV6 (IAP inhibitor), and ZVAD (pan-caspase inhibitor). **c** Phase contrast images of 3T3-L1 control cells from induction (day 0) to ten days post-induction. Day 0 corresponds to five days after transfection, when cells had reached two-day post-confluence period and differentiation cocktail was added. Throughout differentiation, control cells undergo morphological changes and accumulate lipid droplets. In contrast, only a few cells appear differentiated in the 3T3-L1 *Mlkl-*KO following MLKL re-expression (Scale bar, 50 µm). **d** Western blot analysis of MLKL expression in *Mlkl*-KO cells re-expressing MLKL at days 1, 7 and 15 days post-nucleofection. **e** Western blot analysis of MLKL protein level during differentiation (day 0, day 5, and day 10) in control 3T3-L1, *Mlkl*-KO cells re-expressing MLKL and *Mlkl*-KO cells. **f** Immunofluorescence staining of MLKL and Lipid staining (LipidTox Neutral red) in control, *Mlkl*-KO and *Mlkl*-KO re-expressing MLKL cells after induction of differentiation. Images were acquired using a ×40 objective. (Scale bar, 20 µm). **g** Relative mRNA expression of *Fabp4* in WT cells, *Mlkl*-KO cells, and *Mlkl*-KO cells re-expressing MLKL, as determined by RT-qPCR. Results are expressed as mean ± SD. Statistical analysis: statistical differences were analyzed using multiple *t* tests. Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test. *p < 0.05; **p < 0.01; ***p < 0.001.

## Discussion

Our findings demonstrate that MLKL plays a critical role in regulating adipose tissue function, particularly under HFD-induced metabolic stress. Using adipocyte-specific *Mlkl* knockout (*Mlkl*^Adi-KO^) mice, we uncovered a tissue-specific mechanism by which *Mlkl* deficiency limits weight gain, reduces adiposity, and improves glucose homeostasis. These results extend previous observations from global *Mlkl* knockout models [16, 20] and clarify the cell-autonomous contribution of MLKL in adipocytes. Notably, our data reveal that MLKL influences adipose biology beyond its canonical role in necroptosis. Transcriptomic and metabolomic analyses showed that *Mlkl* deficiency enhances mitochondrial function, lowers oxidative stress, and alters visWAT metabolism in HFD-fed mice. For instance, the upregulation of *Gsta4*, a key antioxidant enzyme, and the downregulation of *Cxcr4*, a marker linked to adipogenesis and inflammation, underscore the multifaceted role of MLKL in modulating WAT homeostasis.

Our results also suggest that MLKL may share functional overlap with RIPK3, while exerting additional, noncanonical effects. *Mlkl* deficiency increased oxidative phosphorylation gene expression and improved lipid metabolism, findings consistent with reports of RIPK3 interactions with mitochondrial proteins [38, 39]. However, our data point to an independent role for MLKL in driving adipocyte hypertrophy and systemic metabolic dysfunction through additional, non-canonical mechanisms that warrant further investigation. Furthermore, our study establishes MLKL as an important regulator of adipocyte differentiation. Transient re-expression of MLKL in *Mlkl*-deficient 3T3-L1 preadipocytes partially restored their differentiation capacity, supporting the concept of direct involvement of MLKL in adipogenic programming. Notably, transcriptomic analyses under baseline dietary conditions (NCD) revealed downregulation of adipogenesis-associated genes such as *Foxa1*, a key transcription factor involved in the early stages of adipocyte differentiation [40]. These findings suggest that *Mlkl* deficiency impacts adipogenesis even in the absence of dietary stress, likely through modulation of essential transcriptional networks.

These findings are in line with emerging evidence that MLKL may act through necroptosis-independent mechanisms, including transcriptional and post-transcriptional regulation. MLKL can translocate to the nucleus independently of its role in cell death, and this translocation is not blocked by inhibitors such as Necrosulfonamide [41]. Furthermore, MLKL has been identified as a component of an RNA-binding protein complex, interacting with RNA-binding motif protein 6 (RBM6), which stabilizes various transcripts, including adhesion molecules [42]. Together, these observations raise the possibility that MLKL modulates adipocyte function by influencing mRNA stability and gene expression. However, further studies are needed to confirm this hypothesis and elucidate the precise mechanisms involved. Collectively, these findings suggest that MLKL influences adipocyte differentiation through both transcriptional and post-transcriptional regulation. Combined with previous reports linking *Mlkl* deficiency to enhanced beige adipocyte formation, improved mitochondrial function, and increased energy expenditure [18, 21], our study highlights the multifaceted role of MLKL in adipose tissue remodeling and systemic metabolic regulation.

Systemically, *Mlkl*^Adi-KO^ mice also exhibited reduced hepatic steatosis and triglyceride accumulation, reinforcing the importance of adipose-liver crosstalk in metabolic regulation. While prior work with global *Mlkl* knockout models demonstrated protection against hepatic steatosis [20], our findings highlight how adipocyte-specific modulation can drive secondary improvements in liver metabolism, potentially through changes in circulating BCAAs or acylcarnitines. Looking ahead, conditional knockout models remain essential to dissect the cell-specific and noncanonical functions of MLKL in metabolism. Complementary conditional overexpression models could provide valuable insight into the dynamics of MLKL signaling and its role in stress adaptation [43, 44]. These advanced models could provide novel mechanistic insights into MLKL’s non-canonical functions, shedding light on critical interactions that underpin metabolic homeostasis and opening avenues for targeted therapeutic interventions.

From a translational standpoint, identifying MLKL as a regulator of adipocyte function and systemic metabolism suggests that direct MLKL inhibition could benefit metabolic diseases such as obesity, insulin resistance and MASLD. Whereas current pharmacological strategies mainly target upstream kinases like RIPK1, accumulating evidence points to MLKL as a metabolic regulator that operates independently of necroptotic cell death. Our data demonstrate that adipocyte-specific modulation of MLKL enhances mitochondrial function, limits adiposity and attenuates hepatic steatosis, underscoring its therapeutic potential. Adipose-targeted delivery platforms, such as siRNA conjugates, lipid nanoparticles or adipocyte-tropic AAV vectors, could achieve tissue-restricted MLKL inhibition while sparing cells in which MLKL-mediated necroptosis may be protective. Beyond its canonical membrane-disrupting role, MLKL also exhibits nuclear and RNA-binding activities that modulate transcriptional programmes [41, 42]; clarifying these death-independent functions will be essential for the safe development of MLKL-directed therapies. Future work should therefore: (*i*) profile MLKL expression and activation in large human adipose-liver biobank cohorts, (*ii*) evaluate MLKL inhibitors in pre-clinical models of insulin resistance and MASLD, and (*iii*) map cell-type-specific MLKL interactomes to anticipate and mitigate on-target toxicities.

In conclusion, our study identifies adipocyte-specific MLKL as a critical regulator of metabolic homeostasis under obesogenic conditions. By linking *Mlkl* deficiency to enhanced mitochondrial activity, improved insulin sensitivity, and reduced inflammation, our findings lay the foundation for exploring MLKL as a therapeutic target in obesity and related metabolic disorders. Further exploration of the roles of MLKL across different cell types, including hepatocytes and macrophages, as well as its temporal dynamics in response to metabolic stress, will be essential to fully elucidate its therapeutic potential.

## Material and methods

Key reagents, resources, and tools are summarized in Table 1.

**Table 1:** Key reagents, resources, and tools used in this study.

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Protein ladder**		
PageRuler™ Prestained	Thermo Scientific	Cat# 26616
PageRuler™ Plus	Thermo Scientific	Cat# 26619
**Antibodies**		
Anti-β-actin	Cell Signaling Technology	Cat# 4970S
Anti-MLKL	Millipore	Cat# MABC604
Anti-Tubulin	Protein Tech	Cat# HRP-66031-1
Anti-rat Alexa Fluor 488	ThermoFisher Scientific	Cat# A11006
Anti-rat-HRP	Invitrogen	Cat# 31470
Anti-mouse-HRP	Cell Signaling Technology	Cat# 7074S
Anti-UCP1	Bio-Techne	Cat# MAB6158
**Biological Samples**		
Fetal bovine serum	Sigma-Aldrich	#F7524
Newborn calf serum	Biosera	#CA-1151500
**Chemicals, Peptides, and Recombinant Proteins**		
3-isobutyl-1-methyl xanthine (IBMX)	Sigma-Aldrich	#I7018
CellTiter-Glo® Luminescent Cell Viability Assay	Promega	# G7570
cIAP1/2 inhibitor, BV-6	MedChemExpress	#HY-16701
Collagenase	ThermoFisher Scientific	#17018-029
DAPI	Sigma-Aldrich	#D1306
Dexamethasone	Sigma-Aldrich	#D4902
Insulin	Sigma-Aldrich	#I0516
Pan-caspase inhibitor, Z-VAD(OMe)-FMK	MedChemExpress	#HY-16658
Rosiglitazone	Sigma-Aldrich	#D2408
TNF-α	PeproTech	#315-01 A
**Critical Commercial Assays**		
Cell Line Nucleofector^®^ Kit V	Lonza	#VCA-1003
HCS LipidTOX™ Red Neutral Lipid Stain	ThermoFisher Scientific	#H34476
Pierce BCA Protein Assay Kit;	ThermoFisher Scientific	#23225
MycoAlert^TM^ PLUS Mycoplasma Detection Kit	Lonza	#LT07-701
Nucleospin RNAkit	Macherey-Nagel	#740955
Triglyceride Infinity Kit	ThermoFisher Scientific	#TR22421
**Deposited Data**		
RNA sequencing	Novogene Europe	GSE201450
**Experimental Models: Cell Lines**		
3T3-L1	ATCC	CL-173
**Experimental Models: Organisms/Strains**		
Wild type	Janvier labs	*C57BL/6JRj*
**Oligonucleotides**		
Table 2		
**Recombinant DNA**		
*Mlkl* (BC023755) Mouse Untagged Clone	Origene	#MC206757
pSpCas9(BB)-2A-GFP (PX458)	Addgene	plasmid #48138
**Software and Algorithms**		
Prism	Graphpad Software	N/A

### Generation of condition knockout mice

Mice carrying loxP-site-flanked (floxed) alleles of the *Mlkl* gene (Strain 592MLKL/Flp) were crossed to Adipo-Cre transgenic mice to generate a mature adipocyte-specific knockout (*Mlkl*^Adipo-KO^). In all experiments, littermates carrying the respective loxP-flanked alleles but lacking expression of Cre recombinase were used as wild-type (WT) controls. Mice were bred on a C57BL/6J genetic background.

### Diets

Sixteen-week-old WT and *Mlkl*^Adi-KO^ male mice were fed either a high-fat diet (HFD) (34.6% fat, 60% of total energy from lipid; #D12492, Ssniff Spezialdiäten GmbH, Germany) or a standard chow diet (NCD) (#Rod 16-R, Genobios, France) for 16 weeks. All animals were maintained in a specific pathogen-free environment and housed in groups of no more than five per cage under controlled conditions of light (12-h light/12-h dark cycle), temperature, and humidity. Mice were divided into four experimental groups: WT NCD, *Mlkl*^Adi-KO^ NCD, WT HFD, *Mlkl*^Adi-KO^ HFD. The allocation of mice to different groups was performed randomly to minimize selection bias. Additionally, sample analysis was conducted in a blinded manner to reduce bias during result assessment. Mice had ad libitum access to food and water throughout all experiments. Body weight was measured weekly to monitor weight gain. At the experimental endpoint, blood was collected through retro-orbital bleeding, and serum was obtained by centrifugation. Prior to tissue collection, mice were euthanized by isoflurane followed by cervical dislocation. Organs and tissues, including the liver and epididymal white adipose tissue, were harvested for further analysis.

### Metabolic efficiency analysis

Mice were monitored for whole energy expenditure (EE), O₂ consumption, CO₂ production, respiratory exchange ratio (RER = VCO₂/VO₂, where *V* = volume), and locomotor activity using calorimetric cages (LabMaster, TSE Systems GmbH, Bad Homburg, Germany). Gas exchange was measured using an indirect open-circuit calorimetry system. This system continuously monitors O₂ and CO₂ levels at the inlet ports of a sealed metabolic cage, through which a known flow of air (0.4 L/min) is ventilated and regularly compared to a reference empty cage. O₂ consumption and CO₂ production were recorded every 15 min throughout the experiment. EE was calculated using the Weir equation for respiratory gas exchange measurements. Food intake was continuously measured with high-sensitivity sensors for automated online monitoring. Body weight and composition were assessed at the beginning and end of the experiment using EchoMRI (Whole Body Composition Analyzers, EchoMRI, Houston, USA). Data analysis was performed using Excel XP, with extracted raw values of VO₂, VCO₂ (ml/h), and EE (kcal/h).

### Glucose and insulin tolerance tests

Oral glucose tolerance tests (oGTT) were performed in both NCD- and HFD-fed mice, while insulin tolerance tests (ITT) were conducted after 16 weeks of HFD feeding. For both tests, mice were fasted for 5–6 h prior to the procedure. For the oGTT, mice received an oral bolus of 3 mg D-glucose (Glucose 30%, B. Braun, France) per kg of body weight, while for the ITT, mice were injected intraperitoneally with 0.5 U insulin (Actrapid 100UI/ml inj, Novonordisk, Copenhagen, Denmark) per kg of body weight. Blood glucose levels were measured using a glucometer (Glucofix Tech; A. Menarini Diagnostic, France) *via* tail snip bleeding sampling at baseline (0 min) and at 5-, 10-, 15-, 30-, 60-, and 120-min post-glucose or insulin administration. For serum insulin quantification, insulin levels were measured using an ELISA kit (#80-INSMS-E01, Alpco Diagnostics, Massachusetts, U.S.A) according to the manufacturer’s instructions.

### Histological analysis

Tissues were harvested from mice of different genotypes and fixed in 10% neutral-buffered formalin. Fixed samples were subsequently embedded in paraffin, sectioned at 4 µm, and stained with Hematoxylin and Eosin (H&E). Images were acquired using a NanoZoomer 2.0 HT digital slide scanner (Hamamatsu Photonics, Hamamatsu City, Japan).

### Isolation of adipocytes from visWAT

Visceral white adipose tissue (visWAT) (2 g) from HFD-fed WT and *Mlkl*^Adi-KO^ male mice were harvested and rinsed twice with PBS (*n* = 3). Tissues were then transferred in 10 mL of digestion solution composed of DMEM, 0.2% collagenase (#17018-029; ThermoFisher Scientific, MA, USA), and 1% penicillin/streptomycin (P/S), minced into small pieces using scissors, and incubated at 37 °C into an orbital shaker (300 rpm) to initiate the digestion. After 1 h of incubation, the samples were diluted with 10 mL of DMEM (#11960085; ThermoFisher Scientific) supplemented with FBS (#F7524; Sigma-Aldrich, MI, USA) to inactivate the collagenase. The mixtures were then filtered through a 100 µM cell strainer to remove undigested material and centrifuged at 300 rpm for 5 min. The floating fat layer was collected, transferred to a new tube, and washed twice with 10 mL of PBS. Mature adipocytes were then transferred into a 1.5 mL tube, resuspended in RIPA buffer (#R0278; Sigma-Aldrich, MI, USA) containing protease inhibitors, and homogenized using two cycles of Bead Ruptor 12 homogenizer (#19-042E, OMNI International, GA, USA) according to the manufacturer’s instructions. Samples were incubated on ice for 30 min and centrifuged at 15,000*g* for 20 min. The supernatant was collected into a new tube, and protein concentrations were measured prior to analysis by Western blot.

### Cell culture

3T3-L1 pre-adipocytes purchased from ATCC with undetected mycoplasma contamination (MycoAlert^TM^ PLUS Mycoplasma Detection Kit; #LT07-701; Lonza, Bale, Switzerland) were maintained in an undifferentiated state in high-glucose (25 mmol/L) DMEM (Thermo Fisher Scientific) supplemented with 10% calf serum (#CA-1151500; Biosera, MI, USA) and 1% P/S. White adipocyte differentiation was induced by treating 2-day post-confluent cultures with high-glucose (25 mmol/L) DMEM supplemented with 10% fetal bovine serum (FBS) (#F7524; Sigma-Aldrich), 1% P/S, 1 µmol/L dexamethasone (#D4902; Sigma-Aldrich), 500 µmol/L 3-isobutyl-1-methyl xanthine (IBMX) (#I7018; Sigma-Aldrich) and 0.17 µmol/L insulin (#I0516; Sigma-Aldrich) for three days. The medium was then replaced with high-glucose DMEM supplemented with 10% FBS, 1% P/S and 0.17 µmol/L insulin, and changed to fresh medium every day until the 6^th^ day.

### CRISPR/Cas9-mediated deletion of *Mlkl* in 3T3-L1 pre-adipocytes

The generation of *Mlkl*-deficient 3T3-L1 preadipocytes using CRISPR/Cas9-mediated deletion has been previously described in detail [21]. Briefly, pSpCas9(BB)-2A-GFP (PX458) was a gift from Zhang lab (Addgene, MA, USA; plasmid #48138) and was used to transfect 3T3-L1 cells with Cas9 along with the targeting guide RNAs (gRNAs). gRNAs were designed and checked for efficiency (http://cistrome.org/SSC) and specificity (http://crispr.mit.edu). We used the web-based tool, CRISPOR (http://crispor.tefor.net/) to avoid off-target sequences. Subsequently, gRNAs were cloned into the plasmid and transfected into cells using TurboFect (#R0532; Thermo Fisher Scientific) according to the manufacturer’s instructions. Forty-eight hours post-transfection, cells were sorted by flow cytometry (Cell Sorting Core Facility, CRSA) and cells with the highest GFP positivity were transferred into a 24-well plate and propagated. The percentage of on-target recombination including insertions and deletions (indels) in the genomic DNA from these cell populations was evaluated by Sanger sequencing followed by analysis using the Tide web-based tool (https://tide.nki.nl). The sequences of gRNAs used are provided below:

**Table:** 

gRNA	Sense primer	Antisense primer
Mlkl	5’-CGTCTAGGAAACCGTGTGCA-3'	5’-TGCACACGGTTTCCTAGACG-3'

### Electroporation of 3T3-L1 *Mlkl*-KO cells

Electroporation was performed using the Amaxa® Nucleofector® 2b system (VCA-1003; Lonza) and the Cell Line Nucleofector® Kit V (Lonza), following the manufacturer’s instructions. 3T3-L1 preadipocytes were trypsinized, counted, and resuspended in Nucleofector Solution V at a density of 1 × 10 ^6^ cells per reaction. For each electroporation, 2 µg of plasmid containing the sequence for MLKL Mouse untagged sequence (#MC206757; Origene, MD, USA), was added to the cell suspension, which was then transferred to an electroporation cuvette and subjected to the T-020 program. After electroporation, cells were immediately resuspended in pre-warmed culture medium and plated for recovery. Transfection efficiency was assessed by extracting and analyzing protein at defined time points post-electroporation.

### RNA sequencing

Total RNA was extracted from adipose tissue using the QIAzol Lysis Reagent (#79306, Qiagen Venlo, Netherlands) and from liver using the Nucleospin RNA kit (#740955, Macherey-Nagel GmbH & Co, Düren, Germany). RNA integrity (RIN) was assessed using Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA with a RIN above 9 were used to establish the sequencing libraries. PolyA mRNA selection, cDNA libraries preparation and sequencing were conducted by Novogene Co., LTD (Beijing, China) using the Illumina NOVAseq 6000 platform and 150 bp paired-end reads sequencing. Sequencing depth ranged from 52,240,102 to 73,079,884 reads per sample. Raw reads were obtained by CASAVA base recognition. Reads’ quality check was examined using FastQC v0.11.9. Clean reads were obtained using Fastp v0.20.1 to remove low-quality reads and read adapters. Clean reads were mapped on the USCS *Mus musculus* mm39 reference genome using HISAT2 v2.0.5 [45]. Transcripts’ abundance was quantified using featureCounts 1.5.0-p3 [46]. The differential expression analysis was performed using the DEseq2 1.20.0 package and EdgeR 3.22.5 [47]. Genes with an adjusted P-value < 0.05 were further used for analysis. R software and ggplot2 v3.3.4 were used to generate volcano plots and perform the principal component analysis across biological replicates for each condition. Volcanoplots were generated using VolcanoseR. Hierarchical clustering heatmap were performed using Morpheus. Kyoto Encyclopedia of Genes and Genoms, pathways enrichment analysis networks were generated using clusterProfiler 3.8.1 [48]. RNAseq data are deposited on the NCBI under accession number GSE293219.

### Targeted LC–MS metabolomics analyses

For metabolomic analysis, metabolites were extracted using solution composed of 50% methanol, 30% acetonitrile (ACN) and 20% water. The volume of the extraction solution was adjusted to weight of the tissue (1 ml per 50 mg). After the addition of the extraction solution, samples were vortexed for 5min at 4 °C and centrifuged at 16,000*g* for 15min at 4 °C. The supernatants were collected and stored at −80 °C until analysis. LC/MS analyses were conducted on a QExactive Plus Orbitrap mass spectrometer equipped with an Ion Max source and a HESI II probe coupled to a Dionex UltiMate 3000 UPLC system (Thermo Fisher Scientific Inc, Waltham, Massachusetts, U.S.A). The 5 µl samples were injected onto a ZIC-pHILIC column (150 mm × 2.1 mm; i.d. 5 µm) with a guard column (20 mm × 2.1 mm; i.d. 5 µm) (#150437, Merck, Darmstadt, Germany) for LC separation. Buffer A was 20 mM ammonium carbonate, 0.1% ammonium hydroxide (pH 9.2), and buffer B was ACN. The chromatographic gradient was run at a flow rate of 0.2 µl min^−1^ as follows: 0–20 min, linear gradient from 80% to 20% of buffer B; 20–20.5 min, linear gradient from 20% to 80% of buffer B; 20.5–28 min, 80% buffer B. The mass spectrometer was operated in full scan, polarity switching mode with the spray voltage set to 2.5 kV and the heated capillary held at 320 °C. The sheath gas flow was set to 20 units, the auxiliary gas flow to 5 units and the sweep gas flow to 0 units. The metabolites were detected across a mass range of 75–1000 *m/z* at a resolution of 35,000 (at 200 *m/z*) with the automatic gain control target at 106 and the maximum injection time at 250 ms. Lock masses were used to ensure mass accuracy below 5 ppm. Data were acquired with Thermo Xcalibur software (Thermo Fisher Scientific). The peak area of metabolites was determined using Thermo TraceFinder software (Thermo Fisher Scientific), identified by the exact mass of each singly charged ion and by the known retention time on the HPLC column. Kyoto Encyclopedia of Genes and Genoms, pathways enrichment analysis networks were generated using Metaboanalyst 6.0.

### Western blot

Cells and visWAT were homogenized in NP-40 lysis buffer to obtain protein lysates. The supernatant was then transferred to a new tube and protein concentration were measured with Pierce BCA Protein Assay Kit (#23225; Thermo Fisher Scientific). Samples and standards were incubated at 37°C for 30 min, and absorbance was measured at 562 nm using a microplate reader. Thirty μg of protein was mixed with 4x Laemmli buffer (#1610747; Bio-Rad) and boiled for 3 min. Thirty micrograms of protein extracts were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), transferred to a nitrocellulose membrane and analyzed by immunoblotting. Adipose tissues were dissociated and homogenized with ceramic beads and NP-40 lysis buffer with 1% Triton x100 (vol/vol) using a Bead Ruptor 12 (OMNI International) according to the manufacturer’s instructions. Samples were incubated on ice for 30 min and centrifuged at 15,000 *g* for 20 min. Primary antibodies were diluted 1:2000 in 5% BSA in TRIS-buffered saline (TBS) 0.5% Tween 20. Secondary antibodies were diluted 1:10,000 in 5% BSA in Tris buffered saline (TBS) 0.5% Tween 20.

### Cell viability assay

Cells were incubated with different combinations of a pan-caspase inhibitor, Z-VAD(OMe)-FMK (20 µmol/L, #HY-16658, MedChemExpress, NJ, USA), a cIAP1/2 inhibitor, BV-6 (10 µmol/L, #HY-16701, MedChemExpress) 2 h before TNF-α stimulation (20 ng/ml, #315-01 A, PeproTech, Neuilly-sur-Seine, Paris). Cell viability was determined by using CellTiter-Glo Luminescent Cell Viability Assay (#G7570, Promega, Madison, Wisconsin, U.S.A) according to the manufacturer’s instructions.

### Quantification of intracellular and hepatic triglyceride content

Intracellular lipids were extracted from cells using a hexane/isopropyl alcohol mixture (3:2, vol/vol). Cells were washed and incubated with 500 µL of the hexane/isopropyl alcohol mixture per well (12-well culture plates) on a shaker (80 rpm) at room temperature for 60 min. The lipid-containing solution was then transferred to glass tubes and evaporated under nitrogen gas. After evaporation, lipids were resuspended in isopropyl alcohol and transferred to duplicate 96-well plates for analysis. Triglyceride levels were quantified using the Infinity™ Triglyceride Kit (#832403, Thermo Fisher Scientific), following the manufacturer’s instructions. Absorbance was measured with a Tecan Microplate Reader (Tecan, Mannedorf, Switzerland) and converted to concentration values using a standard curve. Results were normalized to total cellular protein content. For liver triglyceride extraction, 20–30 mg of liver tissue was homogenized in 1 mL of PBS using a Bead Ruptor (OMNI International) for three cycles (30 s each). The homogenates were transferred to clear glass tubes (Labelians Group CML-ID, Nemours, France) and mixed with 5 mL of a chloroform/methanol mixture (2:1, vol/vol). The mixture was vortexed vigorously and incubated on ice for 15 min to facilitate phase separation. Lipids were condensed at the bottom phase by centrifugation at 1650*g* for 10 min at 4°C. The organic solvent phase was collected and evaporated under nitrogen gas. The dried lipid extracts were dissolved in 200 μL of isopropanol. For triglyceride quantification, 10 μL of triglyceride standard or liver lipid extract was added to a 96-well plate, followed by 200 μL of Infinity™ Triglyceride reagent (Thermo Fisher Scientific). The reaction was performed according to the manufacturer’s instructions. Absorbance was measured using a Tecan Microplate Reader, and hepatic triglyceride levels were normalized to total protein content, determined using the BCA Assay Kit.

### LipidTox red staining and immunofluorescence

Cells were plated on coverslips in 12-well plates. After differentiation, cells were washed and fixed with 4% PFA for 10 min. Cells were then quenched (NH4Cl) and permeabilized (PBS-0.5% saponin, 10 min). After blocking with a solution of PBS-3% Bovine Serum Albumin (BSA), the cells were incubated overnight with the primary antibody. The day after, cells were washed with PBS and incubated with secondary antibody for 1 h. Cells were then washed and incubated with LipidTox Neutral red (Thermo Fisher Scientific) for 30 min) according to the manufacturer’s instructions. All cells were counterstained with DAPI for 5 min. Fluorescence images were generated with Fluoview FV3000 confocal microscope (using EGFP, mCherry and DAPI filters), acquired with FV31S-SW viewer software and analyzed with FIJI software.

### Real-time quantitative PCR (RT-qPCR)

Total RNA was purified from cells using Nucleospin RNAkit (#740955, Macherey-Nagel, Düren, Germany). The quantity and quality of RNA were determined spectroscopically using a nanodrop (Thermo Fisher Scientific). Total RNA (1 μg) was used to synthesize cDNA using the M-MLV reverse transcriptase kit (#28025013, Thermo Fisher Scientific) according to the manufacturer’s protocol. The cDNA samples (20 ng) were used for RT-qPCR in a total volume of 10 μL using SYBR Green Reagent (#04887352001, Roche Diagnostics, Meylan, France) and specific primers, on a LightCycler 96 Roche Instrument. All RT-qPCRs were performed in duplicate. Data were generated and analyzed using the LightCycler 96 software 1.1.0. For adipose tissue and 3T3-L1 cells, all values were normalized for the level of *ribosomal protein lateral stalk subunit P0* (*Rplp0*) mRNAs. For liver samples, all values were normalized for the level of hypoxanthine phosphoribosyltransferase 1 (*Hprt1*) mRNAs. The list of primer sequences is in Table 2.

**Table 2:** List of primer sequences used for Real-time quantitative PCR (RT-qPCR) analysis.

Primer	Sense primer	Antisense primer
***Acc***	5’ ATGGGCGGAATGGTCTCTTTC 3’	5’ TGGGGACCTTGTCTTCATCAT 3’
***Adipoq***	5’ GTTCCCAATGTACCCATTCGC 3’	5’ TGTTGCAGTAGAACTTGCCAG 3’
***Bckdhb***	5’ AGTGCCCTGGATAACTCATTAGC 3’	5’ GCATCGGAAGACTCCACCAAA 3’
***Chrebp***	5’ CGGACTCGGATACGGACTTG 3’	5’ GAAGTGTCCGCTGTGGATGA 3’
***Cxcr4***	5’ TCTATGTGGGCGTCTGGATC 3’	5’ CAGGACGAGACCCACCATTA 3’
***Fabp4***	5’ AAGGTGAAGAGCATCATAACCCT 3’	5’ TCACGCCTTTCATAACACATTCC 3’
***Foxa1***	5’ ACATTCAAGCGCAGCTACCC 3’	5’ TGCTGGTTCTGGCGGTAATAG 3’
***Gsta4***	5’ GCCTGGAGACAACAATCCCA 3’	5’ CCGTCCCCTGCCATTAAAGT 3’
***Hprt1***	5’ AGTCCCAGCGTCGTGATTAG 3’	5’ TTTCCAAATCCTCGGCATAATGA 3’
***Ip6k2***	5’ TTCGGACTGTGAACCAAAAAGT 3’	5’ TCATGCTCCAAGGGTTATAGTGT 3’
***Lpin1***	5’ GGCCCTCAACACCAAAAAGTG 3’	5’ CGCTGTGAATGGCCTGAAAAT 3’
***Mlkl***	5’ TTAGGCCAGCTCATCTATGAACA 3’	5’ TGCACACGGTTTCCTAGACG 3’
***Ppar*α**	5’ AGAGCCCCATCTGTCCTCTC 3’	5’ ACTGGTAGTCTGCAAAACCAAA 3’
***Ppar*γ**	5’ GCCAGTTTCGATCCGTAGAA 3’	5’ ATTCCTTGGCCCTCTGAGAT 3’
***Rplp0***	5’ TCGGGTCCTAGACCAGTGTTC 3’	5’ AGATTCGGGATATGCTGTTGGC 3’
***Sgk1***	5’ GAGCCGGAGCTTATGAACG 3’	5’ AGTGAAAGTCGGAGGGTTTGG 3’
***Ucp1***	5’ ACTGCCACACCTCCAGTCATT 3’	5’ CTTTGCCTCACTCAGGATTGG 3’
***Wee1***	5’ TGGCTGGCTCTGTTGATGAG 3’	5’ AGCATCAGCTAAACTCCCACC 3’

### Statistical analysis

All data are presented as means ± SEM (standard error of the mean) or SD (standard deviation), as stated in the figure legends. GraphPad Prism software (GraphPad Software) was used to calculate statistical significance. The specific statistical tests and corresponding *p*-values for each comparison are detailed in the figure legends. Unless otherwise stated, results were considered statistically significant when *p* < 0.05; when a result approached this threshold (*p* ≈ 0.05), the exact *p*-value is also reported.

## Supplementary information

Original photos WB

Supplemental_Figure Legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

List of abbreviations

## Data Availability

The RNA-sequencing data supporting this study have been deposited at the NCBI under accession number GSE293219. Data sets generated from current study are available from the corresponding author.

## References

[1] Bluher M. Obesity: global epidemiology and pathogenesis. Nat Rev Endocrinol. 2019;15:288–98.30814686 10.1038/s41574-019-0176-8

[2] Chavakis T, Alexaki VI, Ferrante AW Jr. Macrophage function in adipose tissue homeostasis and metabolic inflammation. Nat Immunol. 2023;24:757–66.37012544 10.1038/s41590-023-01479-0

[3] Longo M, Zatterale F, Naderi J, Parrillo L, Formisano P, Raciti GA, et al. Adipose tissue dysfunction as determinant of obesity-associated metabolic complications. Int J Mol Sci. 2019;20.10.3390/ijms20092358PMC653907031085992

[4] Murano I, Barbatelli G, Parisani V, Latini C, Muzzonigro G, Castellucci M, et al. Dead adipocytes, detected as crown-like structures, are prevalent in visceral fat depots of genetically obese mice. J Lipid Res. 2008;49:1562–8.18390487 10.1194/jlr.M800019-JLR200

[5] Cinti S, Mitchell G, Barbatelli G, Murano I, Ceresi E, Faloia E, et al. Adipocyte death defines macrophage localization and function in adipose tissue of obese mice and humans. J Lipid Res. 2005;46:2347–55.16150820 10.1194/jlr.M500294-JLR200

[6] Grootjans S, Vanden Berghe T, Vandenabeele P. Initiation and execution mechanisms of necroptosis: an overview. Cell Death Differ. 2017;24:1184–95.28498367 10.1038/cdd.2017.65PMC5520172

[7] Gautheron J, Vucur M, Reisinger F, Cardenas DV, Roderburg C, Koppe C, et al. A positive feedback loop between RIP3 and JNK controls non-alcoholic steatohepatitis. EMBO Mol Med. 2014;6:1062–74.24963148 10.15252/emmm.201403856PMC4154133

[8] Luedde M, Lutz M, Carter N, Sosna J, Jacoby C, Vucur M, et al. RIP3, a kinase promoting necroptotic cell death, mediates adverse remodelling after myocardial infarction. Cardiovasc Res. 2014;103:206–16.24920296 10.1093/cvr/cvu146

[9] Afonso MB, David JC, Alves MI, Santos AA, Campino G, Ratziu V, et al. Intricate interplay between cell metabolism and necroptosis regulation in metabolic dysfunction-associated steatotic liver disease: a narrative review. Metabolism. 2024;158:155975.39004396 10.1016/j.metabol.2024.155975

[10] Weng L, Tang WS, Wang X, Gong Y, Liu C, Hong NN, et al. Surplus fatty acid synthesis increases oxidative stress in adipocytes and lnduces lipodystrophy. Nat Commun. 2024;15:133.38168040 10.1038/s41467-023-44393-7PMC10761979

[11] Gautheron J, Vucur M, Schneider AT, Severi I, Roderburg C, Roy S, et al. The necroptosis-inducing kinase RIPK3 dampens adipose tissue inflammation and glucose intolerance. Nat Commun. 2016;7:11869.27323669 10.1038/ncomms11869PMC4919522

[12] Luk CT, Chan CK, Chiu F, Shi SY, Misra PS, Li YZ, et al. Dual role of caspase 8 in adipocyte apoptosis and metabolic inflammation. Diabetes. 2023;72:1751–65.37699387 10.2337/db22-1033

[13] Karunakaran D, Turner AW, Duchez AC, Soubeyrand S, Rasheed A, Smyth D, et al. RIPK1 gene variants associate with obesity in humans and can be therapeutically silenced to reduce obesity in mice. Nat Metab. 2020;2:1113–25.32989316 10.1038/s42255-020-00279-2PMC8362891

[14] Majdi A, Aoudjehane L, Ratziu V, Islam T, Afonso MB, Conti F, et al. Inhibition of receptor-interacting protein kinase 1 improves experimental non-alcoholic fatty liver disease. J Hepatol. 2020;72:627–35.31760070 10.1016/j.jhep.2019.11.008

[15] Aoudjehane L, Gautheron J, Le Goff W, Goumard C, Gilaizeau J, Nget CS, et al. Novel defatting strategies reduce lipid accumulation in primary human culture models of liver steatosis. Dis Model Mech. 2020;13:dmm042663.10.1242/dmm.042663PMC719771132094147

[16] Wu X, Nagy LE, Gautheron J. Mediators of necroptosis: from cell death to metabolic regulation. EMBO Mol Med. 2024;16:219–37.38195700 10.1038/s44321-023-00011-zPMC10897313

[17] Xu H, Du X, Liu G, Huang S, Du W, Zou S, et al. The pseudokinase MLKL regulates hepatic insulin sensitivity independently of inflammation. Mol Metab. 2019;23:14–23.30837196 10.1016/j.molmet.2019.02.003PMC6480316

[18] Ohene-Marfo P, Nguyen HVM, Mohammed S, Thadathil N, Tran A, Nicklas EH, et al. Non-necroptotic roles of MLKL in diet-induced obesity, liver pathology, and insulin sensitivity: insights from a high-fat, high-fructose, high-cholesterol diet mouse model. Int J Mol Sci. 2024;25.10.3390/ijms25052813PMC1093172038474061

[19] Saeed WK, Jun DW, Jang K, Oh JH, Chae YJ, Lee JS, et al. Decrease in fat de novo synthesis and chemokine ligand expression in non-alcoholic fatty liver disease caused by inhibition of mixed lineage kinase domain-like pseudokinase. J Gastroenterol Hepatol. 2019;34:2206–18.31132314 10.1111/jgh.14740

[20] Tye H, Conos SA, Djajawi TM, Gottschalk TA, Abdoulkader N, Kong IY, et al. Divergent roles of RIPK3 and MLKL in high-fat diet-induced obesity and MAFLD in mice. Life Sci Alliance. 2024;8;e202302446.10.26508/lsa.202302446PMC1155768939532538

[21] Magusto J, Beaupere C, Afonso MB, Auclair M, Delaunay JL, Soret PA, et al. The necroptosis-inducing pseudokinase mixed lineage kinase domain-like regulates the adipogenic differentiation of pre-adipocytes. iScience. 2022;25:105166.36204273 10.1016/j.isci.2022.105166PMC9530846

[22] Prestwich TC, Macdougald OA. Wnt/beta-catenin signaling in adipogenesis and metabolism. Curr Opin Cell Biol. 2007;19:612–7.17997088 10.1016/j.ceb.2007.09.014PMC2709272

[23] Ribas V, Garcia-Ruiz C, Fernandez-Checa JC. Glutathione and mitochondria. Front Pharm. 2014;5:151.10.3389/fphar.2014.00151PMC407906925024695

[24] Curtis JM, Grimsrud PA, Wright WS, Xu X, Foncea RE, Graham DW, et al. Downregulation of adipose glutathione S-transferase A4 leads to increased protein carbonylation, oxidative stress, and mitochondrial dysfunction. Diabetes. 2010;59:1132–42.20150287 10.2337/db09-1105PMC2857893

[25] Di Pietro N, Panel V, Hayes S, Bagattin A, Meruvu S, Pandolfi A, et al. Serum- and glucocorticoid-inducible kinase 1 (SGK1) regulates adipocyte differentiation via forkhead box O1. Mol Endocrinol. 2010;24:370–80.19965929 10.1210/me.2009-0265PMC2817604

[26] Sierra-Ramos C, Velazquez-Garcia S, Vastola-Mascolo A, Hernandez G, Faresse N, Alvarez de la Rosa D. SGK1 activation exacerbates diet-induced obesity, metabolic syndrome and hypertension. J Endocrinol. 2020;244:149–62.31600722 10.1530/JOE-19-0275

[27] Li P, Pan F, Hao Y, Feng W, Song H, Zhu D. SGK1 is regulated by metabolic-related factors in 3T3-L1 adipocytes and overexpressed in the adipose tissue of subjects with obesity and diabetes. Diabetes Res Clin Pr. 2013;102:35–42.10.1016/j.diabres.2013.08.00924035040

[28] Steiner BM, Benvie AM, Lee D, Jiang Y, Berry DC. Cxcr4 regulates a pool of adipocyte progenitors and contributes to adiposity in a sex-dependent manner. Nat Commun. 2024;15:6622.39103342 10.1038/s41467-024-50985-8PMC11300861

[29] Fujimori K, Amano F. Forkhead transcription factor Foxa1 is a novel target gene of C/EBPbeta and suppresses the early phase of adipogenesis. Gene. 2011;473:150–6.21167261 10.1016/j.gene.2010.12.002

[30] Serra D, Mera P, Malandrino MI, Mir JF, Herrero L. Mitochondrial fatty acid oxidation in obesity. Antioxid Redox Signal. 2013;19:269–84.22900819 10.1089/ars.2012.4875PMC3691913

[31] Kim HH, Shim YR, Kim HN, Yang K, Ryu T, Kim K, et al. xCT-mediated glutamate excretion in white adipocytes stimulates interferon-gamma production by natural killer cells in obesity. Cell Rep. 2023;42:112636.37310859 10.1016/j.celrep.2023.112636

[32] Haufe S, Witt H, Engeli S, Kaminski J, Utz W, Fuhrmann JC, et al. Branched-chain and aromatic amino acids, insulin resistance and liver specific ectopic fat storage in overweight to obese subjects. Nutr Metab Cardiovasc Dis. 2016;26:637–42.27134061 10.1016/j.numecd.2016.03.013

[33] Newgard CB, An J, Bain JR, Muehlbauer MJ, Stevens RD, Lien LF, et al. A branched-chain amino acid-related metabolic signature that differentiates obese and lean humans and contributes to insulin resistance. Cell Metab. 2009;9:311–26.19356713 10.1016/j.cmet.2009.02.002PMC3640280

[34] Mihalik SJ, Goodpaster BH, Kelley DE, Chace DH, Vockley J, Toledo FG, et al. Increased levels of plasma acylcarnitines in obesity and type 2 diabetes and identification of a marker of glucolipotoxicity. Obesity (Silver Spring). 2010;18:1695–700.20111019 10.1038/oby.2009.510PMC3984458

[35] Mukherjee S, Chakraborty M, Haubner J, Ernst G, DePasquale M, Carpenter D, et al. The IP6K Inhibitor LI-2242 Ameliorates Diet-Induced Obesity, Hyperglycemia, and Hepatic Steatosis in Mice by Improving Cell Metabolism and Insulin Signaling. Biomolecules. 2023;13:868.10.3390/biom13050868PMC1021644637238737

[36] Clifford BL, Sedgeman LR, Williams KJ, Morand P, Cheng A, Jarrett KE, et al. FXR activation protects against NAFLD via bile-acid-dependent reductions in lipid absorption. Cell Metab. 2021;33:1671–84.e1674.34270928 10.1016/j.cmet.2021.06.012PMC8353952

[37] Ishimoto K, Nakamura H, Tachibana K, Yamasaki D, Ota A, Hirano KI, et al. Sterol-mediated regulation of human lipin 1 gene expression in hepatoblastoma cells. J Biol Chem. 2009;284:22195–205.19553673 10.1074/jbc.M109.028753PMC2755944

[38] Afonso MB, Rodrigues PM, Mateus-Pinheiro M, Simao AL, Gaspar MM, Majdi A, et al. RIPK3 acts as a lipid metabolism regulator contributing to inflammation and carcinogenesis in non-alcoholic fatty liver disease. Gut. 2021;70:2359–72.33361348 10.1136/gutjnl-2020-321767PMC8588316

[39] Parisi LR, Sowlati-Hashjin S, Berhane IA, Galster SL, Carter KA, Lovell JF, et al. Membrane disruption by very long chain fatty acids during necroptosis. ACS Chem Biol. 2019;14:2286–94.31490656 10.1021/acschembio.9b00616PMC6800604

[40] Gerin I, Bommer GT, Lidell ME, Cederberg A, Enerback S, Macdougald OA. On the role of FOX transcription factors in adipocyte differentiation and insulin-stimulated glucose uptake. J Biol Chem. 2009;284:10755–63.19244248 10.1074/jbc.M809115200PMC2667763

[41] Yoon S, Bogdanov K, Kovalenko A, Wallach D. Necroptosis is preceded by nuclear translocation of the signaling proteins that induce it. Cell Death Differ. 2016;23:253–60.26184911 10.1038/cdd.2015.92PMC4716306

[42] Dai J, Zhang C, Guo L, He H, Jiang K, Huang Y, et al. A necroptotic-independent function of MLKL in regulating endothelial cell adhesion molecule expression. Cell Death Dis. 2020;11:282.32332696 10.1038/s41419-020-2483-3PMC7181788

[43] Selvarani R, Van Michelle Nguyen H, Thadathil N, Wolf RF, Freeman WM, Wiley CD, et al. Characterization of novel mouse models to study the role of necroptosis in aging and age-related diseases. Geroscience. 2023;45:3241–56.37792157 10.1007/s11357-023-00955-7PMC10643444

[44] Selvarani R, Nguyen HM, Pazhanivel N, Raman M, Lee S, Wolf RF, et al. The role of inflammation induced by necroptosis in the development of fibrosis and liver cancer in novel knockin mouse models fed a western diet. Geroscience. 2024;47:2973–94.10.1007/s11357-024-01418-3PMC1218147239514172

[45] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37:907–15.31375807 10.1038/s41587-019-0201-4PMC7605509

[46] Anders S, Pyl PT, Huber W. HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31:166–9.25260700 10.1093/bioinformatics/btu638PMC4287950

[47] Dillies MA, Rau A, Aubert J, Hennequet-Antier C, Jeanmougin M, Servant N, et al. A comprehensive evaluation of normalization methods for Illumina high-throughput RNA sequencing data analysis. Brief Bioinform. 2013;14:671–83.22988256 10.1093/bib/bbs046

[48] Kanehisa M, Goto S. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 2000;28:27–30.10592173 10.1093/nar/28.1.27PMC102409

# Supplementary material for: Adipocyte-specific Mlkl knockout mitigates obesity-induced metabolic dysfunction by enhancing mitochondrial functions
**Source:** Cell Death Dis. 2025 Oct 6;16(1):683. doi: 10.1038/s41419-025-08004-1
**Supplement:** Supplementary file 1 — Original photos WB

Figure 6 a

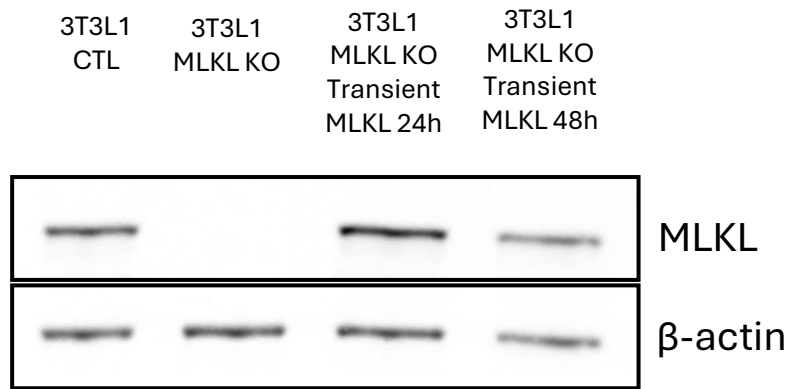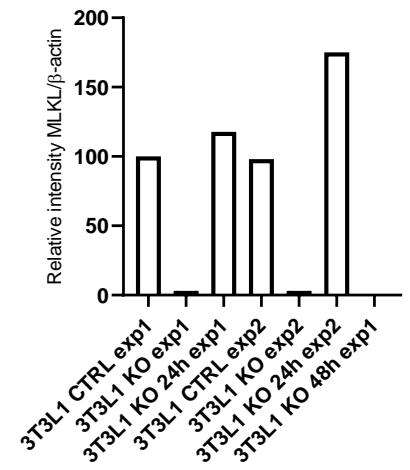

Original 6a - MLKL

Original 6a – β-Actin

Protein Ladder 1

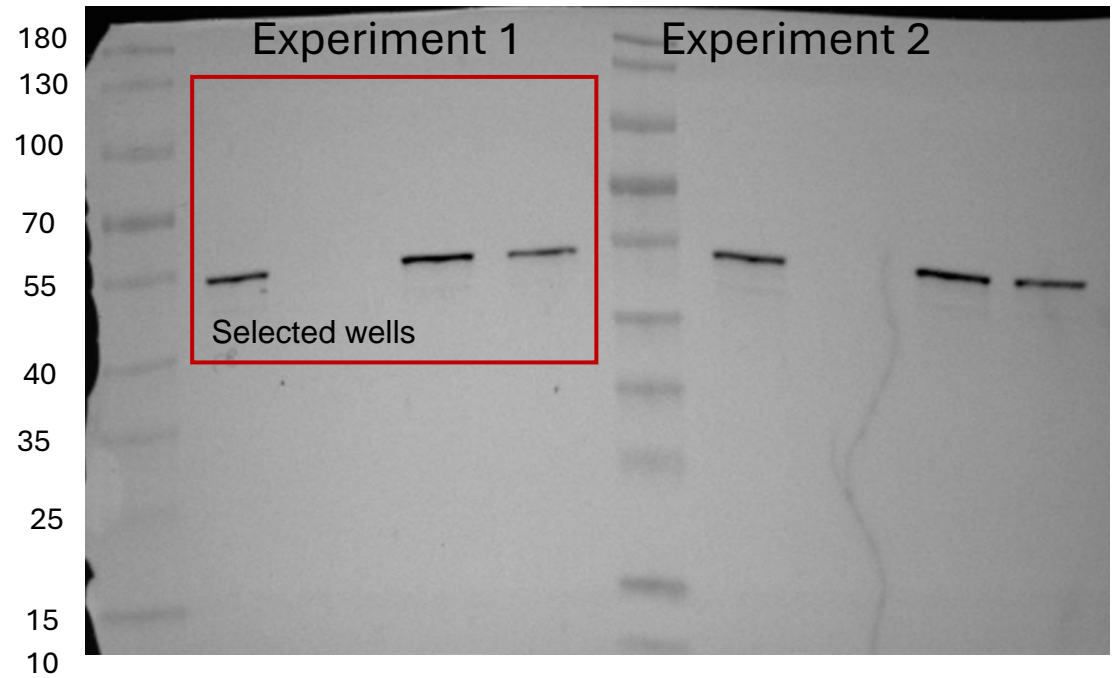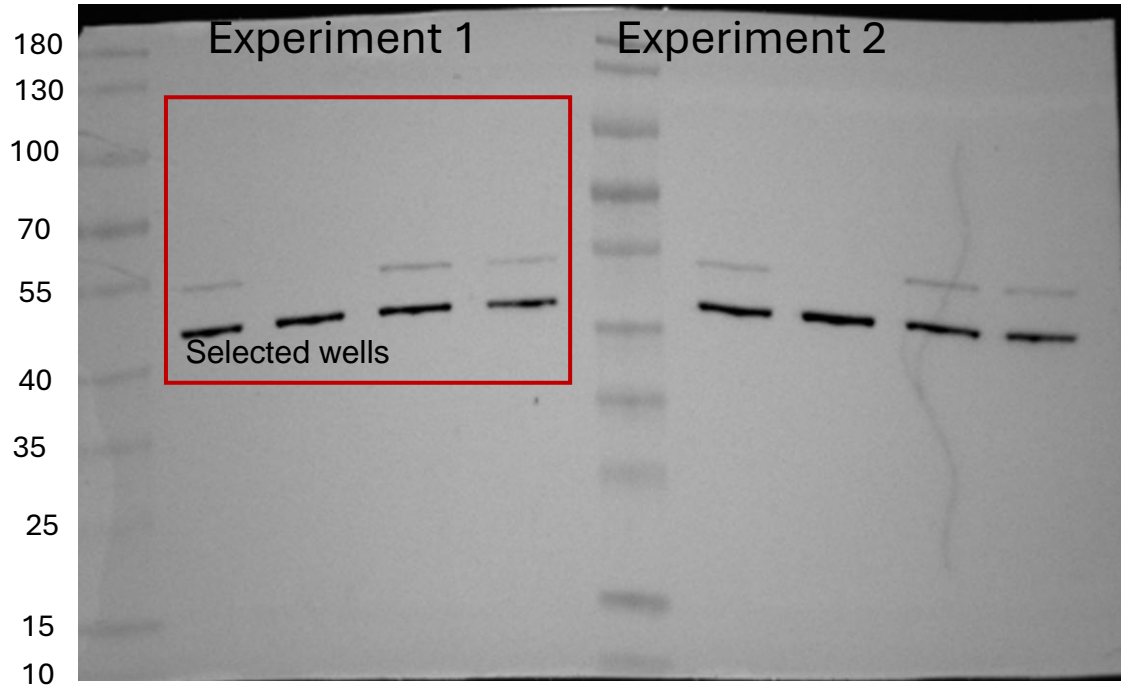

The experiment has been repeated 2 times for the timepoint 48h.  
The timepoint 24h has been repeated 4 times, and we include the densitometry of 2 experiments.

Figure 6 a  
Extra n

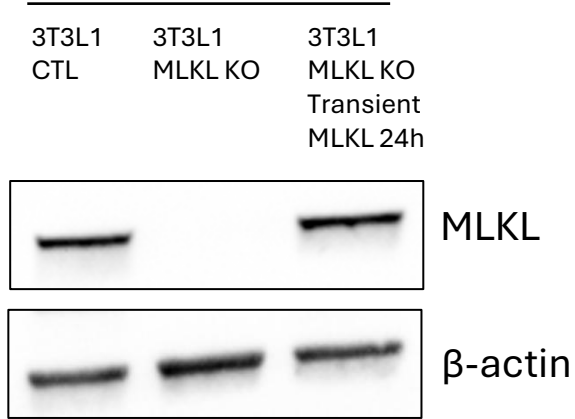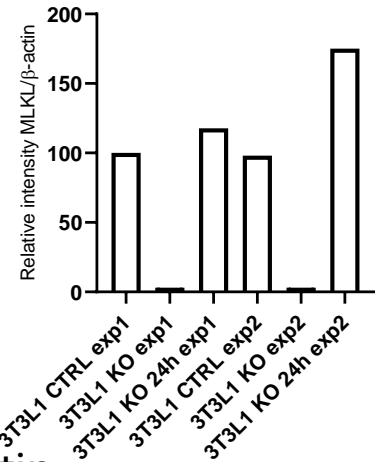

Protein Ladder 2

Original 6a - MLKL

Original 6a – β-Actin

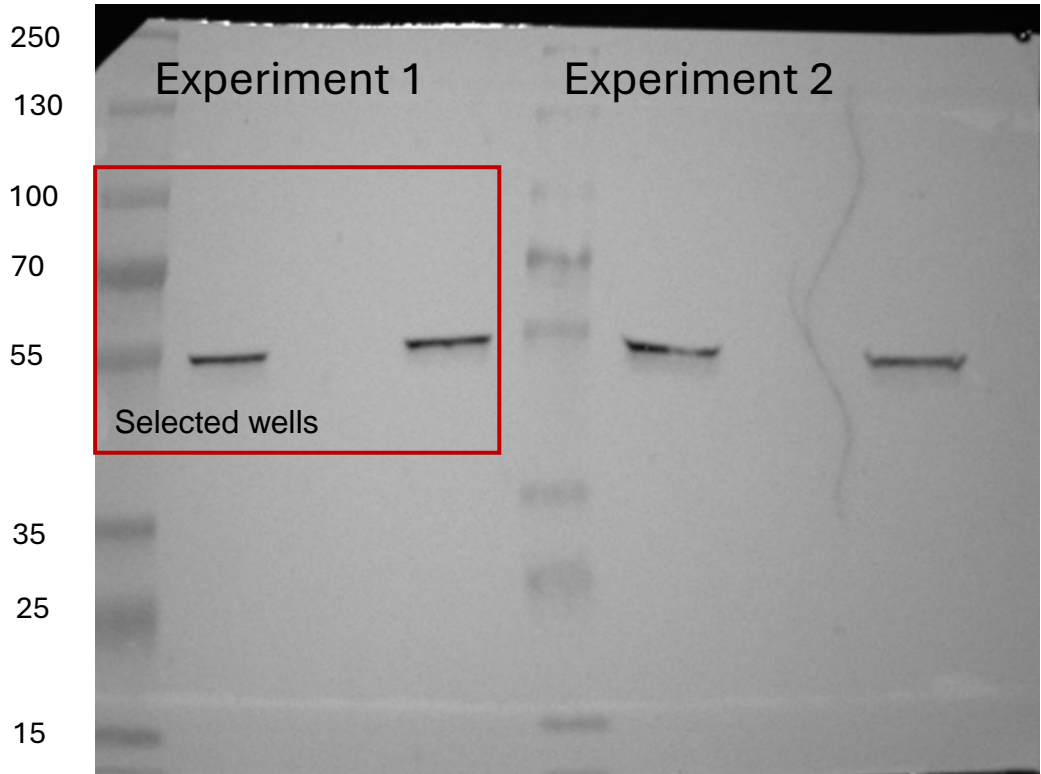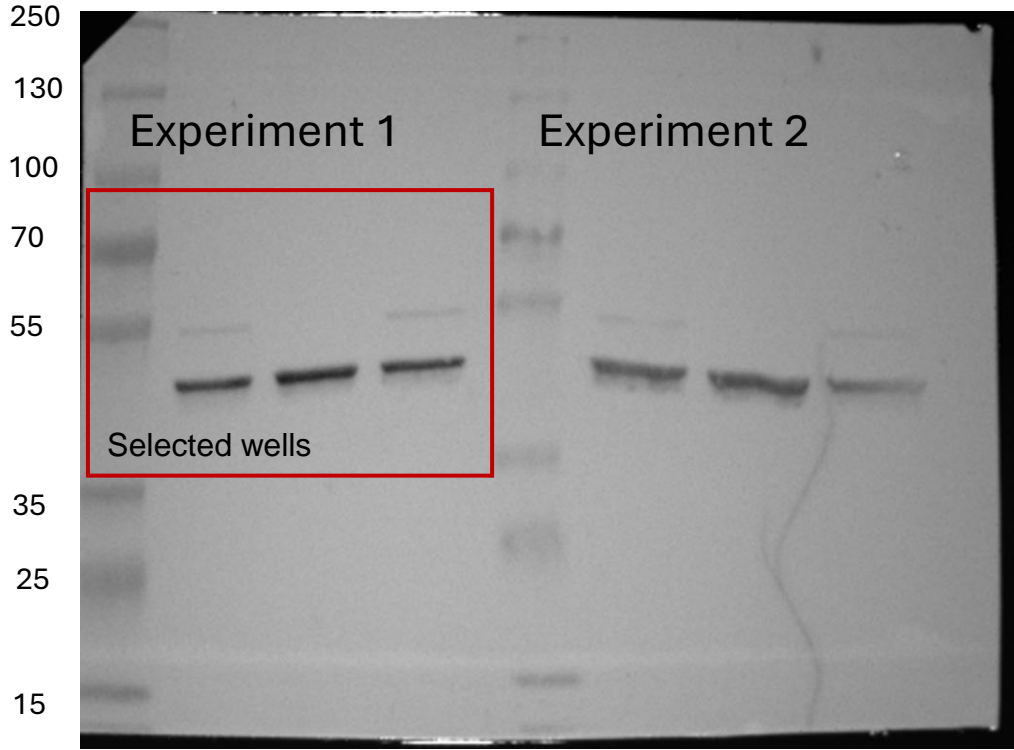

Figure 6 d

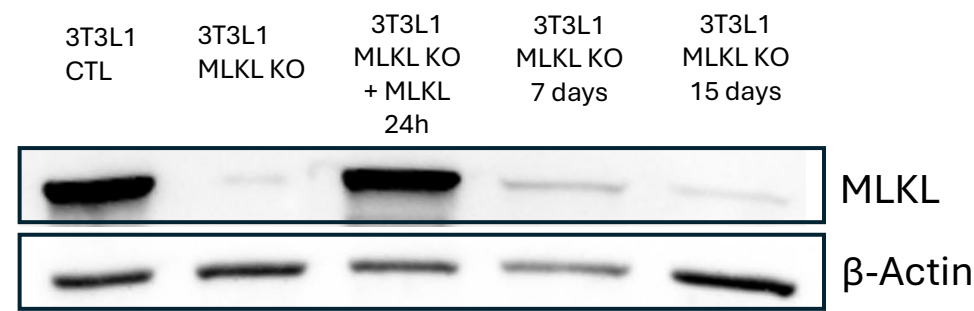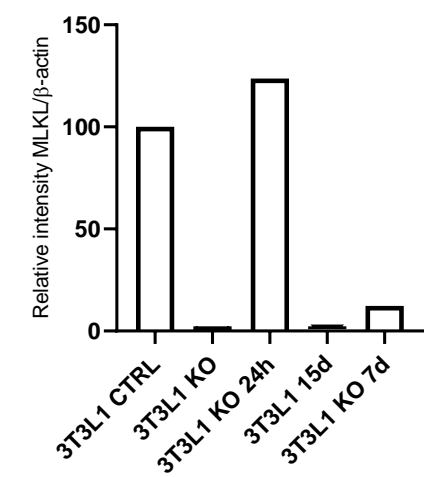

Protein Ladder 1

Original 6 d - MLKL

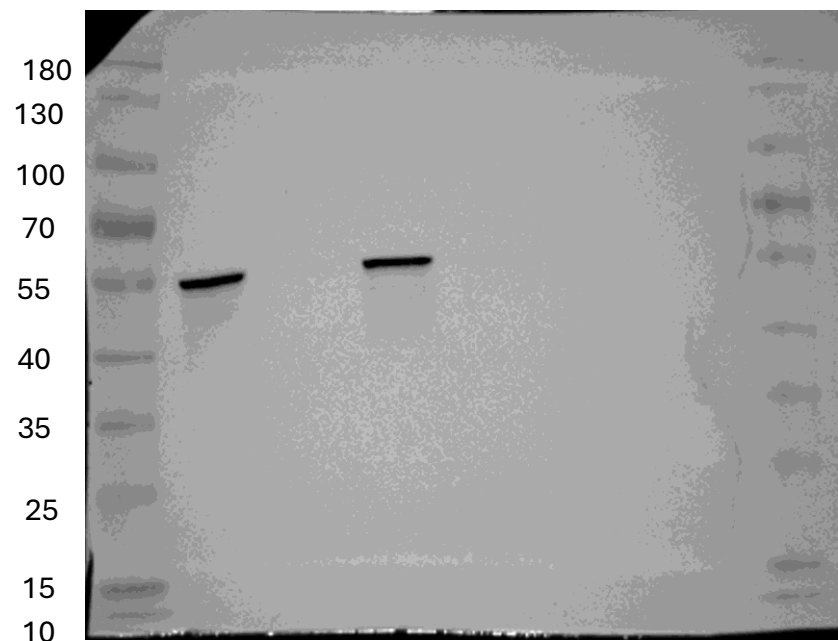

Original 6 d -  $\beta$ -Actin

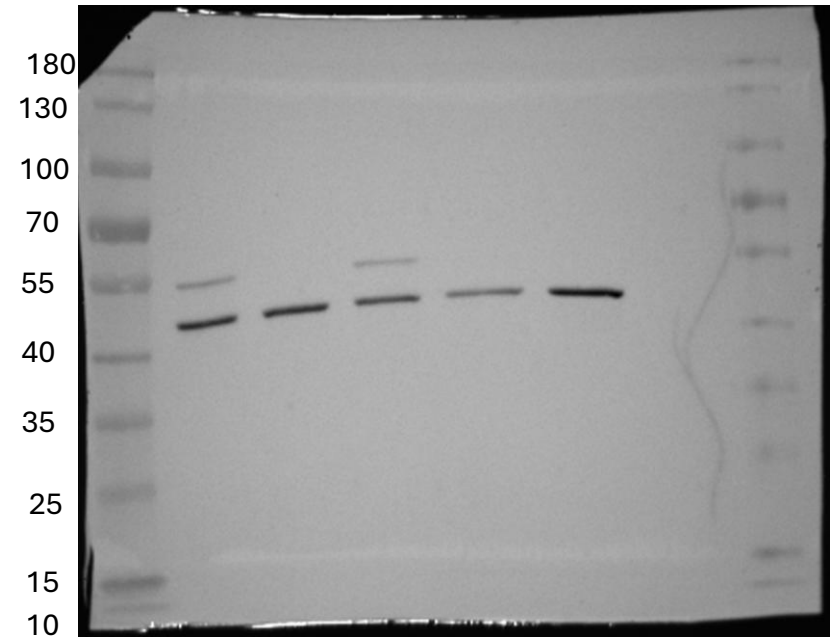

With 7 and 15 days we have only one replicate because the cells have been used for the differentiation experiments, after assessing the rapid decrease of MLKL expression after transfection

Figure 6 e

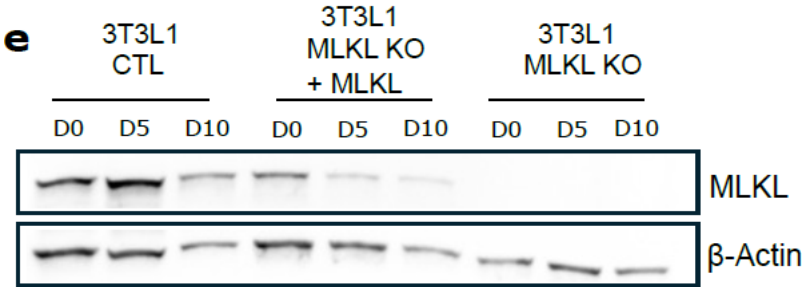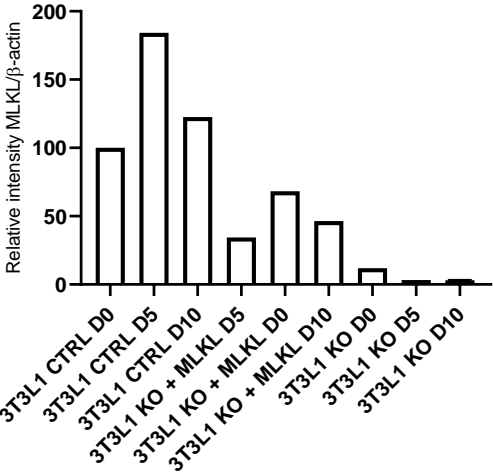

Protein Ladder 2

Original 6 e - MLKL

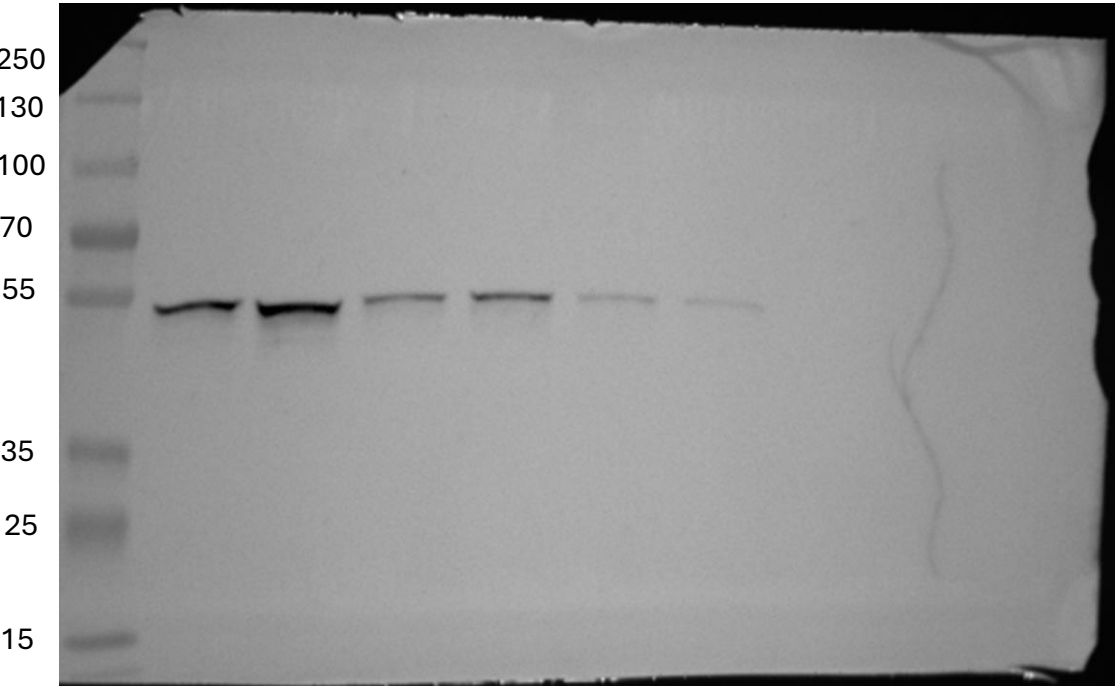

Original 6 e – β-Actin

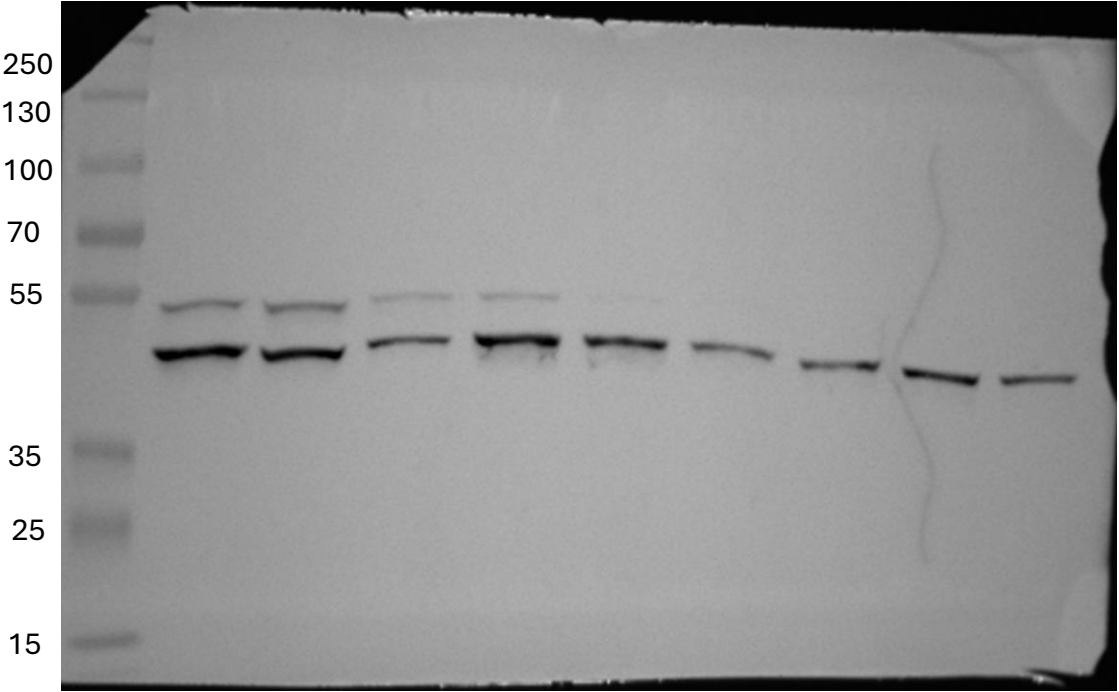

## Extra 6e $n=2$

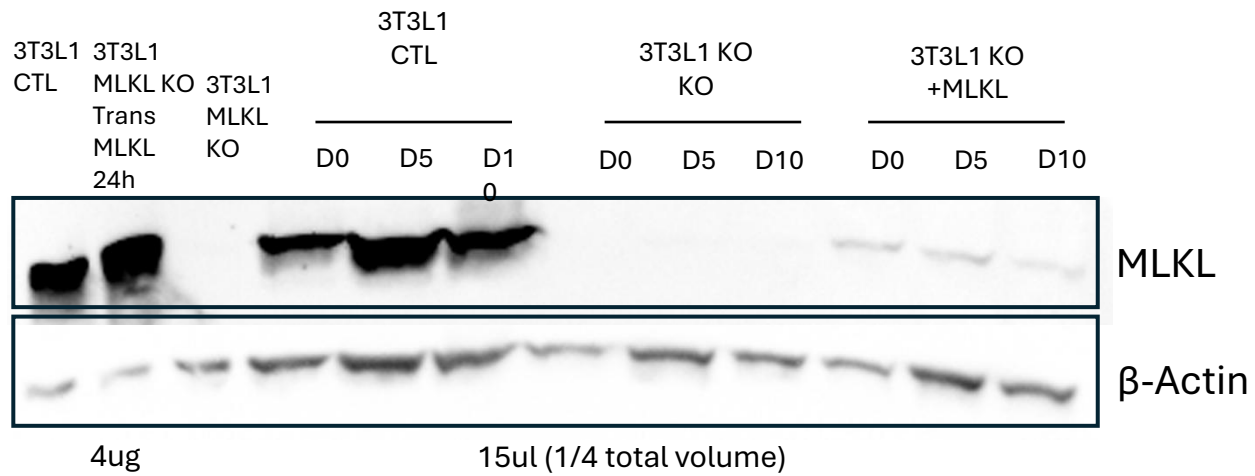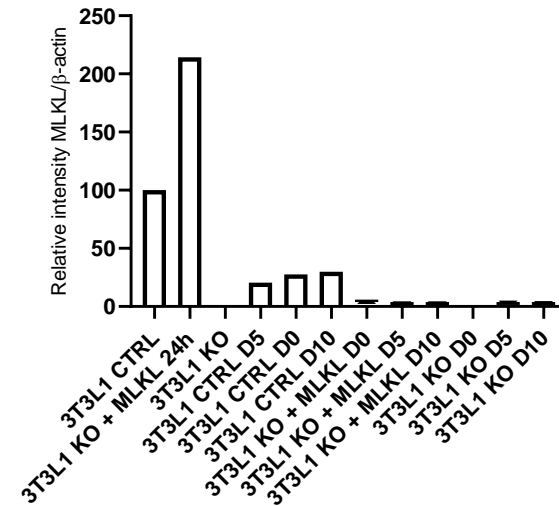

Protein Ladder 1

## Original 6 e - MLKL

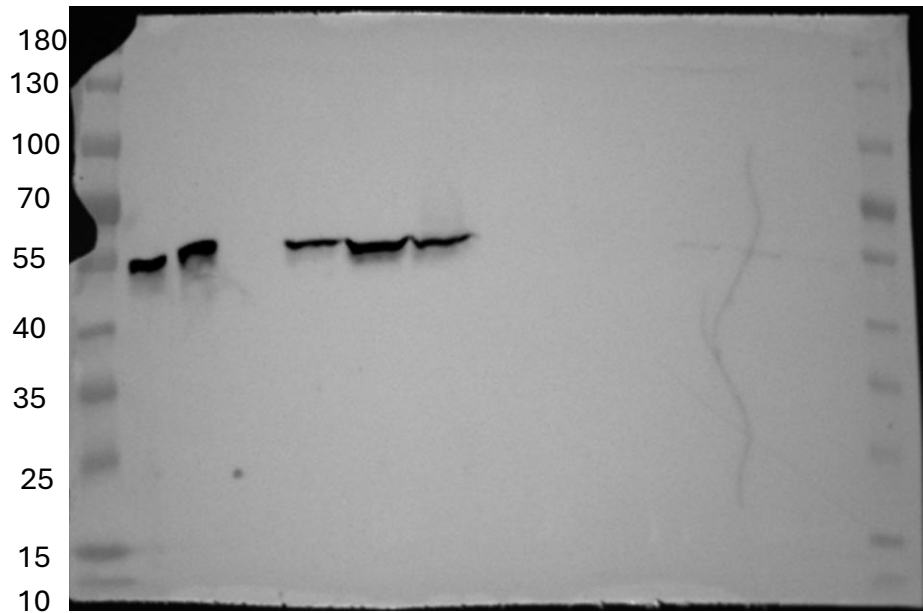

Original 6 e –  $\beta$ -Actin

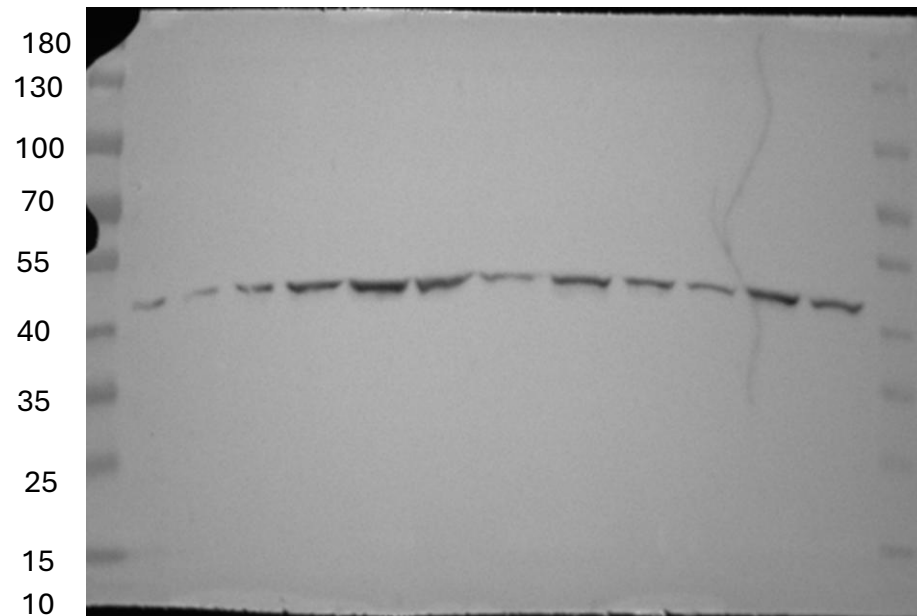

Extra 6e n=3

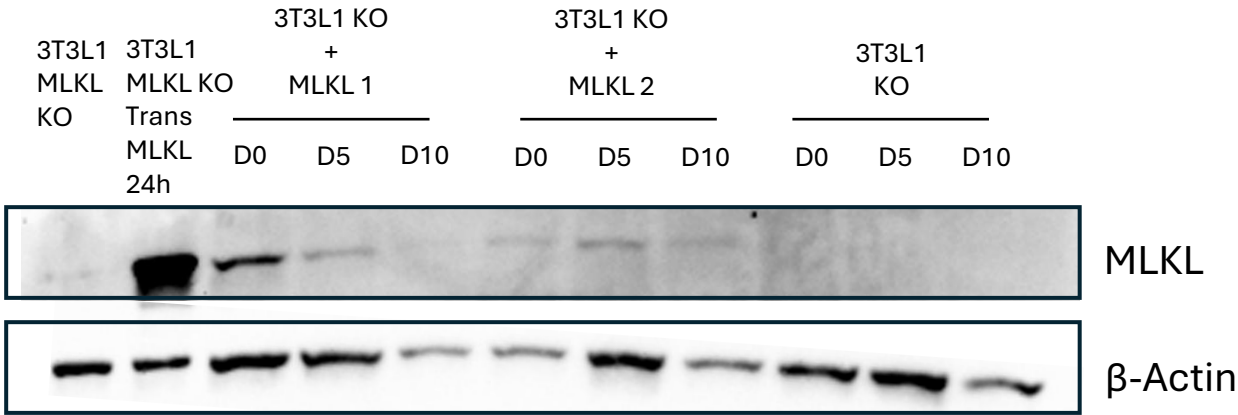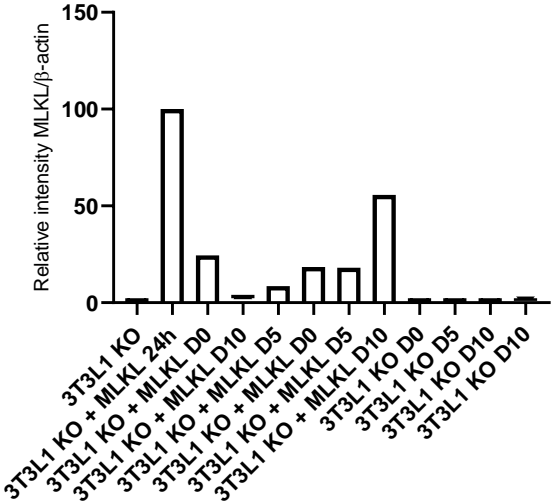

Protein Ladder 1

Original 6 e - MLKL

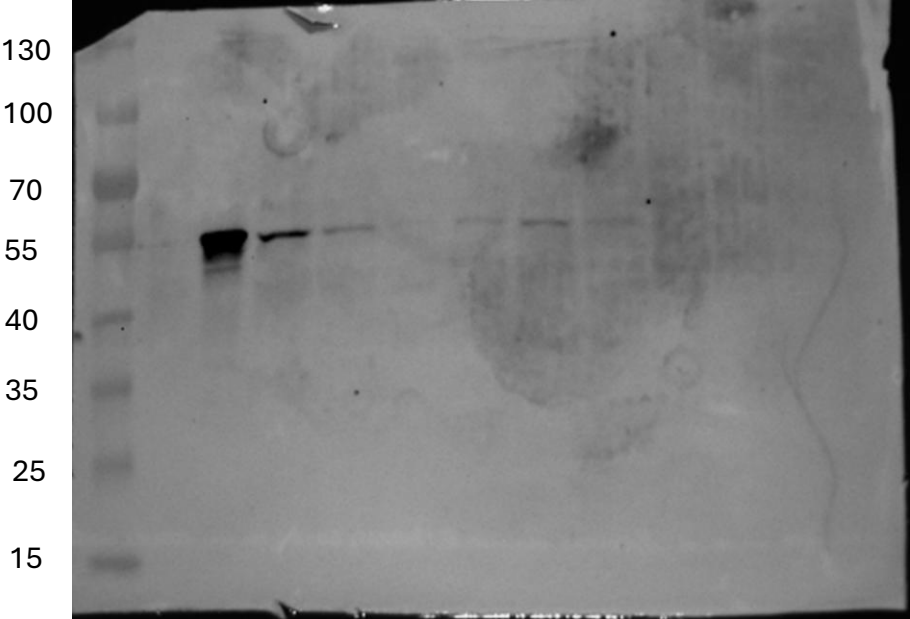

Original 6 e – β-Actin

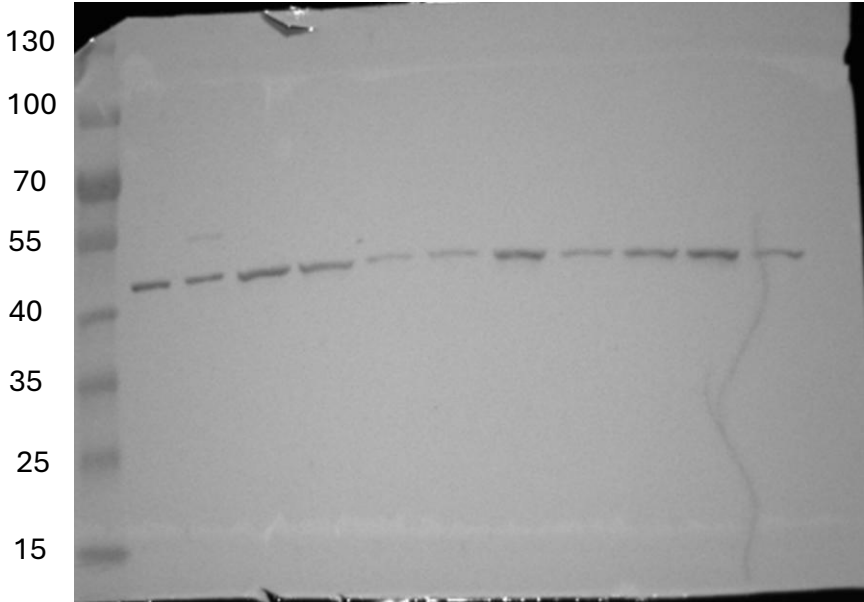

Figure S1 a

a

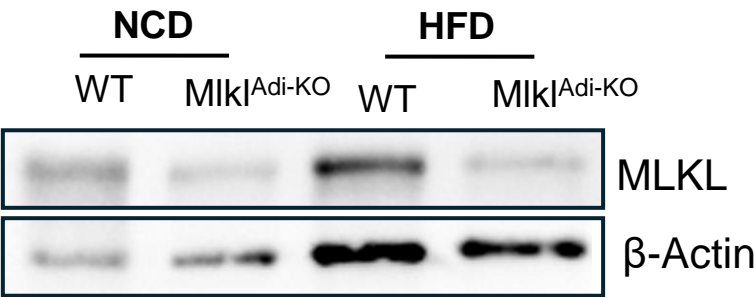

Original S1a - MLKL

Protein Ladder 2

Experiment 1

Experiment 2

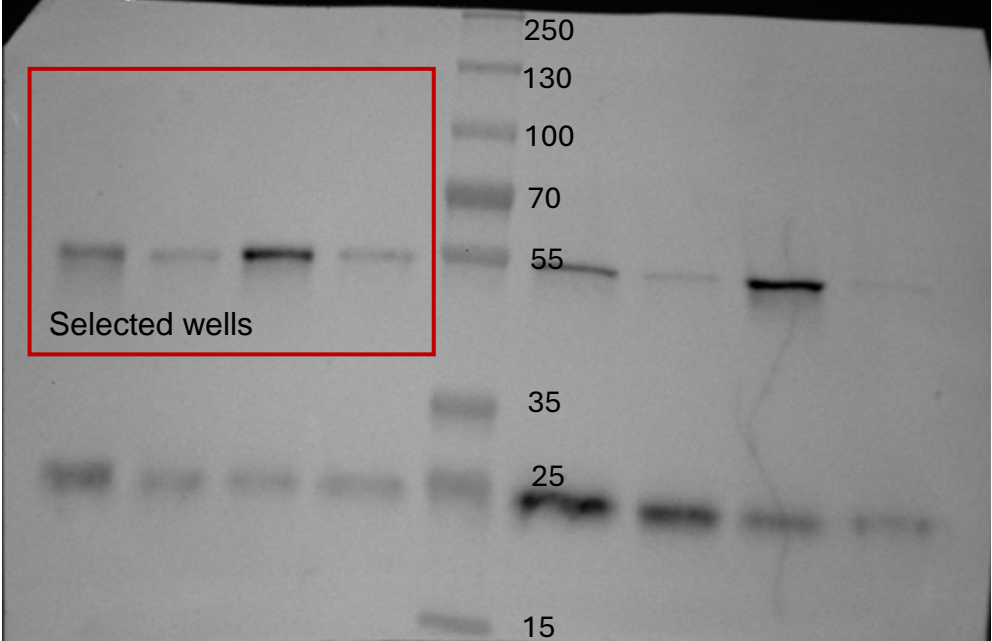

Original S1a -  $\beta$ -Actin

Experiment 1

Experiment 2

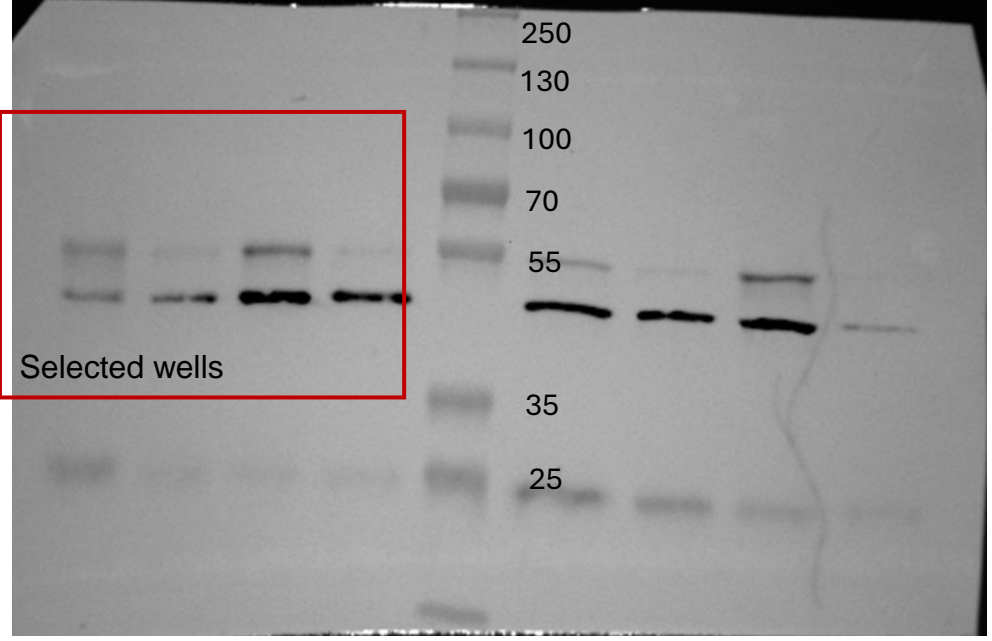

The samples for this western (HFD WT and MLKL Adi KO) are selected from the ones used in figure S1b, so the n=4

Figure S1 b

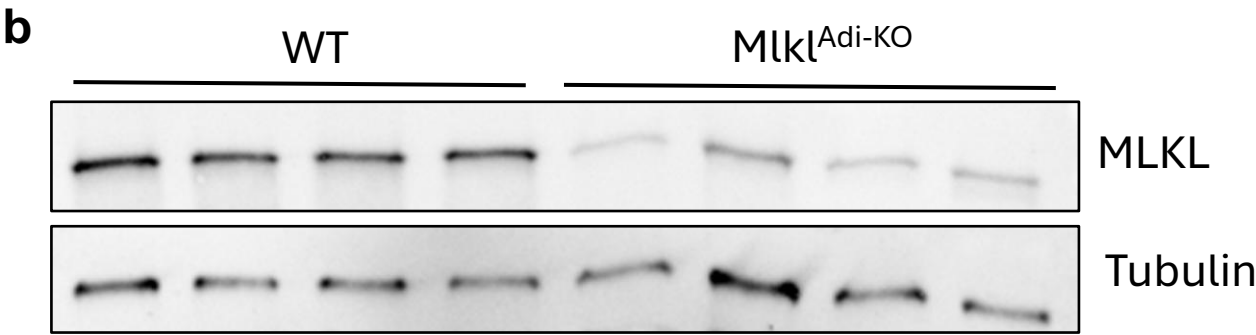

Protein Ladder 1

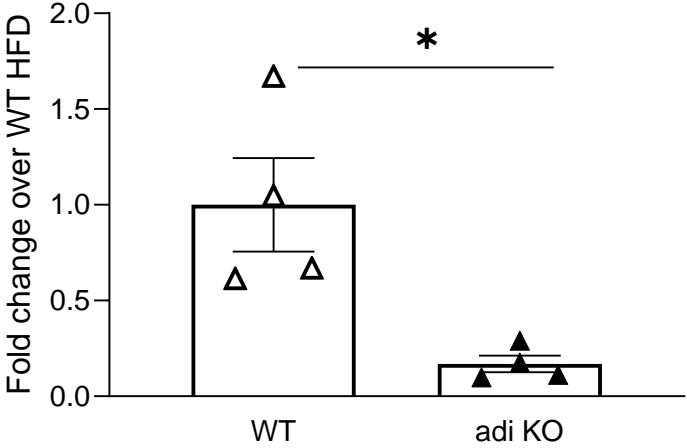

Original S1b - MLKL

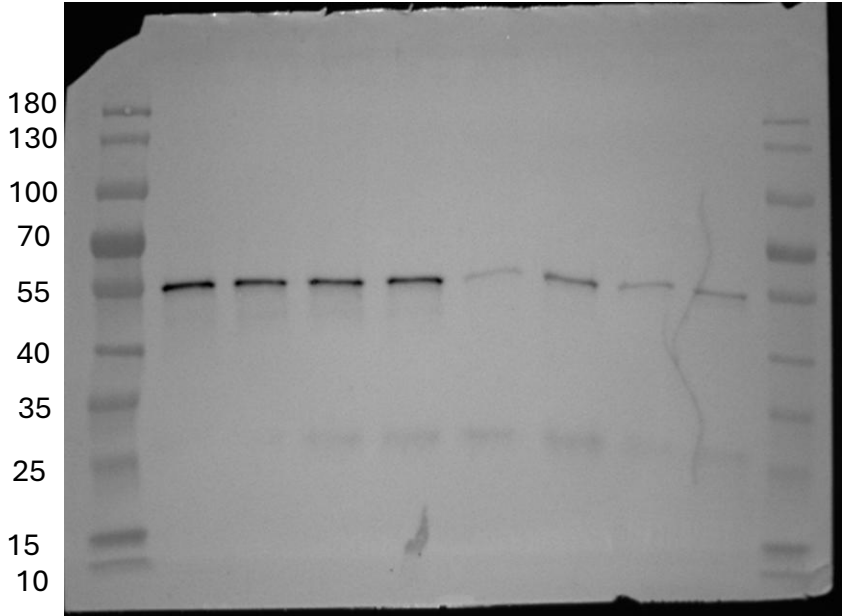

Original S1b - Tubulin

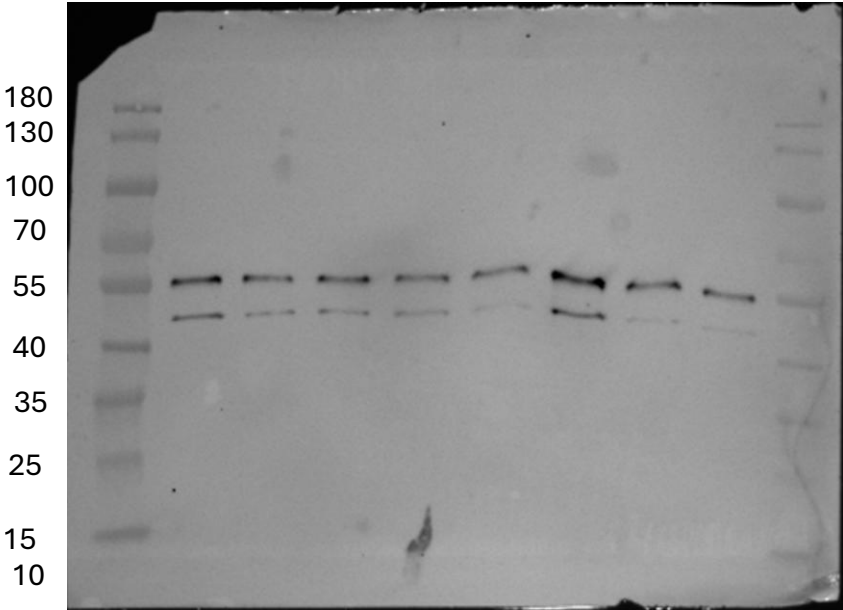

Figure S1 c

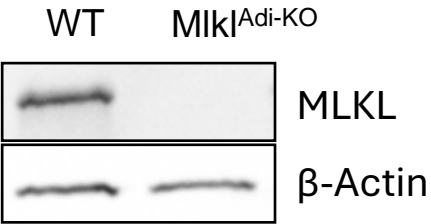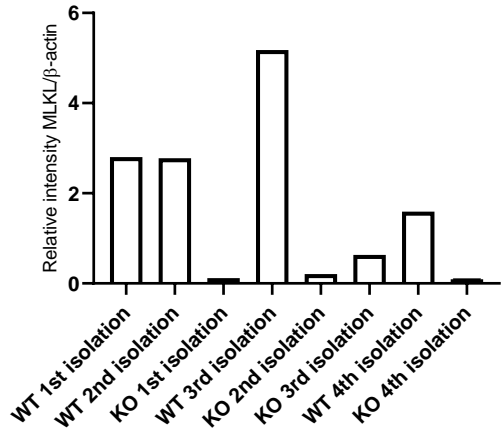

Protein Ladder 1

Original S1c - MLKL

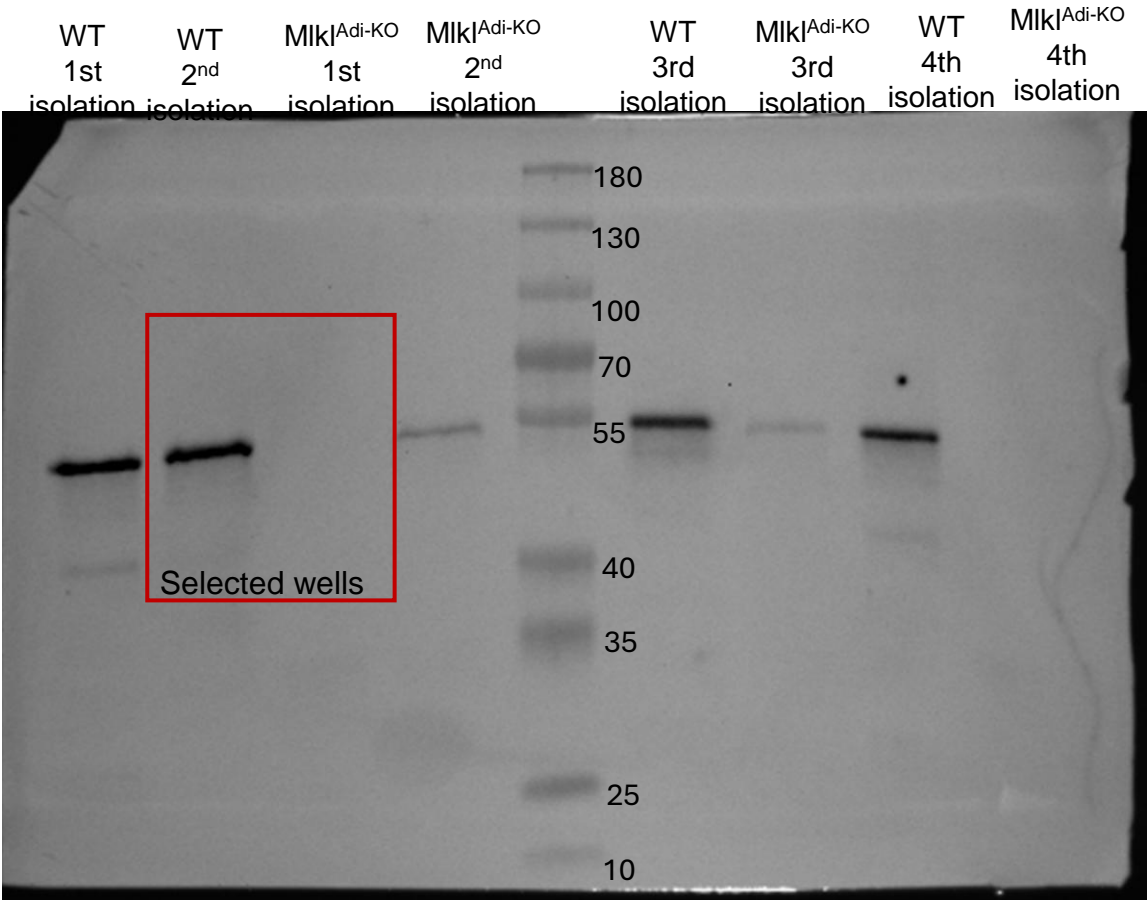

Original S1c -  $\beta$ -Actin

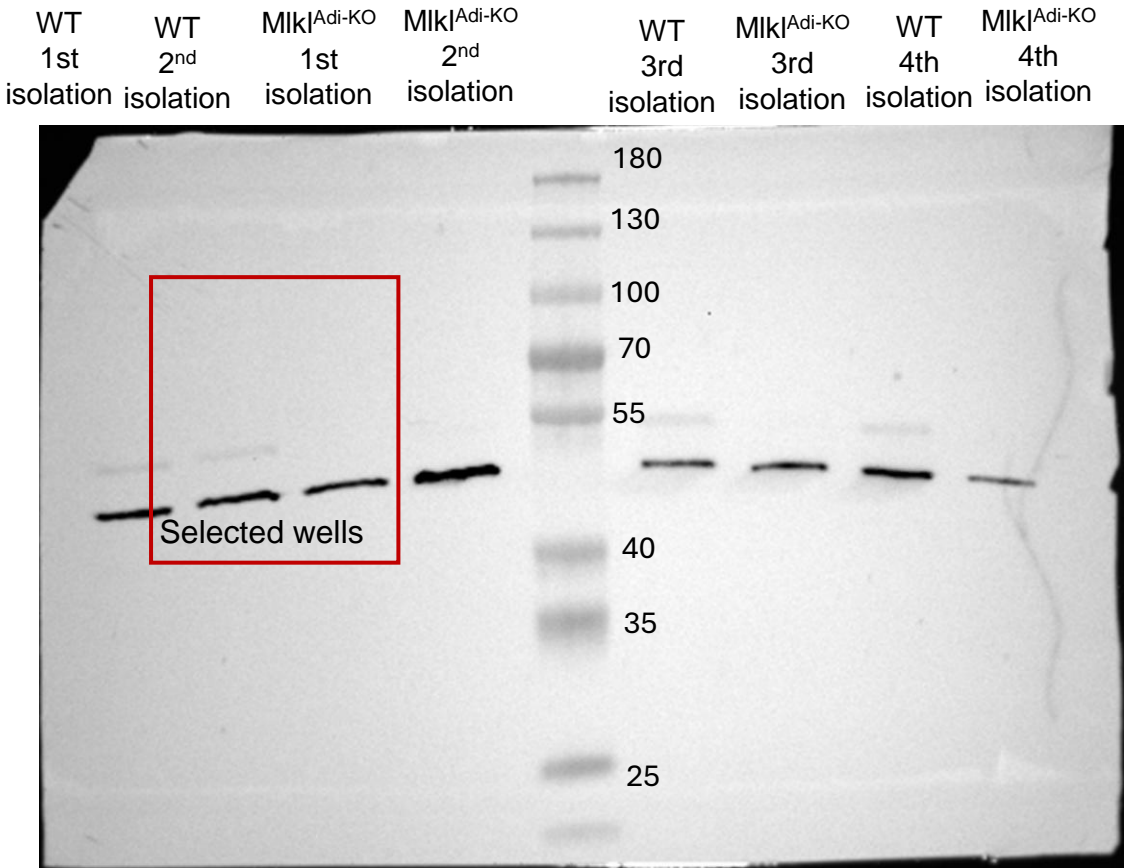

Figure S3 e

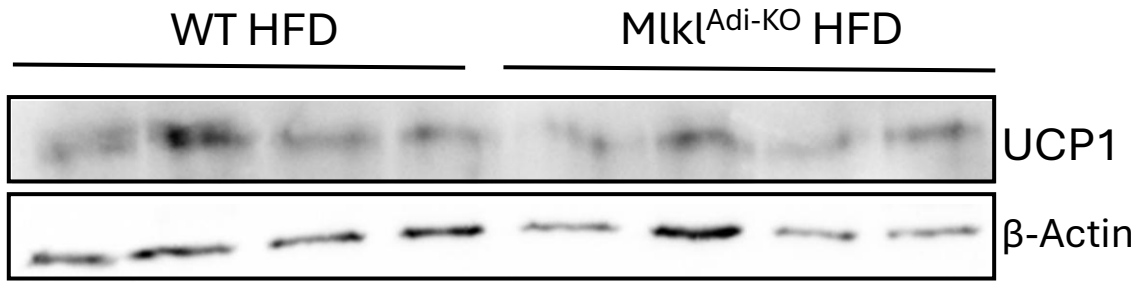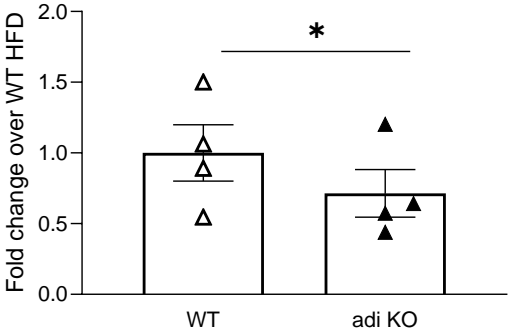

Protein Ladder 1

Original S3 e – UCP1

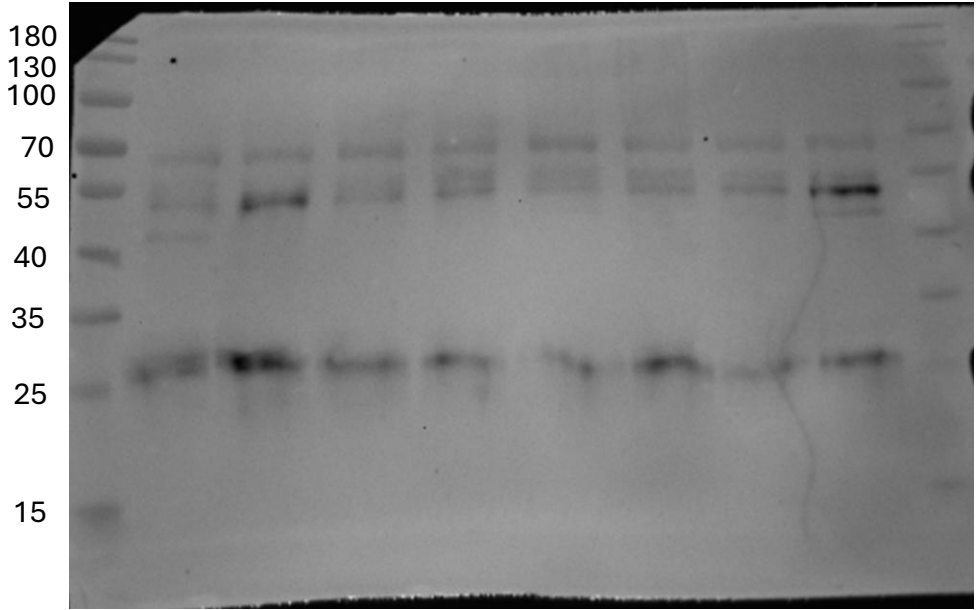

Original S3e –  $\beta$ -Actin

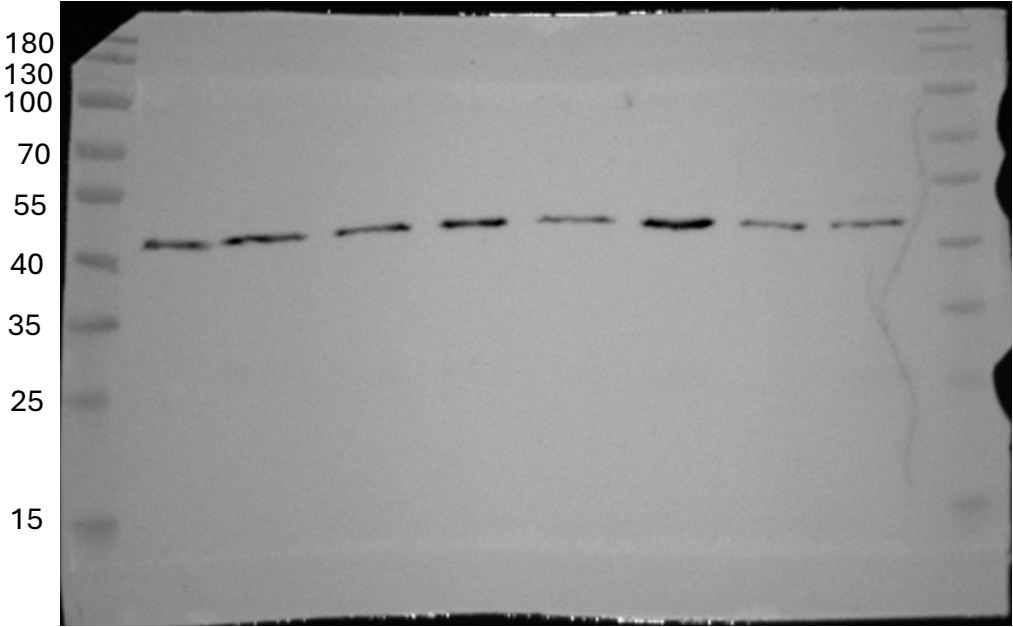

Protein Ladder 1

**PageRuler™ Prestained**  
Thermo Scientific ref. 26616

Protein Ladder 2

**PageRuler™ Plus**  
Thermo Scientific ref.26619

# Supplementary material for: Adipocyte-specific Mlkl knockout mitigates obesity-induced metabolic dysfunction by enhancing mitochondrial functions
**Source:** Cell Death Dis. 2025 Oct 6;16(1):683. doi: 10.1038/s41419-025-08004-1
**Supplement:** Supplementary file 2 — Supplemental_Figure Legends

## Supplementary Figure legends

**Figure S1. Validation of the *Mkl<sup>Adi-KO</sup>* model in visceral white adipose tissue.** (a) Representative Western blot showing MLKL expression in visceral white adipose tissue (visWAT) from male WT and *Mkl<sup>Adi-KO</sup>* mice fed either a normal chow diet (NCD) or an high fat diet (HFD). (b) Western blot analysis of MLKL expression in visWAT from HFD-fed WT and *Mkl<sup>Adi-KO</sup>* mice ( $n = 4$  per group), with corresponding semi-quantitative densitometry. (c) Western blot analysis of MLKL expression in mature adipocytes isolated from visWAT of HFD-fed WT and *Mkl<sup>Adi-KO</sup>* mice. Results are presented as mean  $\pm$  SD. Statistical differences were analyzed using unpaired t-tests. Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test.  $*p < 0.05$ .

**Figure S2. Replication of reduced obesity in *Mkl<sup>Adi-KO</sup>* mice under HFD in a second independent cohort.** Weekly body-weight gain in *Mkl<sup>Adi-KO</sup>* and WT mice over a 16-week feeding period under either HFD or NCD, shown as weekly mean body weight for each group ( $n = 4$  for WT NCD;  $n = 5$  for *Mkl<sup>Adi-KO</sup>* NCD and HFD;  $n = 7$  for WT HFD). Results are presented as mean  $\pm$  SEM. Comparisons were performed with multiple t-tests.  $*p < 0.05$ ;  $**p < 0.01$  ;  $***p < 0.001$ .

**Figure S3. Food intake, locomotor activity, and respiratory exchange ratio remain unchanged in *Mkl<sup>Adi-KO</sup>* mice.** Experimental setup: *Mkl<sup>Adi-KO</sup>* and WT mice were fed either NCD ( $n = 4$  per group) or HFD ( $n = 5$  per group) for 15 weeks, followed by one week of monitoring in metabolic cages. (a) Food intake, (b) locomotor activity and (c) respiratory exchange ratio (RER) measured in *Mkl<sup>Adi-KO</sup>* and WT mice measured in metabolic cages after 16 weeks of feeding under NCD and HFD conditions. (d) Relative mRNA expression of *Ucp1* in visceral WAT (visWAT) from *Mkl<sup>Adi-KO</sup>* and WT mice under NCD and HFD. (e) Western Blot analysis of UCP1 protein expression in visWAT from HFD-mice, with corresponding semi-quantitative densitometry. (f) Representative hematoxylin and eosin (H&E) staining of visWAT, subcutaneous WAT (subWAT), and brown adipose tissue (BAT) from *Mkl<sup>Adi-KO</sup>* and WT mice under HFD conditions, scale bar, 200  $\mu$ m. Results are presented as mean  $\pm$  SEM. Statistical comparisons were performed using unpaired t-tests. Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test.  $**p < 0.01$  ; ns: not significant.

**Figure S4. *Mkl<sup>Adi-KO</sup>* mice show no significant transcriptomic alterations in visceral WAT under NCD conditions.** Experimental setup: Transcriptomic analysis was performed on visceral WAT from *Mkl<sup>Adi-KO</sup>* and WT mice ( $n = 4$  per group) fed NCD for 16 weeks. Differentially expressed genes (DEGs) were analyzed across conditions, and pathway enrichment analyses were conducted. (a) Volcano plot of DEGs comparing NCD-fed *Mkl<sup>Adi-KO</sup>* and WT mice. Red and blue dots indicate significantly upregulated and downregulated DEGs, respectively ( $p < 0.05$ ). (b) Venn diagram showing the number of uniquely expressed genes in WT and *Mkl<sup>Adi-KO</sup>* mice under NCD conditions. (c) KEGG pathway enrichment analysis of upregulated and downregulated DEGs in NCD-fed *Mkl<sup>Adi-KO</sup>* mice. (d) Validation of selected RNA-seq data with RT-qPCR (*Foxa1*, *Cxcr4*). Results are expressed as mean  $\pm$  SD. Statistical differences in the RT-qPCR were analyzed using unpaired t-tests. Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test.  $*p < 0.05$ ;  $**p < 0.01$ .

**Figure S5. *Mkl<sup>Adi-KO</sup>* mice show no significant metabolomic alterations in visceral WAT under NCD conditions.** Experimental setup: Metabolomic analyses were performed on visceral WAT from *Mkl<sup>Adi-KO</sup>* and WT mice fed a NCD ( $n = 4$  per group) for 16 weeks. Metabolites significantly altered between conditions were analyzed, and pathway enrichment analyses were conducted. (a) Concentrations of TCA cycle intermediates in NCD-fed *Mkl<sup>Adi-KO</sup>* and WT mice (b) Levels of key amino acids in NCD-fed *Mkl<sup>Adi-KO</sup>* and WT mice. (c) Acylcarnitine profiles in NCD-fed *Mkl<sup>Adi-KO</sup>* and WT mice. No statistical differences were observed.

**Figure S6. Female *Mkl<sup>Adi-KO</sup>* mice exhibit reduced weight gain, lower final body weight, and attenuated hepatic steatosis under HFD conditions.** Experimental setup: Female *Mkl<sup>Adi-KO</sup>* and WT mice were fed either a NCD ( $n = 9-8$  per group) or a HFD ( $n = 12-14$  per group) for 14 weeks. Hepatic triglycerides were quantified in the same animals at the end of the feeding period. (a) Weekly body-weight gain throughout the 14-week intervention. (b) Final body weight after 14 weeks on NCD or HFD. (c) Representative hematoxylin and eosin (H&E) staining of liver sections from *Mkl<sup>Adi-KO</sup>* and WT mice under NCD and HFD conditions, scale bar, 100  $\mu\text{m}$ . (d) Intrahepatic triglycerides (TG) content. Statistical analysis: Results are presented as mean  $\pm$  SEM. Comparisons were performed with multiple  $t$ -tests for panel (a) and unpaired  $t$ -tests for panels (b-d). Normality was verified with the Shapiro–Wilk test and homoscedasticity with the F-test. \* $p < 0.05$ ; \*\* $p < 0.01$ .

**Figure S7. *Mkl<sup>Adi-KO</sup>* mice show no significant changes in hepatic expression of key lipogenic genes under HFD.** Experimental setup: RT-qPCR were performed on liver tissue from *Mkl<sup>Adi-KO</sup>* and WT mice fed an HFD ( $n = 5$  per group) for 16 weeks. Relative mRNA levels of *Ppar $\gamma$* , *Acc*, *Ppara* and *Chrebp* were measured in liver samples from HFD-fed mice. Results are presented as mean  $\pm$  SEM. Group comparisons were conducted using unpaired  $t$ -tests. ns: not significant.

How the deposited data were processed for this re-analysis (not part of the article)

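RNA-seq libraries of visWAT and liver from the same 18 male mice were analysed, 36 libraries in all. Each tissue had 4 *Mlkl* Adi-KO and 4 WT mice on NCD and 5 *Mlkl* Adi-KO and 5 WT mice on HFD, fed for 16 weeks. Genotype, diet and mouse number were taken from the sample labels and the paper, never from the values. The chi-square statistic per gene between replicate libraries was 10.9 or higher for every pair, so no pair of libraries was alike within sampling noise.

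The authors selected polyadenylated RNA, trimmed reads with fastp, mapped them to mm39 (GRCm39) with HISAT2 and counted them on genes with featureCounts. The paper's text does not name the strandedness, the annotation release or the treatment of reads that fit several genes, so values of overlapping, antisense or near-identical genes are uncertain. The authors deposited FPKM per gene and library for 56748 genes, computed from the reads on a gene, the gene length and a library size. The gene length in bases was deposited by the authors in the same table. The counts of reads per gene and library, without normalization, are given by the authors for the genes listed in each of their comparison tables. The log2 fold changes and p-values in these deposited tables are the authors' own, made with DESeq2 or edgeR, both named in the paper's methods, and which of them made the tables is not stated there. An adjusted p-value of exactly 1 beside a small p-value in the authors' tables was taken as not adjusted. The numbers of genes per pathway and the enrichment p-values in the deposited pathway tables were made by the authors with clusterProfiler from the listed genes. A further 72 columns of values per sample in the comparison tables, normalized or repeated, were not used.

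From these, the size behind the FPKM of each library was obtained from the genes that also had counts, and FPKM were turned back into reads. All values came out whole in every library (100%). This size was 1.01 to 1.40 times the reads on genes in visWAT and 0.737 to 0.812 times in liver, so the FPKM as deposited contain a scaling between libraries. Reads on genes ranged from 20875463 to 30322171 per library. At this depth, genes at the filter of 0.5 FPKM are measured from few reads in short genes, and a gene listed at 0 can have been missed. Of the gene identifiers, 56017 are in the reference annotation of GRCm39, 33753 of them with the same start and end, and 55992 lie on the same chromosome within 100 kb. Coordinates are those of the deposited table. A symbol shared by several identifiers was found for 959 genes, and each identifier was tested by itself.

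The test across genes was limma on log2(FPKM + 1), with an empirical Bayes trend, the 2 groups compared in each fit and Benjamini-Hochberg adjustment over genes with a mean FPKM of at least 0.5 in these mice. The threshold was an adjusted p of 0.05. The interaction of genotype with diet used all 18 mice of a tissue. The deposited values are FPKM for all genes and counts only for some, so that edgeR's quasi-likelihood test and DESeq2 on the recovered reads served as alternatives. Gene lists were written from general knowledge and tested with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives, and Benjamini-Hochberg adjustment over the lists tested in a comparison. They were oxidative phosphorylation (whole, nuclear and mitochondrial), chemokines, NF-kappaB signaling, PPAR signaling, unsaturated fatty acid synthesis, glutathione metabolism, macrophage, lymphocyte, mature adipocyte, endothelial, fibroblast, mesothelium, epididymis, circadian clock with its day and night arms, glucocorticoid response, fasting and feeding response of liver, and immediate early genes. A list of seminal vesicle genes was added after the values were seen. Single genes and list means per mouse were compared with two-sided exact permutation tests, and the separation of genotypes with the share of the sum of squares (R²) and a one-sided exact permutation test. The smallest two-sided p of an exact test is 0.00794 for 5 against 5 mice and 0.0286 for 4 against 4. Principal components were centred and not scaled. A gene was expressed in a group when its mean FPKM was above 0.

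The genes named are those the paper names in its text or in Figs. 3c, 3d, 5e, 5h, S4 and S7 for a comparison, and in each genotype comparison the 3 largest rises and 3 largest falls among genes past the threshold. These needed a mean of at least 1 FPKM in a group and every *Mlkl* Adi-KO mouse on the same side of every WT mouse. Genes that start within 250 kb of *Adipoq* were named as neighbours, and predicted genes were counted and not named unless the paper names them. Genes outside this rule are said to have been chosen after their values were seen. The samples, the tests, this rule and the alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 1, the TPM scale, median-ratio scaling, no trend, an absolute log2 fold change of at least 1, edgeR, DESeq2, all 4 groups of a tissue in one model, and each mouse left out in turn. For separation they included unit variance and the 500 most variable genes, and for expressed genes a mean FPKM above 0.1 or above 1 and a value above 0 in every mouse. Up to 100 other splits of the mice were drawn for each model, and random gene lists numbered 10000, drawn from the 150 genes on each side of like expression or length.

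The tests were tested on simulated data with 200 changed genes. These genes lay above the filter and changed by an absolute log2 fold change of at least 1. All genes were given the same simulated spread between mice. The rates that follow hold for this setting and do not give the power on the real mice. In real HFD-fed visWAT, *Gsta4* and *Bckdhb* changed by at least as much and were not called by limma. Limma recovered 99.5% of them in the visWAT HFD design (13966 genes), 97% on NCD (14046 genes), 98.5% in the liver HFD design (13237 genes) and 92% on NCD (13225 genes), with 4.37% to 9.36% false calls. DESeq2 recovered 93% to 99.5%, with 9.27% to 10.9% false calls. Camera found a simulated list of 60 genes in each design, and 0.5% to 2.5% of unchanged lists had a p under 0.05. This simulated rate does not hold for every list on the real mice. Over other splits of the HFD-fed mice, the median camera p was 2.78e-06 for oxidative phosphorylation and 0.00891 for NF-kappaB signaling in visWAT. It was between 0.0543 and 0.401 for the other lists the paper discusses. Critical values for a mouse far from its group were those of Dixon, 0.829 for 4 mice and 0.71 for 5. The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Metabolomics, RT-qPCR and other assays of the paper were not analysed here. The results for 1 gene are not reported here.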

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

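The tests of the genes near *Adipoq* in liver and of seminal vesicle transcripts were chosen only after the results were seen, while those of the genes near *Adipoq* in visWAT, the region of chromosome 9 and the epididymis list were not.

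In 116 groups of 4 or 5 mice, over the genes named, 1 mouse lay far from the others in 8 groups, where 5.8 are expected by chance. In HFD-fed visWAT, WT mouse 161 had 19.0 FPKM of *Cep85* and *Mlkl* Adi-KO mouse 156 had 6.29 FPKM of *Zfp949*. In HFD-fed liver, *Mlkl* Adi-KO mouse 157 had the lowest *Igfbp1* (6.01 FPKM) and the highest *Mlxipl* (121.8 FPKM), and *Mlkl* Adi-KO mouse 151 had the lowest *Ip6k2* (5.63 FPKM). For *Mlkl* in HFD-fed liver, *Mlkl* Adi-KO mouse 152 was highest at 3.46 FPKM and WT mouse 162 was highest at 2.995 FPKM. The remaining one was *Foxa1* in WT NCD mouse 183 (3.76 FPKM). *Mlkl* Adi-KO mouse 157 was named for 2 genes in liver and each other mouse for 1 gene, the number of groups is near what chance gives, and no technical or biological explanation was tested except for *Foxa1*.

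*Foxa1* on NCD was carried by mouse 183 with 383 reads, by the library labelled WT NCD mouse 182 with 34 reads, and by no other NCD-fed visWAT library. In mouse 183, 31.5% of the reads on genes were on the seminal vesicle list, against 0.0371% in the library labelled 182 and 0.0140% in *Mlkl* Adi-KO mouse 197. The most abundant were *Svs5* (1.51e+05 FPKM), *Svs4* (6.64e+04 FPKM) and *Semg1* (3.66e+04 FPKM). The paper does not report these transcripts. A candidate explanation for *Foxa1* in mouse 183 is seminal vesicle tissue dissected with the fat pad. It cannot be told apart from other explanations, because 1 library carries both signals and the list was written after the values were seen. For the library labelled 182 the tables argue against it: at the ratio of mouse 183 its seminal vesicle reads would bring 0.373 *Foxa1* reads. Epididymal tissue was tested with a list of 31 genes, of which 8 reached 1 FPKM in an NCD-fed mouse. Of these, 4 were highest in mouse 183, 0 in the library labelled 182 and 4 in *Mlkl* Adi-KO mouse 179, in which *Foxa1* was 0. One gene, *Spinkl*, made up most of the signal in mouse 183 (6946 FPKM). With so few genes detected the epididymal explanation cannot be told apart from the seminal vesicle one. *Foxa1* also had 15 reads in HFD-fed *Mlkl* Adi-KO mouse 156 and 2 in HFD-fed WT mouse 164. In RNA-seq an effect of genotype is not shown either, since WT mice 165 and 180 had 0 reads, as did all *Mlkl* Adi-KO mice on NCD.

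*Zfp949* was past the threshold in both tissues on HFD, and the paper does not report it. The log2 fold change was 1.16 in visWAT (adjusted p = 0.000211, limma with Benjamini-Hochberg adjustment) and 0.62 in liver (adjusted p = 0.00189, limma with Benjamini-Hochberg adjustment), the liver value having been chosen after it was seen. Over the alternatives the adjusted p was at most 0.00178 in visWAT, and in liver it lost the threshold only with all 4 groups in one model (adjusted p = 0.0534, limma with Benjamini-Hochberg adjustment), with a range of 4.49e-13 to 0.0534. Every *Mlkl* Adi-KO mouse was above every WT mouse in both tissues (two-sided exact permutation test, p = 0.00794 each). In NCD-fed visWAT the *Mlkl* Adi-KO mice, at 6.11 to 7.15 FPKM, were also above the WT mice, at 2.26 to 3.52 FPKM (two-sided exact permutation test, p = 0.0286). In NCD-fed liver the library labelled WT NCD mouse 182 had 4.98 FPKM, above the *Mlkl* Adi-KO mice (3.61 to 4.18 FPKM), and the other WT mice had 2.16 to 2.57 FPKM. Cre acts in adipocytes, so a rise in liver is not a direct effect of *Mlkl* loss there. *Zfp949* lies on chromosome 9, as do *Gsta4* and *Bckdhb*, and in liver *Bckdhb*, chosen after its value was seen, had a log2 fold change of 0.30 (adjusted p = 0.0453, limma with Benjamini-Hochberg adjustment). This call was lost whichever mouse was left out, with an adjusted p of 0.0560 to 0.146. A region of chromosome 9 that differs between Cre carriers and Cre-negative littermates was tested with the genes within 10 Mb of *Gsta4*, leaving out *Gsta4* and *Bckdhb*, which prompted the test. In HFD-fed visWAT, 1 of the 53 other genes with an unadjusted p under 0.001 lay there (one-sided Fisher's exact test, p = 0.260), in HFD-fed liver 2 of 109 (p = 0.127 from the same exact test) and in NCD-fed visWAT, with the library labelled WT NCD mouse 182, 2 of 12 (p = 0.00193 from the same exact test). On NCD, 3.18% of windows of this size held as many, and in NCD-fed liver 0 of 13 such genes lay in the window. The window test cannot tell a carried region from an effect of genotype, because few genes pass in it and *Zfp949* itself lies just outside it. A genetic difference that is not *Mlkl* may thus explain part of the signal, as a hypothesis. *Mlkl* itself lies on chromosome 8, and where the Cre transgene sits was not analysed here.

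*Kng1* and *Kng2*, which encode kininogens and lie within 250 kb of *Adipoq* on chromosome 16, were higher in HFD-fed *Mlkl* Adi-KO liver, and the paper does not report them. Their log2 fold changes were 0.94 (adjusted p = 0.00193, limma with Benjamini-Hochberg adjustment) and 0.67 (adjusted p = 0.0121, limma with Benjamini-Hochberg adjustment), and over the alternatives the adjusted p was at most 0.0161 and 0.0424. Both separated all *Mlkl* Adi-KO from all WT mice. They are paralogs between which the counting could have split reads, so their separate values are uncertain. *Kng1* was 1305 ± 152 FPKM in *Mlkl* Adi-KO and 679 ± 49.3 FPKM in WT liver (SD, n = 5 each). *Eif4a2*, also a neighbour of *Adipoq*, had log2 fold changes of 0.76 and 0.48 in visWAT and 0.52 and 0.44 in liver on HFD and NCD, with every *Mlkl* Adi-KO mouse above every WT mouse in each. The Cre transgene was taken to be driven by *Adipoq* sequence, an assumption that the tables cannot check, and genes carried with it were tested as an explanation. Leaving out *Adipoq*, 6 of 7 neighbours tested were higher in HFD-fed *Mlkl* Adi-KO visWAT (median log2 fold change 0.40) and 4 of 4 on NCD (0.27), and 0.0066 of random lists of like expression had a median as high on NCD. The share on HFD was 0.0001, the smallest that 10000 lists can give. In liver 10 of 11 neighbours were higher on both diets, with medians of 0.27 and 0.17 and a share of 0.0013 on NCD. The values the explanation needs are thus there in visWAT. The liver list kept *Kng1* and *Kng2*, whose rise was seen before this test was chosen. The liver shares therefore partly restate that observation and do not decide the question there. Some of the neighbours are small RNA genes inside *Eif4a2*, so the members of the list are not independent, and *St6gal1* went against it in HFD-fed visWAT at −0.32. In NCD-fed liver the library labelled WT NCD mouse 182 had 1317 FPKM of *Kng1*, and the other WT mice 734.7 to 794.1 FPKM. Without it, *Kng1* on NCD had an adjusted p of 0.00476 (limma with Benjamini-Hochberg adjustment), against 0.905 with it, and over the alternatives it ranged from 0.00476 to 1.00. No biological explanation was tested for the rise in liver, where Cre is not expected to act. In visWAT an effect of *Mlkl* loss on *Eif4a2* stays open and was not tested.

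The other genes past the threshold in HFD-fed liver that neither the paper nor the naming rule names, except *mt-Ts2*, were chosen after their values were seen. Of the 26 genes past the threshold, 7 are predicted genes, 9 are named by the paper and 10 are not. Besides *Zfp949*, *Kng1* and *Kng2*, these are *Topors* (log2 fold change 0.34), *Sertad3* (0.75), *Clp1* (0.31), *Zfp825* (0.32), *Taf1a* (−0.41), *Spry1* (−0.40) and *mt-Ts2* (−2.30). Their adjusted p-values lay between 0.0235 and 0.0489 (limma with Benjamini-Hochberg adjustment), and each separated all *Mlkl* Adi-KO from all WT mice, which has a probability of 0.00794 for a single gene. *mt-Ts2* is a mitochondrial tRNA gene (MT, 11613 to 11671) with 3.22 ± 1.91 FPKM in *Mlkl* Adi-KO and 19.1 ± 7.45 FPKM in WT liver (SD, n = 5 each), from 1 to 28 reads per library. A gene this short is near the limit of what the libraries capture, so its value rests on few reads. Its adjusted p ranged from 0.000486 to 0.151 over the alternatives, and it lost the threshold in 8 of the 10 fits that left out 1 mouse. Of 100 splits of the 10 mice, only the real one gave as many as 26 genes, and the next largest gave 1. On the TPM scale 20 of the 26 genes were past the threshold. No explanation other than genotype was tested for these genes one by one.

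In liver the genotype effect differed between the diets for the predicted gene *Gm5540*, by the interaction term over 18 mice. The difference was 5.42 on the log2 scale (adjusted p = 0.00217, limma with Benjamini-Hochberg adjustment). *Gm5540* was 9.05 ± 0.750 FPKM in *Mlkl* Adi-KO and 2.40 ± 4.16 FPKM in WT liver on HFD (SD, n = 5 each), and 0.565 ± 0.0911 FPKM in *Mlkl* Adi-KO and 14.8 ± 6.17 FPKM in WT liver on NCD (SD, n = 4 each, with the library labelled WT NCD mouse 182). Across 100 splits of the mice, 3 gave at least as many genes with an interaction as the real one. *Gm5540* is a predicted gene of unknown origin in these tables, and reads shared with another copy or a strain variant were not tested. It was called in each of the 18 fits that left out 1 mouse.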

How the results depend on the processing

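The counts under other splits of the mice, given among the other observations, were chosen only after the results were seen, and the alternatives given here were not. No paired analysis was possible because the genotype groups are different mice that share no mouse numbers.

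Of the results for whole comparisons, gene lists and separations, 305 values under an alternative kept their direction and side of the threshold or moved little, 36 moved, 8 lost the threshold and 7 passed it. Of the results for single genes, 982 values were the same, 37 lost the threshold, 50 passed it and 10 reversed. Except where the alternative's own construction shows it (fewer genes tested, a further requirement, fewer mice), the cause was not tested.

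DESeq2 on the recovered reads called 146 genes in HFD-fed visWAT (85 higher, 61 lower, 2 of them among the 3 genes of limma), 8 on NCD (7 higher, 1 lower), 259 in HFD-fed liver (146 higher, 113 lower, 24 of them among the 26 genes of limma), 19 on NCD (9 higher, 10 lower), and interactions for 19 genes in visWAT and 58 in liver. EdgeR called an interaction for 1 gene in liver and otherwise stayed within 1.5 times the count. With all 4 groups in one model, 9 genes were called in HFD-fed visWAT (5 higher, 4 lower), 1 on NCD and 3 in NCD-fed liver. On the TPM scale 5 genes were called in HFD-fed visWAT. Without the filter, which adds genes to those tested, 2 genes were called in NCD-fed visWAT, 7 in HFD-fed liver (all higher) and 3 on NCD. A mean FPKM of at least 1 gave 4 genes with an interaction in liver. Requiring an absolute log2 fold change of at least 1 left 7 genes in HFD-fed liver (2 higher, 5 lower), 1179 for diet in visWAT and 384 for diet in liver.

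The split between directions moved with the scaling. In HFD-fed liver 17 genes were higher and 9 lower with FPKM as deposited, and 12 and 16 on the TPM scale. For diet in visWAT, 3108 were higher and 2239 lower, against 3805 and 227 on the TPM scale and 2693 and 3169 with edgeR. On the TPM scale the median log2 fold change of all genes was −0.10 for genotype in HFD-fed visWAT and 0.35 on NCD. It was 0.42 for diet and −0.45 for the interaction, so changes on that scale are relative to these medians. All of these except the HFD comparison include WT NCD mouse 183, whose seminal vesicle reads enter the sum that sets its TPM scale.

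With each gene at unit variance, R² for genotype in HFD-fed visWAT was 0.247 (one-sided exact permutation test, p = 0.0476) and so passed 0.05. With an estimated correlation, none of these lists passed 0.05, and p was 0.0886 for oxidative phosphorylation (median log2 fold change 0.26), 0.271 for chemokines (−0.11), 0.149 for NF-kappaB signaling (−0.15), 0.106 for PPAR signaling (−0.13) and 0.181 for unsaturated fatty acid synthesis (−0.20). Fry gave 0.0996 for chemokines (−0.11) and 0.102 for unsaturated fatty acid synthesis (−0.20). On the TPM scale the chemokine median was −0.24 (camera with the preset correlation, p = 0.0911). The other medians on that scale were 0.16 for oxidative phosphorylation, −0.28 for NF-kappaB signaling, −0.21 for PPAR signaling, −0.27 for unsaturated fatty acid synthesis and −0.11 for glutathione metabolism. The count of visWAT HFD genes expressed in one genotype only was 1638 with a mean FPKM above 0.1, 679 with a mean above 1 and 1805 when a value above 0 was needed in every mouse. For liver HFD genes expressed in one genotype only it was 1929, 549 and 1706.

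Across the fits that each left out 1 mouse, HFD-fed visWAT had 3 to 16 genes (16 without *Mlkl* Adi-KO mouse 153, including all 3), NCD-fed visWAT 0 to 1 (1 without the library labelled 182), HFD-fed liver 9 to 37 and NCD-fed liver 1 to 7 (7 without the library labelled 182). In HFD-fed liver there were 9 genes without *Mlkl* Adi-KO mouse 151 or 153, 12 without WT mouse 154 or 164, 11 without WT mouse 161 and 13 without WT mouse 162. Diet gave 4244 to 6287 genes in visWAT and 2661 to 3773 in liver. The interaction gave 0 to 14 genes in visWAT (14 without WT NCD mouse 165, 4 without *Mlkl* Adi-KO HFD mouse 153) and 2 to 5 in liver (5 without WT NCD mouse 165). Genes in one genotype only numbered 4382 to 4585 in visWAT and 4093 to 4430 in liver. R² stayed between 0.170 and 0.295 in HFD-fed visWAT, 0.137 and 0.230 on NCD, 0.197 and 0.252 in HFD-fed liver and 0.148 and 0.193 on NCD. In HFD-fed visWAT, the fits without *Mlkl* Adi-KO mouse 152 (R² = 0.291) and mouse 153 (R² = 0.295) passed 0.05 (exact permutation p = 0.0317 each).

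Leaving out single mice, the median log2 fold change was 0.20 to 0.34 for oxidative phosphorylation, −0.19 to −0.11 for NF-kappaB signaling, −0.19 to −0.074 for chemokines, −0.20 to −0.095 for PPAR signaling, −0.26 to −0.13 for unsaturated fatty acid synthesis and −0.069 to −0.031 for glutathione metabolism. For each of these lists this spans more than a factor of 1.5, and the p of glutathione metabolism was under 0.05 without *Mlkl* Adi-KO mouse 152 or 153 or WT mouse 154 or 161.

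The direction reversed for few single genes, all near 0. The log2 fold change of Kng2 in visWAT HFD Adi-KO against WT was −0.0060 with a pseudocount of 0.1 and −0.0685 on the TPM scale. Leaving out single mice it ranged from −0.19 to 0.14, and it was negative without *Mlkl* Adi-KO mouse 156 (−0.19) and WT mouse 154 (−0.0068). *Ppara* in HFD-fed liver ranged from −0.11 to 0.093, and it was positive without *Mlkl* Adi-KO mouse 151 or 157 or WT mouse 161 or 162. *Fetub* in NCD-fed liver ranged from −0.0011 to 0.13, negative without the library labelled 182, and *St6gal1* from −0.0058 to 0.13, negative without *Mlkl* Adi-KO mouse 197.

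Depth limits the genes seen in one genotype only, whose median was 1 or 2 reads in the whole group, and short genes such as *mt-Ts2*. The library with the most reads on genes (30322171) was that of mouse 183 in visWAT.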

Differences from the paper's values

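No test in this part was chosen after the result was seen.

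For *Gsta4* in HFD-fed visWAT, the log2 fold change was 2.10, and the paper's value is about 2.5 in Fig. 3c, read by eye. Closeness was judged by the standard error of the log2 fold change, with that of the main fit for edgeR. The alternatives were set before the data were examined. A pseudocount of 0.1 (2.35), the TPM scale (2.20), edgeR (2.46) and DESeq2 (2.46) came within 1 standard error of the paper's value. So did the fits without *Mlkl* Adi-KO mouse 152 (2.23), *Mlkl* Adi-KO mouse 153 (2.34), WT mouse 154 (2.20) or WT mouse 162 (2.22). Median-ratio scaling (2.11), all 4 groups in one model (2.10) and the other fits that left out 1 mouse (1.93 to 2.05) did not.

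The paper's lowest and highest numbers of reads per sample are 52240102 and 73079884, and the reads on genes recovered from the deposited FPKM were 20875463 and 30322171. The first are sequenced reads and the second reads counted on genes, and the paper's text does not say whether single reads or read pairs were counted. No alternative bears on these numbers.

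The numbers of genes in one genotype only equal the paper's for both tissues with a mean FPKM above 0. For liver, the legend of Fig. 5 gives another number of genes for WT mice than the text, and the value obtained here (2468) is that of the text.

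The paper describes a distinct separation of HFD-fed genotypes in visWAT. Genotype accounted for a share of 0.208 of the sum of squares there (one-sided exact permutation test, p = 0.111). With unit variance per gene the exact p was 0.0476, and without *Mlkl* Adi-KO mouse 152 or 153 it was 0.0317.

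The paper reports major gene expression changes in HFD-fed visWAT, with *Gsta4* the most upregulated and *Sgk1* and *Cxcr4* among the most downregulated. With limma 3 genes were past the threshold, and these 3 genes were not among them. The paper also measured *Gsta4*, *Sgk1* and *Cxcr4* by RT-qPCR (Fig. 3d), which was not analysed here. DESeq2 called all of the genes marked in Fig. 3c, which the authors' test of the same mice had picked. The fit without *Mlkl* Adi-KO mouse 153 called *Gsta4* (adjusted p = 0.0338), *Cxcr4* (0.0338), *Sgk1* (0.0398), *Bckdhb* (0.0398), *Cep85* (0.0499), *Irf2bp2* (0.0499) and *Eif4a2* (0.0338), all from limma with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p ranged from 5.51e-09 to 0.381 for *Gsta4*, from 1.05e-05 to 0.362 for *Cxcr4* and from 0.00155 to 0.387 for *Sgk1*. All 4 groups in one model called *Gsta4*, *Cxcr4*, *Resf1* and *Eif4a2*. The authors' deposited table lists 3730 genes with an unadjusted p-value under 0.05, of which 140 have an adjusted p-value under 0.05, the threshold that the paper's methods name.

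The paper gives *Cxcr4* as reduced on NCD. Its log2 fold change was −0.46 (adjusted p = 0.916, limma with Benjamini-Hochberg adjustment), and no alternative called it. In the authors' deposited table it is −0.61 (adjusted p = 0.384). The paper gives *Foxa1* as lower in *Mlkl* Adi-KO visWAT on NCD. Only DESeq2 called it (adjusted p = 1.35e-08), and the authors' deposited table lists a log2 fold change of −22.96 (adjusted p = 2.10e-07). With limma it was not past the threshold (adjusted p = 0.916), and over the alternatives the adjusted p ranged from 1.35e-08 to 0.999. The paper also measured *Foxa1* and *Cxcr4* on NCD by RT-qPCR (Fig. S4), which was not analysed here.

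In liver the paper marks *Angptl8*, *Bcl3*, *Bhlhe41*, *Cebpd*, *Cyp2u1*, *Mup17*, *Mup9* and *Rbm24* in Fig. 5e. The first 7 were called by DESeq2, and *Angptl8*, *Bcl3*, *Cyp2u1*, *Mup17* and *Cebpd* also by edgeR, with adjusted p-values of 0.0411 to 0.0470. The lowest adjusted p of a gene among these over the alternatives was 1.26e-05 (*Cebpd*) and the highest was 0.724 (*Mup17*). The TPM scale and all 4 groups in one model called *Cebpd*, the fit without *Mlkl* Adi-KO mouse 156 called *Angptl8* and *Bcl3*, and the fit without *Mlkl* Adi-KO mouse 153 called *Mup17*. With limma on all mice their adjusted p-values were 0.0551 to 0.0868. *Rbm24* was below the filter. The marked genes were picked by the authors' test of the same mice, so the calls by DESeq2 are not independent support. The authors' deposited table has 259 genes with an adjusted p-value under 0.05, and limma gave 26.

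The paper gives hepatic pathways of unsaturated fatty acids, glutathione metabolism and PPAR signaling as lower. Glutathione metabolism had a p of 0.0553 with camera, and it was under 0.05 in the fits without *Mlkl* Adi-KO mouse 152 or 153 or WT mouse 154 or 161. In the authors' deposited table, which takes higher and lower genes together, the adjusted p-value is 0.341 for unsaturated fatty acids in HFD-fed liver, and in HFD-fed visWAT it is 0.523 for NF-kappa B signaling and 0.359 for chemokine signaling. The paper takes the genes of each direction apart, and those enrichments were not used here. The paper describes a trend to lower *Ppara*, measured by RT-qPCR. In RNA-seq its log2 fold change was −0.030, and its sign changed when 1 mouse was left out.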

Other observations

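The counts under other splits of the mice, the seminal vesicle list and the tests on the libraries labelled mouse 182 were chosen only after the results were seen, while the tests of clock genes, of cell composition and of gene length were not.

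Other splits of the same mice into groups of the same sizes were fitted in the same way, the real split included. In HFD-fed visWAT, 2 of 100 splits gave at least 3 genes, and in HFD-fed liver only 1 of 100, the real one, gave 26. In NCD-fed visWAT all 35 splits gave at least the 0 genes of the real one, where 528 genes had an unadjusted p under 0.05, and in NCD-fed liver 9 of 35 gave at least 1 gene. Diet gave the most genes for the real split alone, 1 of 100 in each tissue. For the interaction, 100 of 100 splits in visWAT gave at least the 0 genes of the real one (1867 at an unadjusted p under 0.05), and 3 of 100 in liver gave at least 2. Camera gave a p as small as that of the real split in 2 of 100 splits for oxidative phosphorylation, 6 for NF-kappaB signaling and 30 for chemokines in visWAT, and in 8 for PPAR signaling, 18 for unsaturated fatty acid synthesis and 11 for glutathione metabolism in liver. The numbers of genes expressed in one genotype only were reached by 102 of 126 splits in visWAT and 36 of 126 in liver. Of the gene lists the paper discusses, oxidative phosphorylation was thus the only one for which under 5 of 100 splits did as well. The visWAT HFD genes expressed in one genotype only numbered 4450, and the splits gave 4387 to 4632. The liver HFD genes expressed in one genotype only numbered 4300, and the splits gave 4213 to 4372.

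In HFD-fed visWAT, several cell type lists moved together with the respiratory genes. All 18 macrophage genes were lower in *Mlkl* Adi-KO mice, with a median log2 fold change of −0.70 (camera with the preset correlation, p = 8.48e-07, adjusted over the lists 5.27e-06), which held neither under fry (p = 0.0872) nor with an estimated correlation (p = 0.234). Per mouse the difference was −0.746 (two-sided exact permutation test, p = 0.0873, n = 5 each). Of 5 lymphocyte genes 4 were lower (median −0.040; camera with the preset correlation, p = 0.394), so a lower share of lymphocytes was not shown. Of 18 mature adipocyte genes 15 were higher (median 0.40, adjusted 0.00017), of 13 endothelial genes 12 (median 0.22, adjusted 0.00203). All 12 fibroblast genes (median −0.34, adjusted 0.00565) and all 10 mesothelium genes (median −0.12, adjusted 0.306) were lower. None of these lists passed 0.05 under fry. Respiratory genes rose, and chemokine and NF-kappaB genes fell. A lower share of macrophages in the fat pad, or a higher share of adipocytes, may explain part of this, as a hypothesis. It cannot be told apart from a change within adipocytes in bulk tissue, since the spread between *Mlkl* Adi-KO mice was wide and the lists were not past the threshold under fry. A higher share of adipocytes alone would lower the other cell types alike, whereas endothelial genes rose and fibroblast genes fell.

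A trend with gene length was examined for the same rise. Across 13963 genes, log2 fold change and gene length had a Spearman correlation of −0.29, a relation across genes that are not independent replicates. The oxidative phosphorylation list had a median of 0.26, and lists matched on length had a median of 0.075. A share of 0.0001 of 10000 matched lists had a median as high, the smallest they can give. The length trend is therefore not the whole of the rise, while it accounts for the matched 0.075.

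Clock and glucocorticoid-responsive genes were listed to test time of day or handling at collection. In HFD-fed visWAT 16 of 23 glucocorticoid-responsive genes were lower in *Mlkl* Adi-KO mice (median −0.24; camera with the preset correlation, p = 0.000352; fry p = 0.0292; not past 0.05 with an estimated correlation, p = 0.101), and 9 had an adjusted p under 0.05 when adjusted over the list alone and none over all genes tested, of which 3 passed and 3003 had an unadjusted p under 0.05. In liver 18 of 21 were lower (median −0.11; camera with the preset correlation, p = 0.00133; fry p = 0.0203; estimated correlation p = 0.0468). Per mouse the differences were −0.307 in visWAT and −0.271 in liver (two-sided exact permutation test, p = 0.0159 and 0.0556). The day arm minus the night arm of the clock differed by 0.218 in visWAT (two-sided exact permutation test, p = 0.127) and by 0.285 in liver (p = 0.0397 from the same exact test). On NCD, with the library labelled WT mouse 182, the differences were 0.362 in visWAT (exact p = 0.0286) and 0.0620 in liver (exact p = 0.914). Time of day or handling cannot be told apart from an effect of genotype, as collection times were not used here. *Tsc22d3* and *Nr1d1*, marked in Fig. 3c, belong to these kinds of genes.

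The other lists gave the following. In HFD-fed visWAT the whole clock list had a median of 0.061 over 19 genes, its night arm −0.10 over 4 genes and its day arm 0.090 over 9 genes. The fasting response (median 0.20), the feeding response (0.15) and immediate early genes (−0.16) did not pass 0.05 (camera with the preset correlation, p = 0.412, 0.265 and 0.0815). PPAR signaling (median 0.081), unsaturated fatty acid synthesis (0.15) and glutathione metabolism (0.14) were higher there, with camera p-values adjusted over the lists of 0.0468, 0.0447 and 0.00151, the opposite of the direction in liver. Under fry these were 0.178, 0.0631 and 0.0316, and none passed 0.05 with an estimated correlation. In HFD-fed liver the fasting response was lower in 13 of 15 genes (median −0.26, adjusted 0.00063; fry p = 0.00869 and an estimated correlation p = 0.0445), with a difference per mouse of −0.400 (two-sided exact permutation test, p = 0.0159). Fibroblast genes were lower in 9 of 9 (median −0.52, adjusted 0.00016; not past 0.05 under fry, 0.0538). NF-kappaB signaling was higher in 41 of 61 genes (median 0.056, adjusted 0.0285; fry p = 0.0460; not past 0.05 with an estimated correlation, p = 0.0970), the opposite of the direction in visWAT, with a difference per mouse of 0.0340 (two-sided exact permutation test, p = 0.579). The day arm of the clock was higher in 8 of 9 genes (median 0.17, adjusted 0.00222), the whole clock in 11 of 18 (0.10, adjusted 0.0201) and immediate early genes in 11 of 13 (0.18, adjusted 0.0149), while mature adipocyte genes were lower in 10 of 13 (−0.26, adjusted 0.0471). None of these 4 passed 0.05 under fry (0.0573, 0.0553, 0.103 and 0.0604). The feeding response had a median of −0.20 and oxidative phosphorylation −0.0098. In NCD-fed visWAT, with the library labelled WT mouse 182, oxidative phosphorylation was lower in 86 of 99 genes (median −0.097), a direction that the mean per mouse owes to that library (0.546, with the other WT mice at −0.388 to 0.0817), macrophage genes were higher in 15 of 18 (0.36), lymphocyte genes lower in 4 of 4 (−0.28), epididymis genes had a median of −1.14 over 6 genes and seminal vesicle genes of −3.68 over 10 genes. Of the further lists there with an adjusted camera p under 0.05, the feeding response was lower in 11 of 11 genes (−0.39, adjusted 0.0113), where the mean per mouse again owes its direction to the library labelled 182 (1.791, with the other WT mice at −1.002 to −0.0281), and the night arm of the clock in 5 of 5 (−0.16, adjusted 0.0119). Higher were immediate early genes in 14 of 15 (0.39, adjusted 0.00243), fibroblast genes in 11 of 12 (0.25, adjusted 0.00448, the opposite of the direction on HFD), the day arm in 8 of 9 (0.13, adjusted 0.0181), mature adipocyte genes in 16 of 18 (0.20, adjusted 0.0317) and mesothelium genes in 7 of 10 (0.17, adjusted 0.0374). The last 2 lists depend on WT NCD mouse 183, the library rich in seminal vesicle reads. Its mean was −0.395 for mature adipocyte genes, with the other WT mice at −0.0975 to 0.286. For mesothelium genes it was 1.02, with the other WT mice at −1.05 to 0.0812. In NCD-fed liver PPAR signaling was lower in 47 of 64 genes (−0.082, adjusted 0.0299) and fibroblast genes in 8 of 9 (−0.49, adjusted 0.0299), with the liver library labelled 182 at 1.349 and the other WT mice at −0.602 to −0.362. Of all these lists on NCD, only the lymphocyte genes passed 0.05 under fry (0.0336). No technical or biological explanation was tested for these lists beyond those above.

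The visWAT library labelled WT NCD mouse 182 had 2.29 FPKM of *Mlkl*, within the range of the *Mlkl* Adi-KO mice on NCD (1.96 to 2.49 FPKM), and its liver library had 4.19 FPKM, the highest on NCD. The 12 genes that part the genotypes on HFD in both tissues were used to place each library between the WT mean (0) and the *Mlkl* Adi-KO mean (1) on HFD. The visWAT library labelled 182 was at a median of 0.962, the *Mlkl* Adi-KO mice on NCD at 0.713 to 1.00 and the other WT mice on NCD at 0.221 to 0.454. Its liver library was at 0.822, against 0.862 to 1.09 and 0.135 to 0.398. Gene by gene, it lay nearer the *Mlkl* Adi-KO mice in 6 of 12 genes in visWAT and 8 of 12 in liver. *Zfp949* in visWAT (3.52 FPKM, *Mlkl* Adi-KO mice 6.11 to 7.15) and *Eif4a2* (58.3 FPKM in visWAT, *Mlkl* Adi-KO mice 73.4 to 81.2) lay with the WT mice. A mislabelled sample cannot be told apart from a mouse that differs for another reason, since the genes are few and go both ways. This library also had 6.23 FPKM of *Ucp1*, chosen after its value was seen, where every other NCD-fed visWAT library had 0.120 or less, and its liver library stood apart on PC1 (43.8). Results on NCD and for diet depend on it as given above.

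On HFD, *Mlkl* Adi-KO mice 152 and 153 lay within the WT range on PC1 of visWAT, and mouse 152 lay inside the WT range on PC2 of liver. No batch was named for them, and no comparison was made between these mice and the other *Mlkl* Adi-KO mice. *Ucp1* on HFD was 0.0207 to 0.254 FPKM in *Mlkl* Adi-KO visWAT and 0.0821 to 0.303 FPKM in WT visWAT, below the filter, so that the gene was not tested. The paper reports lower *Ucp1* in *Mlkl* Adi-KO visWAT from RT-qPCR.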
